# Phosphorylation of Tet3 by cdk5 is critical for robust activation of *BRN2* during neuronal differentiation

**DOI:** 10.1093/nar/gkz1144

**Published:** 2019-12-06

**Authors:** Vinay Kumar Rao, Adusumalli Swarnaseetha, Guo-Hong Tham, Wei-Qi Lin, Bin-Bin Han, Touati Benoukraf, Guo-Liang Xu, Chin-Tong Ong

## Abstract

Tet3 regulates the dynamic balance between 5-methylcyotsine (5mC) and 5-hydroxymethylcytosine (5hmC) in DNA during brain development and homeostasis. However, it remains unclear how its functions are modulated in a context-dependent manner during neuronal differentiation. Here, we show that cyclin-dependent kinase 5 (cdk5) phosphorylates Tet3 at the highly conserved serine 1310 and 1379 residues within its catalytic domain, changing its *in vitro* dioxygenase activity. Interestingly, when stably expressed in *Tet1, 2, 3* triple-knockout mouse embryonic stem cells (ESCs), wild-type Tet3 induces higher level of 5hmC and concomitant expression of genes associated with neurogenesis whereas phosphor-mutant (S1310A/S1379A) Tet3 causes elevated 5hmC and expression of genes that are linked to metabolic processes. Consistent with this observation, *Tet3*-knockout mouse ESCs rescued with wild-type Tet3 have higher level of 5hmC at the promoter of neuron-specific gene *BRN2* when compared to cells that expressed phosphor-mutant Tet3. Wild-type and phosphor-mutant Tet3 also exhibit differential binding affinity to histone variant H2A.Z. The differential 5hmC enrichment and H2A.Z occupancy at *BRN2* promoter is correlated with higher gene expression and more efficient neuronal differentiation of ESCs that expressed wild-type Tet3. Taken together, our results suggest that cdk5-mediated phosphorylation of Tet3 is required for robust activation of neuronal differentiation program.

## INTRODUCTION

DNA methylation at cytosine is a highly dynamic epigenetic modification that is crucial for gene regulation during cellular differentiation and homeostasis (1). Tet1, 2 and 3 enzymes belong to a family of DNA dioxygenases that oxidize 5-methylcytosine (5mC) by using α-ketoglutarate and Fe (II) ions as co-factors (2,3). Iterative oxidation by Tet enzymes generates 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC), which are eventually converted to cytosine through the thymine DNA glycosylase-dependent (TDG) base-excision repair (BER) pathway (4,5). While localization of 5mC at the promoter is frequently associated with gene repression, the presence of 5hmC at the promoter-distal regulatory elements and intragenic regions is highly linked to transcriptional activation in mouse ESCs (6–12) and during cellular differentiation (13–16). Interestingly, insulator protein CTCF has strong binding affinity for 5hmC (17) with its DNA binding motif highly enriched in 5hmC regions (6,8,12,18). As CTCF plays an important role in nuclear organization (19), it is plausible that changes to the genomic distribution of 5hmC may inevitably affect CTCF-mediated long-range chromosomal interactions.

Tet enzymes regulate different aspects of neuronal development and homeostasis, correspondingly, the 5hmC level is found to be highest in the brain compared to other tissues (20–22). During neuronal differentiation of mouse ESCs, Tet3 biases neuro-ectodermal over mesodermal specification by inhibiting Wnt signaling (23). The presence of Tet3 in neuronal progenitor cells (NPCs) is also required to prevent apoptosis and promote terminal differentiation into neurons (24). In the presence of Forskolin, Tet3 can induce fibroblast to form functional neurons by regulating the 5hmC state at neuron-specific gene clusters (25). In addition, Tet3 has also been shown to regulate the expression of *GluR1* in response to synaptic activity (26) and *gephyrin* gene during rapid behavioural adaptation (27). It is required for the activation of axon guidance and ion channel genes in granule cells during cerebellar circuit formation (28). In adult brain, Tet3 can prevent neurodegeneration (29) and inhibit the renewal of glioblastoma stem cells (30). While the functions of Tet3 has been shown to be regulated by O-GlcNAc transferase (31–33), PCG7 (34) and microRNA-15b (35), it remains unclear if other post-translational modifications may contribute to its diverse regulatory roles in the brain tissues.

In this study, we identified multiple novel phosphorylation sites in human Tet3 protein through mass spectrometry analysis. Interestingly, serine 1310 and 1379 within human Tet3 catalytic domain contain the highly conserved SPx(K/R) motif. These serine residues are found to be phosphorylated by cyclin-dependent kinase 5 (cdk5), an atypical cdk that regulates brain development and maintain proper neurological functions (36,37). Stable expression of either wild-type or phosphor-mutant (S1310A/S1379A) Tet3 in *Tet1, 2*, *3* triple-knockout mouse ESCs lead to differential gene expression patterns. Wild-type Tet3 induces higher levels of 5hmC and concomitant expression of genes that are associated with neurogenesis. On the other hand, phosphor-mutant Tet3 elicited higher 5hmC and expression of genes that are involved in metabolic processes. Consistent with the overlapping roles of Tet3 and cdk5 in neuronal development, wild-type but not phosphor-mutant Tet3 promotes efficient neuronal differentiation of mouse ESCs by increasing the expression of neuron-specific transcription factor BRN2. Mechanistically, this was achieved through differential 5hmC enrichment and H2A.Z occupancy at the promoter of *BRN2* gene. Taken together, our data suggest that cdk5-mediated phosphorylation of Tet3 is required for the robust activation of neuronal genes during differentiation.

## MATERIALS AND METHODS

### Molecular cloning

Flag-tagged mouse Tet1 and Tet3 catalytic domains (Tet1CD, Tet3CD), Flag-tagged full length human Tet3 (SBP-N-terminal-Flag-hTet3-IRES-GFP) and lentiviral vector (pLV-EF1α-N-terminal-Flag-IRES-puro) were kind gifts from Xiaodong Cheng, Xiaochun Yu and Yih-Cherng Liou respectively. Site-directed mutagenesis was carried out as described previously (38) to generate wild-type and phosphor-mutant Tet3. Mouse Tet3 catalytic domain was cloned into pGEX-4T-1 GST vector by EcoRI/NotI double digestion while full-length human Tet3 cDNA was introduced into the lentiviral vector by XbaI/PspXI restriction sites. Primers sequences and their standard curves are summarized in Supplementary Tables S8 and S9 respectively.

### *In vitro* kinase assay

Phosphorylation was carried out in a 25 μl reaction buffer containing 4.5 μg of purified GST-Tet3CD or Flag-Tet3CD proteins, 1× NEB kinase buffer, 1 mM ATP in the presence or absence of 1 μl Cdk5/p25 (Enzo Life Sciences) for 1 hr at 30°C. 8 μl of *in vitro* kinase reaction was boiled in Laemmli SDS buffer and subjected to western analysis.

### *In vitro* dioxygenase activity

The dioxygenase reaction was carried out in a 40 μl buffer (50 mM pH 8.0 HEPES, 100 mM NaCl, 50 μM Fe^2+^, 2 mM ascorbic acid, 1 mM α-ketoglutarate) containing 400 ng of double-stranded 5mC DNA fragments and 8 μl of the *in vitro* kinase reaction described above (equivalent to ∼1.5 μg Tet3) for 40 min at 37°C. The reaction was stopped by the addition of 20 μg proteinase K and 30 min incubation at room temperature. The modified DNA fragments were resolved on a 1% agarose gel and transferred to Zeta-probe membrane (Bio-rad) by Southern blot according to manufacturer protocol. The transferred membrane was UV-crosslinked and probed with anti-5hmC antibody (Active motif) according to standard Western protocol.

### Immunoprecipitation (IP)

HEK 293 cells harvested 48 hr post-transfection was washed once with ice-cold PBS. All IP steps were carried out at 4°C. HEK293 cell pellets were lysed in ice-cold RIPA buffer [10 mM Tris pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 1% triton, 0.1% sodium deoxycholate, 0.1% SDS, 140 mM NaCl, 0.5 mM DTT, 1× cOmplete Mini EDTA-free protease inhibitor (Roche) and phosphatase inhibitor cocktail (P5726 and P0044, Sigma)] for 20 min with agitation. Lysates were clarified by centrifugation at 16 000 g for 10 min and protein concentrations were determined by Bradford assays (Bio-Rad). For mass spectrometry analysis, lysate was incubated 2 h with pre-washed anti-Flag M2 affinity gel (Sigma). For western analysis, lysate was incubated for 1 h with protein A/G Sepharose (GE healthcare) pre-bound to anti-Flag antibody (Sigma). The IP complexes were washed three times with RIPA buffer, boiled in Laemmli SDS buffer (with 100mM DTT) for 5 min and resolved by SDS-PAGE.

To determine interaction between Flag-tagged Tet3 with H2A.Z in mouse ESCs, cell pellets were lysed in ice-cold TBST buffer [50 mM Tris–HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, and 1% Triton X-100 1× cOmplete Mini EDTA-free protease inhibitor (Roche)] for 20 min with agitation. IP was performed overnight using mouse IgG agarose (Sigma) or anti-Flag M2 affinity gel and washed four times with TBST buffer.

### Generation of phosphor-Tet3 (pTet3) antibody

The pTet3 antibody was generated by Genscript Antibody Group using the 16 amino acids peptide C-GQYSGGPSM[pSER]PKRTN, where C is the conjugated cysteine (Supplementary Figure S1A).

### Cell culture

HEK 293 cells were maintained in Dulbecco's modified Eagle's medium (DMEM) GlutaMAX™ (Gibco) supplemented with 10% FBS, 0.1 mM nonessential amino acids, 1.0 mM sodium pyruvate, and 100 units/ml penicillin/streptomycin.

*Tet1*, *2* and *3* triple knockout (TKO) and *Tet3* KO mouse ESCs of mixed *C57BL/6J-129V* background (39) were cultured in 2i medium composed of DMEM GlutaMAX^TM^ (Gibco), 15% heat-inactivated ES-qualified FBS (Gibco), 0.1 mM nonessential amino acids, 1.0 mM sodium pyruvate, 1 μM PD0325901 (StemGent), 3 μM CHIR99021 (Axon Medchem), 1000 U/ml murine leukemia inhibitory factor (LIF, Chemicon) and 0.1 mM β-mercaptoethanol. Mouse ESCs were passaged using StemPro Accutase (Gibco) and seeded on feeder-free flask pre-coated with attachment factor (Gibco).

Neuronal differentiation was performed according to published protocol (Figure 5B) (40). Briefly, 4 million mouse ESCs were cultured in 15 ml of cell aggregate (CA) medium (DMEM GlutaMAX™, 10% FBS, 0.1 mM nonessential amino acids, 1.0 mM sodium pyruvate and 0.1 mM β-mercaptoethanol) in a 100 mm bacteriological Petri dish (Greiner) for 4 days. Cellular aggregates that resembled embryoid bodies (EB) were cultured for 4 additional days in CA medium containing 5 μM retinoic acid (RA) to form neuronal progenitor cells (NPCs). On day 8, NPCs were segregated by trypsin, resuspended in N2 medium, counted and seeded equally (for wild-type & phosphor-mutant Tet3 lines) at a density of 0.5e6/well in 12-well tissue culture plate pre-coated with PORN (Sigma) and laminin (Roche). After 48 h of culture in N2 medium, the neurons were replenished with B27 complete medium (both Gibco).

### Mice

*C57BL/6J* mice were housed and their brain tissues were harvested according to the guidelines set by the Temasek Life Sciences Laboratory IACUC.

### Transfection and lentiviral transduction

Plasmid DNA and siRNA molecules were transiently transfected into HEK293 cells using Lipofectamine^®^ 2000 reagent (Invitrogen) according to manufacturer protocol. For drug treatment, DMSO or 20 μM of roscovitine (Cell Signaling Technology) was added to HEK293 cells 24 h after transfection and incubated for additional 24 h. For dot blot assay in Figure 2E to G, cells transfected with SBP-Flag-hTet3-(Wt/AA)-IRES-GFP constructs for 48 h were FACS-sorted (BD FACSVantage SE) based on their GFP signal.

Lenti-X lentiviral expression system (Clontech) was used to generate stable mouse ESC lines that expressed either empty lentiviral plasmid (Em), wild-type (Wt), phosphor-mutant (AA) or phosphor-mimic (SD) full-length human Tet3 constructs. Briefly, lentivirus was prepared by transfecting 293L cells with a mixture that contained 7 μg lentiviral plasmids (containing either empty vector, full-length Wt Tet3, AA Tet3 or SD Tet3) and Lenti-X packaging single shot reagent (VSV-G). 293L cells media harvested between 24 and 72 h after transfection was combined and concentrated using Lenti-X concentrator (Clontech) to produce lentiviral supernatant. Both *Tet1, 2* and *3* TKO and *Tet3* KO mouse ESCs were infected with lentiviral supernatant in the presence of polybrene (12 μg/ml). After 48 h of viral transduction, stable clones were selected using puromycin at a concentration of 0.1 μg/ml. For *Tet1, 2* and *3* TKO mouse ESCs, Wt25, AA10, Wt38 and AA35 lines with comparable level of Tet3 expression were isolated. For *Tet3* KO mouse ESCs, Wt14, AA13, Wt1, AA6, Wt2, AA3 and SD1 lines were isolated. Supplementary Table S7A contains detailed description of these different ESC lines.

### Dot blot assay

Zeta-probe membrane (Bio-rad) was hydrated with water and set up on a Bio-Dot apparatus (Bio-rad 1706545). Serial dilution of genomic DNA dissolved in 400 μl of 0.4 N NaOH was loaded into each well and rinsed twice with 0.4 N NaOH using vacuum suction. Membrane was rinsed briefly in 2× SSC buffer, UV-crosslinked for 10 min and subjected to standard immunoblot procedure using either 5mC, 5hmC or 5caC antibodies. The antibodies used are listed in Supplementary Table S9.

### RNA isolation and sequencing

Total RNA was isolated from ∼2 million of Wt25 and AA10 Tet3 mouse ESCs (*Tet1, 2* and *3* TKO) with RNAzol^®^RT (Sigma) according to manufacturer protocol. Total RNA samples from biological replicates were sent to BGI (Hong Kong) for high-throughput sequencing according to company's protocol. Briefly, the RNA quality was assessed with Agilent 2100 bioanalyzer. Following DNAse I treatment, mRNA enriched by magnetic beads coupled to Oligo-dT was fragmented and used as template for cDNA library construction. Short DNA fragments were then subjected to end-repair, A-tailing, adaptor ligation, size selection and sequenced on Illumina HiSeqTM4000.

### 5hmC-DNA IP

5hmC-DNA IP was carried out with according to published protocol (41) with minor modifications. Briefly, genomic DNA isolated by overnight lysis (100 mM Tris–HCl pH 8.0, 200 mM NaCl, 10 mM EDTA, 0.5% SDS, 50 μg proteinase K) and phenol/chloroform extraction was fragmented to 200–400 bp using Covaris M220 (PIP50, Duty 20%, cycles/burst 200, Time 200 s). Five micrograms of DNA fragments was subjected to end repair (NEB E6050), A-tailing (NEB M0212L) and adaptor ligation (NEB M0202M). The adaptor-ligated DNA was denatured by 10 min of boiling. Approximately 0.4 μg of DNA was set aside as input and 4 μg of DNA was diluted to 500 μl with 5× IP buffer (final concentration of 10 mM Na phosphate pH 7.0, 140 mM NaCl, 0.05% Triton). IP was performed by overnight incubation with 5 μg of anti-5hmC antibody (Active motif 39791) at 4°C. On the following day, 30 μl of pre-blocked (0.5% BSA in PBS) Protein G Dynabeads (Life Technologies 10003D) was added to the DNA-antibody complex. After 2 hr of incubation at 4°C, Dynabeads was captured on magnetic stand and washed 4 times with IP buffer. IP DNA was eluted from Dynabeads with 500 μl of digestion buffer (50 mM Tris pH 8.0, 10 mM EDTA, 0.5% SDS, 100 μg of proteinase K) for 4 h at 55°C. Input and IP DNA was purified by phenol/chloroform and ethanol precipitation. Barcoded libraries was then generated by KAPA real-time library amplification kit (KAPA Biosystems) and sequenced on Illumina HiseqTM4000 platform (Illumina 50 bp Pair-end) at BGI (Hong Kong).

### Quantification of 5hmC by *MspI* digestion

The differential level of 5hmC at specific loci was quantified using EpiMark® 5hmC and 5mC analysis kit protocol (E3317S, New England Biolabs) with minor modifications. This level was quantified based on the inhibition of *MspI* digestion at CCGG by glucosylated 5hmC. Briefly, 3 μg of genomic DNA purified from biological replicates of *Tet1, 2* and *3* TKO, WT25 and AA10 mouse ESCs was incubated with T4 Phage β-glucosyltransferase for 18 h at 37°C. After heat-inactivation, the glucosylated DNA was divided equally into: (i) digested by *MspI* (100 units) for 16 h at 37°C and (ii) an uncut control. The treated DNA samples were extracted by phenol–chloroform and ethanol precipitation. Two pairs of primers were designed for each locus of interest: (a) one pair that flanked the CCGG site and (b) the other pair that annealed to adjacent sequences with no CCGG site to serve as loading control. The 5hmC level was quantified by normalizing the CT values from (a) CCGG with (b) adjacent no CCGG reactions.

### RNA-sequencing analysis

Two biological replicates from Wt25 and phosphor-mutant AA10 Tet3 mESCs were subjected to RNA-seq. The quality of the raw reads was accessed using FastQC. Reads were aligned to Ensembl mouse genome (version GRCm38.87) using STAR (with the following arguments –outFilterMultimapNmax 1 –outSAMstrandField intronMotif –outSAMunmapped None). Read counts were generated using featureCounts from Rsubread Biconductor R package. Differential expression analysis was performed using DESeq2 with the differentially expressed genes (DEG) defined by FDR corrected *P*-value <0.05 and fold change ≥±1. The DEG were then overlapped with genes that contained DhMRs. The relative expression level of all genes was determined by Cufflinks and specified as fragments per kilobase per million (FPKM) (42). Expression heatmap of DEG was generated using ComplexHeatmap R package.

### Gene ontology enrichment analysis

Gene Ontology of genes which contained DhMRs and differentially expressed between wild-type and phosphor-mutant Tet3 mESCs was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID). GO terms with *P*-value <0.05 (Fisher Exact test with FDR correction) were considered significant and plotted using ggplot.

### 5hmC data processing and analysis

FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to assess the quality of the sequencing reads. Raw sequencing reads from biological triplicates were mapped to the Ensembl mouse genome (version GRCm38.87) using STAR (with the arguments -alignEndsType EndToEnd –alignIntronMax 1 –outFilterMultimapNmax 1 –outFilterMatchNminOverLread 0.8). PCR duplicates were removed using Picard MarkDuplicates.

Quality control such as saturation analysis and CpG enrichment was carried out with functions from MEDIPS R/Bioconductor package (MEDIPS.saturation and MEDIPS.CpGenrich) to determine whether the number of reads is sufficient to generate a saturated and reproducible coverage profile of the reference genome as well as CpG enrichment across the DNA fragments (43).

Differential 5-hydroxymethylated regions (DhMRs) between Wt25 and AA10 Tet3 mouse ESCs were determined from the uniquely aligned reads using MEDIPS. MEDIPS divides the genome equally into bins with fixed window size (200 bp) and calculates the read counts across each bin. DhMRs were defined in bins with minimal number of reads counts and ≥1-fold change in the read counts between Wt25 and phosphor-mutant AA10 cells (*P* < 0.05). The DhMRs where the level of 5hmC is either higher in Wt25 (blue) or higher in AA10 (orange) mouse ESCs were annotated using Homer annotatePeaks.

To remove off-target binding of 5hmC-DIP (44), IgG-DIP of mouse ESCs datasets (SRX266835, SRX266836, SRX266847 and SRX266848) were downloaded (45). IgG-DIP enriched peaks with respect to its input were identified by MACS2 (*P* = 1e^−5^ and bw = 200). DhMRs with ≥1 bp overlap with IgG-DIP peaks were first filtered off to remove off-target binding sites. This was followed by the removal of DhMRs that contained simple tandem repeats (STR) and low complexity sequences.

### Correlation plot

The genome coverage tracks of 5hmC-DIP (WT25 and AA10) and IgG-DIP (ESCs) aligned reads files were generated using bamCoverage (deepTools). Genome coverage is calculated as the number of reads per 100 bp bin and normalized as Reads Per Kilobase per Million (RPKM). The average RPKM scores across the DhMRs were determined by multiBigwigSummary from deepTools. The correlation scatter plots were generated for different 5hmC-DIP (Wt25 and AA10 ESCs) and IgG–DIP (ESCs) samples using plotCorrelation (deepTools).

### Motif discovery analysis

Motif enrichment analysis of DNA fragments that contained 5hmC were carried out using MEME-ChIP (46). Matrix-clustering within the RSAT suite (http://rsat.eu/) (47) was used to build a complete motif tree which partitioned similar motifs into distinct clusters. Transcription factors associated with the individual motif were determined by Tomtom motif comparison tool using mouse Hocomoco (v11 FULL) database. The differential H3K27ac binding sites between Wt25 and AA10 cells were determined by DiffReps. Genes with differentially bound H3K27ac were then annotated using Homer annotatePeaks. The promoter regions (±1 kb of TSS) of these genes were subjected to motif analysis using MEME-ChIP.

### Immunofluorescence

Neurons cultured in 12-well plates were fixed with 4% paraformaldehyde in PBS for 20 min at room temperature. Cells were gently rinsed twice with 1× PBS and incubated with blocking solution (10% normal goat serum, 0.1% triton-X 100 in PBS) for 1 h at room temperature. This was followed by overnight staining with anti-MAP2 antibody (5 μg/ml in blocking buffer, Millipore) at 4°C. After three gentle washes with PBS, the neurons were incubated with anti-mouse 488 (1:500, Jackson ImmunoResearch). Following three washes with PBS, cells were mounted in VECTASHIELD with DAPI (Vector labs) and images were captured using Olympus (IX71, 20× objective) and confocal microscopes (FV3000, 10× objective). Images were analyzed using Imaris software (version 9.2.0, Bitplane). At least three fields were captured for each condition. The signal threshold was adjusted to obtain optimal coverage of the MAP2 positive soma and neurites of the neurons. The number of nuclei stained by DAPI was counted, which ranged from 1789 to 12240 per condition. The relative density was calculated as total MAP2 positive area over the number of nuclei stained by DAPI. The statistical significance was tabulated using the relative density from individual field for each condition. Detailed information of the quantification is summarized in Supplementary Table S7B.

## RESULTS

### Cdk5 phosphorylates Tet3 at a highly conserved serine residue

To uncover novel post-translational modifications, full-length human Tet3 protein was transiently expressed and purified from HEK293 cells by immunoprecipitation (IP). Mass spectrometry analysis identified 21 phosphorylation sites, of which the conserved serine 363 and 1310 were previously reported to be phosphorylated in mouse Tet3 (Figure 1A and Supplementary Table S1.1) (33). Serine 1310 contains a SPx(K/R) motif that is highly conserved across different species and computationally predicted to be a substrate of cdk (Supplementary Figure S1A and Table S1.2). Interestingly, there are DNA polymorphisms that may disrupt this motif in human population (Supplementary Figure S1C). The overlapping roles of Tet3 and cdk5 in regulating various aspects of brain development (48) led us to postulate that this conserved serine might be a substrate of cdk5 in different species. To test this hypothesis and validate the report of mouse Tet3 phosphorylation (33), we performed *in vitro* kinase assay using bacterial purified GST-tagged mouse Tet3 catalytic domain (Tet3CD) (Figure 1B). Although the catalytic domain of both mouse and human Tet3 protein contains two highly conserved SPx(K/R) motifs (Figure 1B and Supplementary Figure S1B), mass spectrometry analyses could only detect phosphorylation at S1310 (human) and S1318 (mouse) from the first motif (Figure 1A). We generated wild-type (WT), single (AS) and double (AA) serine to alanine mutant mouse Tet3 proteins (Figure 1B). Phosphorylation was determined using commercially available 34B2 antibody which recognizes phosphor-serine (S*) within the S*Px(K/R) motif. In the presence of cdk5/p25, 34B2 antibody was able to detect the phosphorylated product in WT and AS, but not AA Tet3, indicating that both S1318 and S1387 were phosphorylated by cdk5 *in vitro* (Figure 1C). A phosphor-antibody that specifically recognizes the conserved phosphorylated serine (mouse S1318 and human S1310) of Tet3 was then generated (herein pTet3 antibody) (Supplementary Figure S1A). In accordance, this pTet3 antibody could only detect *in vitro* phosphorylated product in WT but not AS or AA mutant Tet3 protein (Figure 1C).

**Figure 1.**
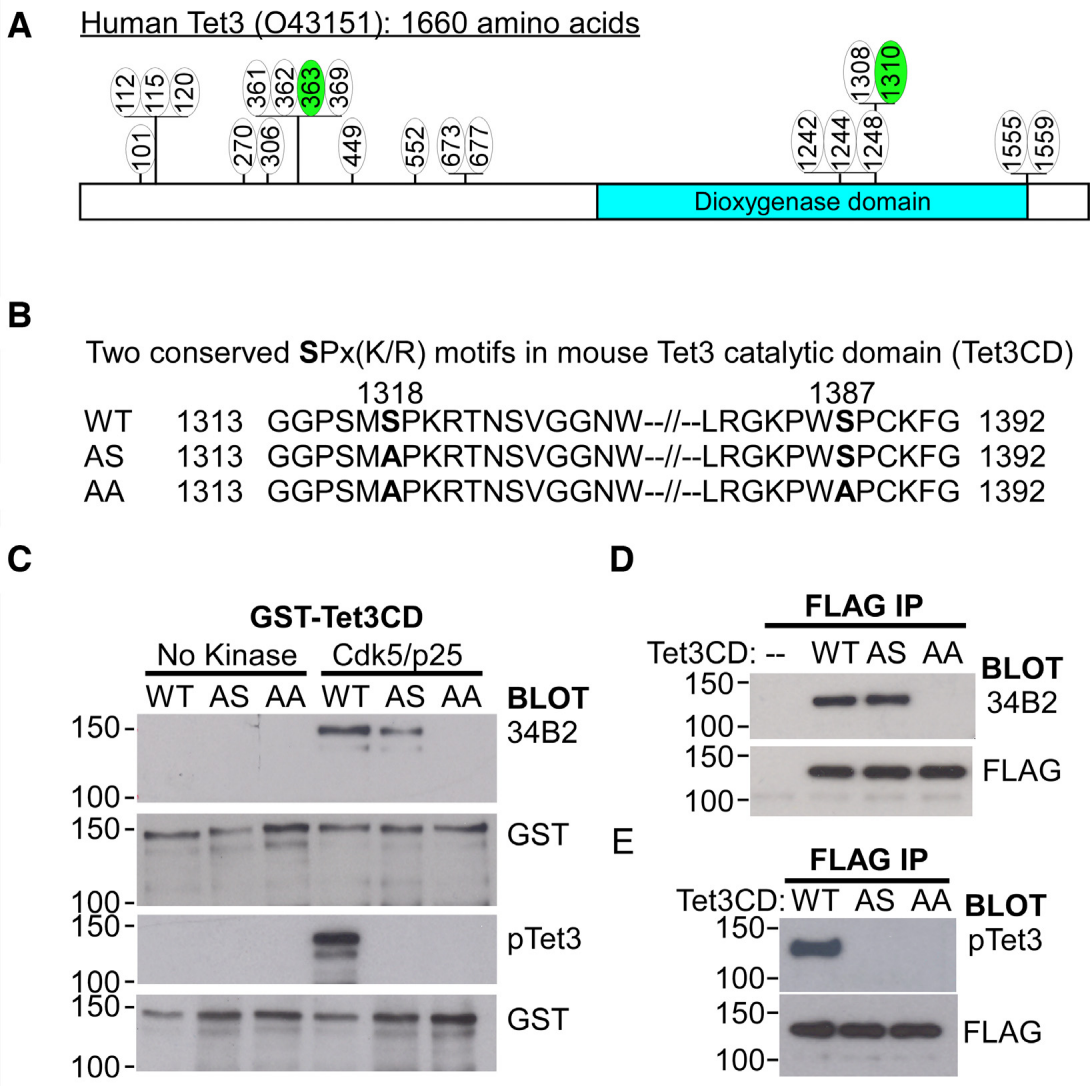
The catalytic domain of Tet3 is phosphorylated by Cdk5. (**A**) Schematic depiction of 21 phosphorylation sites on human Tet3 that were identified by mass spectrometry analysis. The green circles denote two conserved serine residues that were also phosphorylated in mouse Tet3 protein. (**B**) Amino acid sequences of the two conserved SPx(K/R) motifs found in the catalytic domain (CD) of mouse Tet3 protein, the single (AS) and double (AA) alanine mutants generated. (**C**) Phosphorylation of mouse Tet3CD by Cdk5 at S1318 and S1387 residues *in vitro*. GST-tagged wild-type (WT), single (AS) and double (AA) alanine mutant Tet3CD proteins were subjected to *in vitro* kinase assay in the presence or absence of Cdk5/p25. The products were probed with antibodies against GST, phosphor-serine with SPx(K/R) motif (34B2) and phosphorylated S1318 (pTet3). (**D, E**) Mouse Tet3 is phosphorylated at both S1318 and S1387 residues *in vivo*. Lysates from HEK293 cells transfected with either Flag-tagged WT, SA or AA Tet3CD constructs were immunoprecipitated (IP) and probed with FLAG, phosphor-serine 34B2 and pTet3 antibodies. Untransfected cells (–) were used as negative control.

To test the specificity of pTet3 antibody *in vivo*, transiently expressed Flag-tagged WT, AS and AA mouse Tet3 proteins were pull-down from HEK293 cells. Contrary to result from mass spectrometry analysis (33), the 34B2 antibody readily detected phosphor-serine product in both WT and AS mutant Tet3 (Figure 1D). This indicates that mass spectrometry analysis might have failed to detect phosphorylation at S1387 of the second SPx(K/R) motif. Alternatively, S1387 may be phosphorylated to compensate for the loss of S1318 in the AS mutant (Figure 1D). Consistent with the *in vitro* data, the pTet3 antibody exhibited high specificity for phosphorylated S1318 *in vivo* (Figure 1E).

We next tested if cdk5 is required for Tet3 phosphorylation by transiently expressing Flag-tagged full-length human Tet3 in HEK293 cells followed by 24 hr of treatment with either DMSO or roscovitine (Ros). Roscovitine is a broad-range purine analog inhibitor that blocks CDK1, 2, 5, 7 and 9 (with IC_50_ value of 0.1–0.7 μM), but not CDK4, 6 and 8 (49). There was significant reduction in the level of phosphorylated S1310 upon drug inhibition (Figure 2A). Cells were next co-transfected with Flag-tagged Tet3 and siRNA against cdk5. Compared to scrambled siRNA (*Scr*), siRNA against cdk5 led to significant reduction in the level of cdk5 protein and the concomitant decrease in the level of phosphorylated S1310 (Figure 2B). Taken together, our results indicate that cdk5 is both sufficient and necessary to phosphorylate Tet3 protein (Figures 1C and 2B).

**Figure 2.**
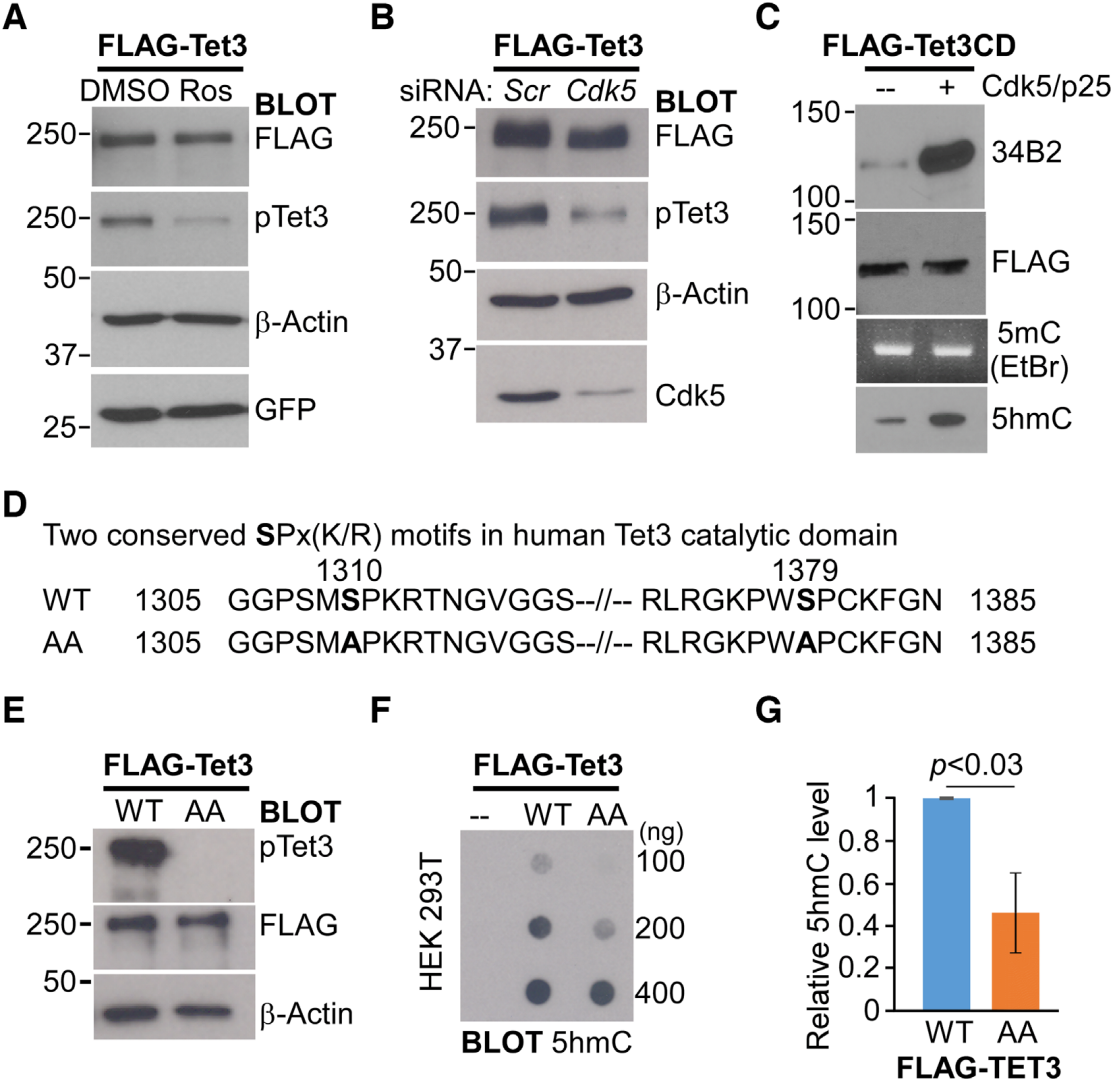
Cdk5-mediated phosphorylation of Tet3 increases its *in vitro* catalytic activity. (A. B) Cdk5 phosphorylates human Tet3 protein at S1310 *in vivo*. (**A**) HEK293 cells expressing Flag-tagged human Tet3 was treated with either DMSO or 20 μM of roscovitine (Ros) for 24 h. (**B**) HEK293 cells were co-transfected with Flag-tagged human Tet3 and either scrambled (scr) or Cdk5 siRNA for 48 hr. Cell lysates were western blotted with FLAG, pTet3, β-actin, GFP and Cdk5 antibodies. (**C**) Phosphorylated mouse Tet3CD exhibits increased catalytic activity *in vitro*. Flag-tagged mouse Tet3CD protein was subjected to *in vitro* kinase assay in the presence or absence of Cdk5/p25. One third of the proteins was western blotted with FLAG and 34B2 antibodies (Top). Another one third of the proteins were used for *in vitro* dioxygenase assay with equal amount of 5mC DNA. The DNA products were visualized by ethidium bromide (EtBr) staining on 2% agarose gel, Southern blotted and probed with 5hmC antibody (Bottom). (**D**) Amino acid sequences showing the two conserved SPx(K/R) motifs in the catalytic domain of human Tet3 protein and the double alanine (AA) mutants generated in this study. (E–G) Alanine substitution at S1310 and S1379 of human Tet3 protein leads to lower 5hmC level in HEK293 cells. (**E**) FACS sorted HEK293 cells that expressed either wild-type (WT) or phosphor-mutant (AA) full-length Flag-tagged human Tet3 were lysed and immunoblotted with pTet3, FLAG and β-actin antibodies. (**F**) Genomic DNA from untransfected HEK293 (–) and FACS sorted cells that expressed either WT or AA Flag-tagged human Tet3 were dot blotted and probed with 5hmC antibody. (**G**) Quantification of 5hmC level in transfected HEK293 cells where data are mean ± S.E.M. (*n* = 3).

As the conserved serine residues lie within the catalytic domain (CD), we asked if enzymatic activity of the Tet3 protein is affected by cdk5-mediated phosphorylation. Flag-tagged mouse Tet3CD purified from HEK293 cells was phosphorylated by cdk5 (Figure 2C, top). The unmodified or phosphorylated Tet3 protein was then incubated with equal amount of 5mC DNA for *in vitro* 5-hydroxylmethylation assay. While unmodified Tet3CD weakly oxidized 5mC into 5hmC, phosphorylation led to a higher rate of 5hmC conversion (Figure 2C, bottom), suggesting that phosphorylation may enhance Tet3 catalytic activity *in vitro*. To test if this is also observed in the cells, HEK293 cells were transiently transfected with different mouse Tet3CD constructs (Supplementary Figure S1D). Consistent with *in vitro* data, WT Tet3 exhibits higher 5hmC level than double phosphor-mutants AA Tet3 (Supplementary Figure S1E). Similar level of 5hmC induced by WT and AS (S1318A, S1387) mouse Tet3 suggests that phosphorylation of the second SPx(K/R) motif is equally important for Tet3 catalytic activity. Unexpectedly, phosphor-mimic (S1318D) Tet3 exhibits similar level of 5hmC as WT Tet3. In addition, WT Tet3 also led to higher 5caC (Supplementary Figure S1F) and lower 5mC (Supplementary Figure S1G) in cells when compared to AA Tet3. These results support the notion that non-phosphorylated Tet3 (i.e. AA) exhibits lower demethylation activity when transiently expressed in HEK293 cells.

To confirm if human Tet3 is regulated similarly by phosphorylation, we expressed either full-length Flag-tagged human wild-type (WT) or phosphor-mutant (AA) Tet3-ires-GFP constructs in HEK293 cells (Figure 2D). FACS sorted cells showed similar level of Tet3 proteins 48 h after transfection (Figure 2E). As a negative control, there was no detectable level of 5hmC in non-transfected HEK293 cells by dot-blot assay (Figure 2F). Consistent with the results from using mouse Tet3CD, the global level of 5hmC was significantly higher in cells that expressed WT human Tet3 cells than phosphor-mutant AA Tet3 (Figure 2F and G). Taken together, these results indicate that the regulation of the Tet3 catalytic activity by cdk5-mediated phosphorylation is highly conserved between mouse and human.

### Phosphorylated Tet3 leads to differential 5hmC patterns and transcriptional programs

To better understand the biological significance of cdk5-mediated phosphorylation and natural polymorphism at the SP(X)K site of human Tet3 (Supplementary Figure S1C), Flag-tagged full-length human wild-type and phosphor-mutant (AA: S1310A, S1379A) Tet3 were introduced into *Tet1*, *2*, *3* triple knockout (TKO) mouse ESCs (39) by lentiviral transduction. Independent lines with similar expression of Tet3 and pluripotency marker Oct4 were selected by puromycin (Figure 3A and Supplementary Figures S2A). 5hmC was undetectable in the TKO mouse ESCs, indicating the complete ablation of endogenous *Tet1*, *2* and *3* activity in these cells (Figure 3B, top). However, there was no difference in the global 5hmC level between *Tet1*, *2*, *3* TKO mouse ESCs expressing either wild-type (Wt) or AA Tet3 (herein Wt25 and AA10 mouse ESC lines) (Figure 3B, bottom). The discrepancy from earlier results could be due to the use of catalytic domain in *in vitro* assay (Figure 2C) or the transient expression of mouse and human *Tet3* gene in HEK293 cells (Supplementary Figure S1E and Figure 2G).

**Figure 3.**
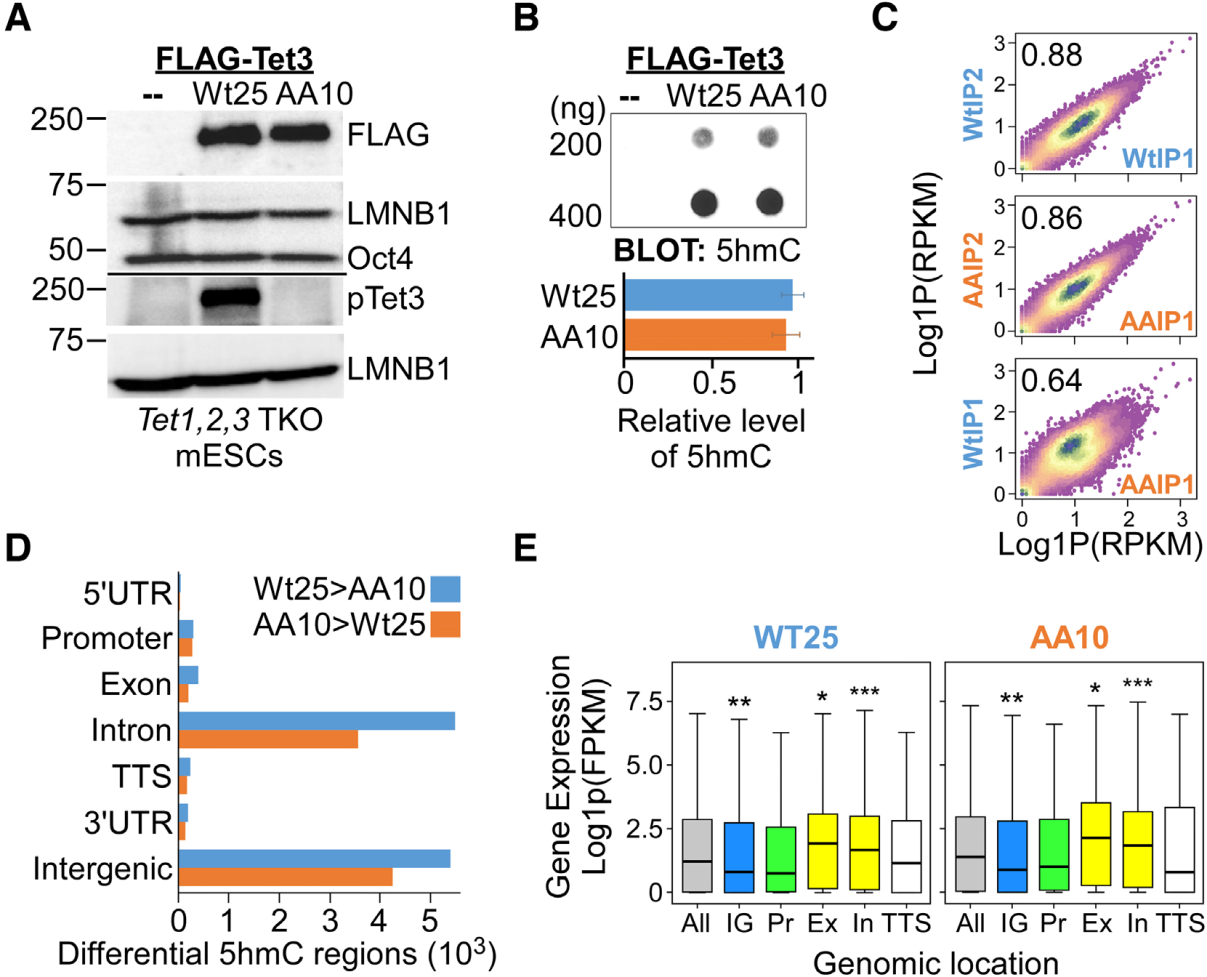
Correlation of gene expression with 5hmC enrichment at gene bodies in ESCs that expressed either wild-type or phosphor-mutant Tet3. (**A**) Stable *Tet1, 2, 3* triple knockout (TKO) mouse ESC lines that expressed comparable level of either Flag-tagged wild-type (Wt25) or double phosphor-mutants (AA10) human Tet3 were generated by lentiviral infection. Lysates from parental (–), Wt25 and AA10 were immunoblotted with FLAG, pTet3, Lamin B1 (LMNB1) and Oct4 antibodies. (**B**) Dot blot revealed no significant difference in the global 5hmC level between Wt25 and AA10 mouse ESC lines. Parental *Tet* TKO line (–) was used as negative control (Top). Quantification data are mean ± S.D. (*n* = 4) (bottom). (**C**) Density plot showing high reproducibility in 5hmC-DNA immunoprecipitation (DIP) signals across differential 5hmC regions (DhMRs) between two biological replicates from the same genotype, but lower Pearson correlation between Wt25 and AA10 cells. RPKM, reads per kilobase million mapped reads. (**D**) Genomic distribution of the annotated peaks of differential 5hmC regions between Wt25 and AA10 mouse ESCs. Blue bars indicate peaks where the 5hmC level is higher in Wt25 cells whereas orange bars indicate peaks where the level of 5hmC is higher in AA10 cells. UTR, untranslated region; TSS, transcription start site; TTS, transcription termination site. (**E**) Boxplots of mRNA expression of all genes (gray); genes with the presence of higher 5hmC differential level in the intergenic region (blue, IG); at the promoter (green, Pr); at the gene bodies (yellow, Ex: exons, In: introns) and at the TTS (white) in Wt25 and AA10 cells. Promoters were defined as ± 1kb from the TSS. Thick lines indicate mean and whiskers extend to ±1.5 of the interquartile range. Significance levels were calculated by Wilcoxon signed-rank test relative to ‘all genes’ category. WT: * *P* = 0.0003, ** *P =* 9.8e–5, *** *P* = 2.8e–8. AA: * *P* < 0.008, ** *P* = 7e–5, *** *P* = 1.9e–8. FPKM, fragments per kilobase million mapped reads.

Instead of affecting the global level of 5hmC, it is plausible that cdk5-mediated phosphorylation of Tet3 may fine-tune the conversion of 5mC to 5hmC at specific gene loci. To test this hypothesis, the genomic-wide 5hmC profiles from three biological replicates of Wt25 and AA10 mouse ESCs were generated by 5-hydroxymethylated cytosine DNA immunoprecipitation (5hmC-DIP) coupled with high-throughput sequencing. 

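5hmC-DIP recovers DNA fragments that carry 5-hydroxymethylcytosine (5hmC) with an antibody, so the number of sequenced fragments at a position follows its 5hmC level. Wt25 and AA10 are clones of mouse ESCs that lack their own *Tet1*, *2* and *3* genes and express human Tet3, either wild-type or with the phosphorylation sites changed to alanine. There were 3 libraries of each line. Supplementary Table S2 lists, after alignment and removal of duplicates, 30050662, 38637381 and 12891475 reads for replicates 1, 2 and 3 of Wt25 and 31030606, 31585897 and 23417790 reads for replicates 1, 2 and 3 of AA10. The third Wt25 library was therefore the smallest of the 6. The sums were 81579518 reads for Wt25 and 86034293 for AA10. The authors aligned the reads with STAR to the mouse genome GRCm38, removed duplicates with Picard, compared the lines with MEDIPS in bins of 200 bp over the 3 libraries of each line together, and filtered the called bins. Of the deposited data, those used here are the positions of the bins that remained, one list for each direction, with a gene for most of them; the reads of each library were not analysed here. These lists hold no read counts, fold changes or *P*-values, so the spread between replicates cannot be computed from them, and the intervals given with shares (95%, Wilson) cover counting error only. Neighbouring bins are not independent, so the comparisons of the lists by feature, CpG number, motif and chromosome were also made after bins had been joined to regions or dense groups of bins had been left out. Regions that lie further apart can still depend on each other. Sequences and genes were taken from GRCm38.p6, with RefSeq transcripts for genomic features and numbers of genes and GENCODE vM21 for DhMRs inside single genes.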

We obtained approximately 82–86 million of total uniquely mapped paired-end reads of 5hmC-enriched sequences for each genotype (Supplementary Table S2). Differentially 5-hydroxymethylated regions (DhMRs) between Wt25 and AA10 mouse ESCs were next identified using MEDIPS algorithm (43). With a cut-off of *P* < 0.05 and fold change ≥1, MEDIPS identified approximately 13078 and 9115 regions where the level of 5hmC is higher in Wt25 cells and AA10 cells respectively. A recent study highlighted the importance to normalize 5hmC-DIP data using control IgG-DIP to remove off-target binding of short unmodified DNA elements like the simple tandem repeats (STR) and low complexity sequences (44). Therefore, we removed DhMRs that have at least one base-pair overlap with IgG-DIP binding sites (45) as well as STR and low complexity sequences (Supplementary Figure S2B, Table S3). 

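The filtered lists held 12096 bins with higher 5hmC in Wt25 cells and 8630 bins with higher 5hmC in AA10 cells, and no bin was in both. Each bin is listed with 198 of its 200 bp. Joining bins that touch gave 10504 regions for Wt25 and 7173 for AA10, and joining bins within 1 kb of each other gave 9582 and 6409. Most bins stood alone: 9172 of the Wt25 bins and 6241 of the AA10 bins touched no other bin of their list. A part of each list lay in dense runs, defined after the lists had been seen as at least 20 consecutive bins of one direction with gaps of at most 10000 bp. These runs held 11.3% of the Wt25 bins and 20.4% of the AA10 bins. Runs and joined regions change the counts of both lists, but not which list is longer.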

The 5hmC profiles are highly reproducible among the biological triplicates from the same genotype at these DhMRs (Pearson correlation ≥ 0.8, Figure 3C and Supplementary Figure S2C), but exhibit lower correlation with IgG-DIP (Supplementary Figure S2D). 

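Each filtered DhMR was assigned to a genomic feature by its midpoint, with the default definitions of HOMER (promoter from 1 kb upstream to 100 bp downstream of a transcription start site). Intergenic regions held 43.3% (95% interval 42.5 to 44.2) of the DhMRs with higher 5hmC in Wt25 cells and 47.9% (46.9 to 49.0) of those with higher 5hmC in AA10 cells. Introns held 46.1% (45.2 to 46.9) and 42.1% (41.1 to 43.2). Together these features covered 89.4% of the Wt25 and 90.0% of the AA10 DhMRs, which did not differ (Fisher's exact test, two-sided, *P* = 0.145). Of random 200 bp windows from the same chromosomes, 94.8% and 95.3% lay in these features, a higher share than of the DhMRs (Fisher's exact test, two-sided, *P* = 1.89e-111 for Wt25 and 2.51e-79 for AA10). Exons held 2.43 times as many Wt25 DhMRs and 1.88 times as many AA10 DhMRs as random windows, and promoters 2.02 and 2.64 times as many. Between the lists, promoters held 2.65% of the Wt25 and 3.30% of the AA10 DhMRs (odds ratio 0.796, adjusted *P* = 0.0129, Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 8 features). The difference between the lists in intergenic DhMRs (odds ratio 0.831, adjusted *P* = 5.4e-10, Fisher's exact test) depended on bins that lie close together: with bins within 1 kb joined to 1 region the odds ratio was 0.998 (adjusted *P* = 0.955, Fisher's exact test). The higher share of Wt25 DhMRs in exons (odds ratio 1.39, adjusted *P* = 0.000245, Fisher's exact test) was not past the threshold after joining (odds ratio 1.24, adjusted *P* = 0.102, Fisher's exact test). This difference in exons was past the threshold without dense runs (odds ratio 1.33, adjusted *P* = 0.00668, Fisher's exact test). The setting that moved the joint share of both features most, GENCODE in place of RefSeq transcripts, gave 85.2% for Wt25 and 85.3% for AA10.

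**Figure D1:**
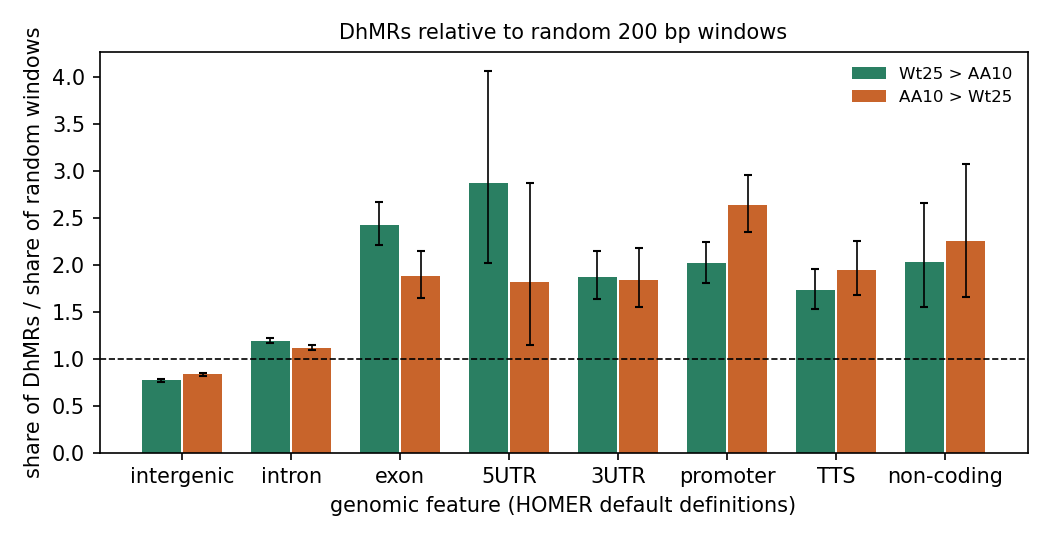
Share of the DhMRs in each genomic feature divided by the share of random 200 bp windows from the same chromosomes, for DhMRs with higher 5hmC in Wt25 cells (green) and in AA10 cells (orange); error bars are 95% Wilson intervals of the share of DhMRs and the dashed line marks equal shares. Intergenic DhMRs lie below the line, at 0.770 for Wt25 and 0.832 for AA10, and the other features lie above it.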

Majority of the filtered DhMRs are localized to the intergenic and intronic regions (Figure 3D, Supplementary Figure S2E and Table S3). The relative frequency of CpGs across the DhMRs is approximately two fold higher than the reference genome sequences (Supplementary Table S4). 

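In the deposited DhMRs, Wt25 windows held 39477 CpGs in 12096 windows, or 1.65 CpGs per 100 bp, and AA10 windows held 27384 CpGs in 8630 windows, or 1.60 per 100 bp. The whole genome (GRCm38.p6) holds 0.826 per 100 bp. The ratio of DhMRs to genome was 2.00 (95% interval 1.97 to 2.02 over windows) for Wt25 and 1.94 (1.91 to 1.97) for AA10. The background moved these ratios most: against random windows of the same GC content they were 1.38 and 1.51. Random windows matched on chromosome gave 1.91 and 1.88. Windows without any CpG made up 0.223% of the Wt25 and 0.278% of the AA10 DhMRs, against 30.0% of the random windows. Whether the antibody or the calling of bins left out windows without a CpG was not tested. Such an exclusion would by itself raise the ratios above. The mean was 3.26 ± 2.53 CpGs per window (SD over windows) in Wt25 and 3.17 ± 2.37 in AA10 DhMRs (two-sided permutation test, *P* = 0.0095). This difference between the lists was not past the threshold without the dense runs (*P* = 0.36 in the same permutation test), but was past it outside repeats (*P* = 0.0011) and with bins that touch joined (*P* = 0.012).

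**Figure D2:**
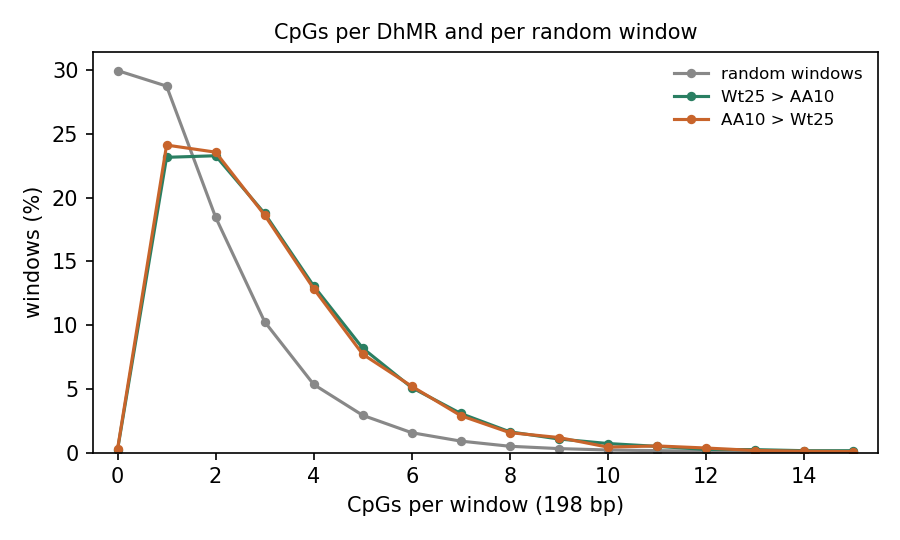
Percent of windows with each number of CpGs, from 0 to 15, for DhMRs with higher 5hmC in Wt25 cells (green), in AA10 cells (orange) and for random windows from the same chromosomes (grey). The lines of both lists nearly coincide, and 30.0% of the random windows but under 1% of the DhMRs hold no CpG.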

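Supplementary Table S8D gives primer intervals at 9 loci of the genes *Cdh4*, *FoxP1*, *MAPT* and *Elovl6*. Each of the 9 intervals overlapped a listed DhMR: the 3 intervals of *Cdh4* overlapped DhMRs with higher 5hmC in Wt25 cells, and those of the other genes overlapped DhMRs with higher 5hmC in AA10 cells. No interval overlapped a DhMR of the opposite direction. The authors chose these loci among their identified DhMRs, so this overlap checks positions and directions and is no independent test of the DhMRs. In 8 intervals the overlap was at least 100 bp. The interval of *MAPT* with a CCGG site is 84 bp long, so it could not reach 100 bp, and it shared 22 bp with its DhMR. No DhMR at these loci lay in a dense run. *FoxP1* lies on chromosome 6, where 12.0% of all DhMRs had higher 5hmC in Wt25 cells, so AA10 DhMRs are frequent there at other genes too. The PCR measurements themselves were not analysed here.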

Several of the identified DhMRs were next validated by either 5hmC-DIP RT-PCR or *MspI* restriction digest (50). Undetectable or low RT-PCR signals from IgG-DIP and 5hmC-DIP of *Tet1, 2* and *3* TKO ESCs genomic DNA indicated that the DhMRs identified in our study are highly specific to 5hmC modification (Supplementary Figure S3A and S3B). *MspI* digestion is inhibited by glucosylated 5hmC moiety at CCGG site (50). Importantly, RT-PCR analysis of *MspI* treated genomic DNA from Wt25 and AA10 cells demonstrated the presence of differential 5hmC level at several of the tested DhMRs (Supplementary Figure S3C–E). Using MEME-ChIP package to examine the sequences of DhMRs (46), we identified 40 transcription factors binding motifs in the regions where 5hmC was higher in Wt25 cells and 33 motifs in regions with higher 5hmC in AA10 cells (Supplementary Table S4). These motifs were grouped hierarchically into 23 distinct clusters with RSAT matrix-clustering tool (Supplementary Figure S4, Table S4) (47). Interestingly, the motifs with highly similar DNA sequences in some clusters appeared to be recognized by distinct transcription factors. For instance, in cluster 13 and 16, regions with higher 5hmC level in Wt25 cells contain motifs that are recognized by ZKSC1 and RARB, whereas regions with higher level of 5hmC in AA10 cells contain binding motifs for FOXP2 and RARG. This suggests that wild-type and phosphor-mutant Tet3 may elicit DhMRs at distinct transcription factors binding sites.

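The consensus sequences of these motifs, read from the logos of Supplementary Figure S4B, were searched on both strands of all DhMRs. The motif of ZKSC1 (TGTAGMCC, where M is A or C) was found in 5.09% of the Wt25 and 5.41% of the AA10 DhMRs (odds ratio 0.938, adjusted *P* = 0.405, Fisher's exact test). The motif of RARB (CYGGCYTC, where Y is C or T) was found in 8.37% of the Wt25 and 6.93% of the AA10 DhMRs (odds ratio 1.23, adjusted *P* = 0.000582, Fisher's exact test). FOXP2 (GTAGACCA) matched in 3.71% of the Wt25 and 4.21% of the AA10 DhMRs (odds ratio 0.878, adjusted *P* = 0.140, Fisher's exact test), and RARG (GAGTTCWA, where W is A or T) in 4.01% and 4.30% (odds ratio 0.930, adjusted *P* = 0.405). The tests were two-sided, with Benjamini-Hochberg adjustment over 13 motifs. The call for FOXP2 changed with the unit counted: with bins that touch joined to 1 region, its adjusted *P* was 0.0340. In DhMRs outside repeats the odds ratios of ZKSC1 and FOXP2 changed direction, to 1.11 and 1.12 (adjusted *P* = 0.608 and 0.727, Fisher's exact test). All 4 motifs were more frequent in both lists than in random windows, where they matched in 2.61% (ZKSC1), 4.12% (RARB), 1.82% (FOXP2) and 3.18% (RARG) of windows.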

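Over the 13 motifs drawn in Supplementary Figure S4B, 5 differed between the lists with an adjusted *P*-value under 0.05, and 4 of these 5 were more frequent in the list that the figure assigns them to. Among the 13, 10 were more frequent in the assigned list, whatever the *P*-value. The authors found these motifs in these same lists, so neither count is an independent test of the assignment. The smallest adjusted *P*-value after that of MSX3 was that of TBP (TTTAAAA), found in 8.21% of the Wt25 and 10.2% of the AA10 DhMRs (odds ratio 0.787, adjusted *P* = 5.7e-06, Fisher's exact test, two-sided). The motifs of MSX3 and TBP hold only A and T, and the lists, which differ in GC content, were not matched on it. In DhMRs outside repeats, 3 motifs passed the threshold. From clusters whose similar motifs appear to be bound by different factors in the 2 lists, the paper proposes that both forms of Tet3 may produce DhMRs at binding sites of different factors.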

To better understand how the differential levels of 5hmC may influence gene expression and the chromatin state, we performed RNA-sequencing and native chromatin immunoprecipitation (ChIP) with H3K27ac antibody in Wt25 and AA10 ESCs. Principal component analysis of the aligned RNA-seq reads revealed high reproducibility between two biological replicates of Wt25 and AA10 cells (Supplementary Figure S5A). Similar to other studies (7–9,11), enrichment of higher 5hmC level in the gene bodies (exon and introns) are associated with higher gene expression in the respective cells (Figure 3E). Pairwise comparison of RNA-seq data with DESeq2 (adjusted *P*-value < 0.05, fold change ≥ 1) revealed 1361 and 1439 genes that were up-regulated in Wt25 and AA10 cells respectively (Figure 4A and Supplementary Table S5). Many of these genes were further validated by quantitative RT-PCR in independent ESCs lines (Supplementary Figure S5B and S5C, Wt25/AA10 and Wt38/AA35, Supplementary Table S7A). Several hundreds of the differential expressed genes also overlapped with the increased DhMRs in each cell line, suggesting that the phosphorylation of Tet3 may regulate the level of 5hmC and gene expression patterns at specific loci (Figure 4B and Supplementary Table S5). 

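For the DhMR side of this comparison, the gene that the authors' deposited table gives for each DhMR was counted once. It named 4830 genes for DhMRs with higher 5hmC in Wt25 cells and 3574 genes for those with higher 5hmC in AA10 cells. The nearest RefSeq transcription start site, the rule of HOMER, gave 5142 and 3797 genes. The rule moved these numbers most where a DhMR had to lie inside the gene, which left 2985 and 2238 RefSeq genes. A majority of the genes rested on a single DhMR, 57.7% in the Wt25 list and 61.0% in the AA10 list. The median distance from a DhMR to the nearest RefSeq transcription start site was 20.8 kb in the Wt25 and 22.5 kb in the AA10 list. Of the genes in the AA10 list, 416 (11.6%) lay on chromosome 6. The RNA-seq data were not analysed here.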

Interestingly, gene ontology (GO) analysis showed that genes with increased level of 5hmC and mRNA expression in Wt25 cells are involved with various neuronal developmental processes (Figure 4C, Supplementary Table S6). On the other hand, genes with higher 5hmC and expression in AA10 cells are mainly associated with different metabolic processes (Figure 4D, E and Supplementary Table S6). Several of the differentially expressed neuronal genes (Supplementary Table S6) were validated experimentally by quantitative RT-PCR in independent ESCs lines (Figure 4E and Supplementary Figure S5C). Taken together, our data suggests that phosphorylation of Tet3 might be necessary for optimal activation of neuron-specific programs during differentiation.

**Figure 4.**
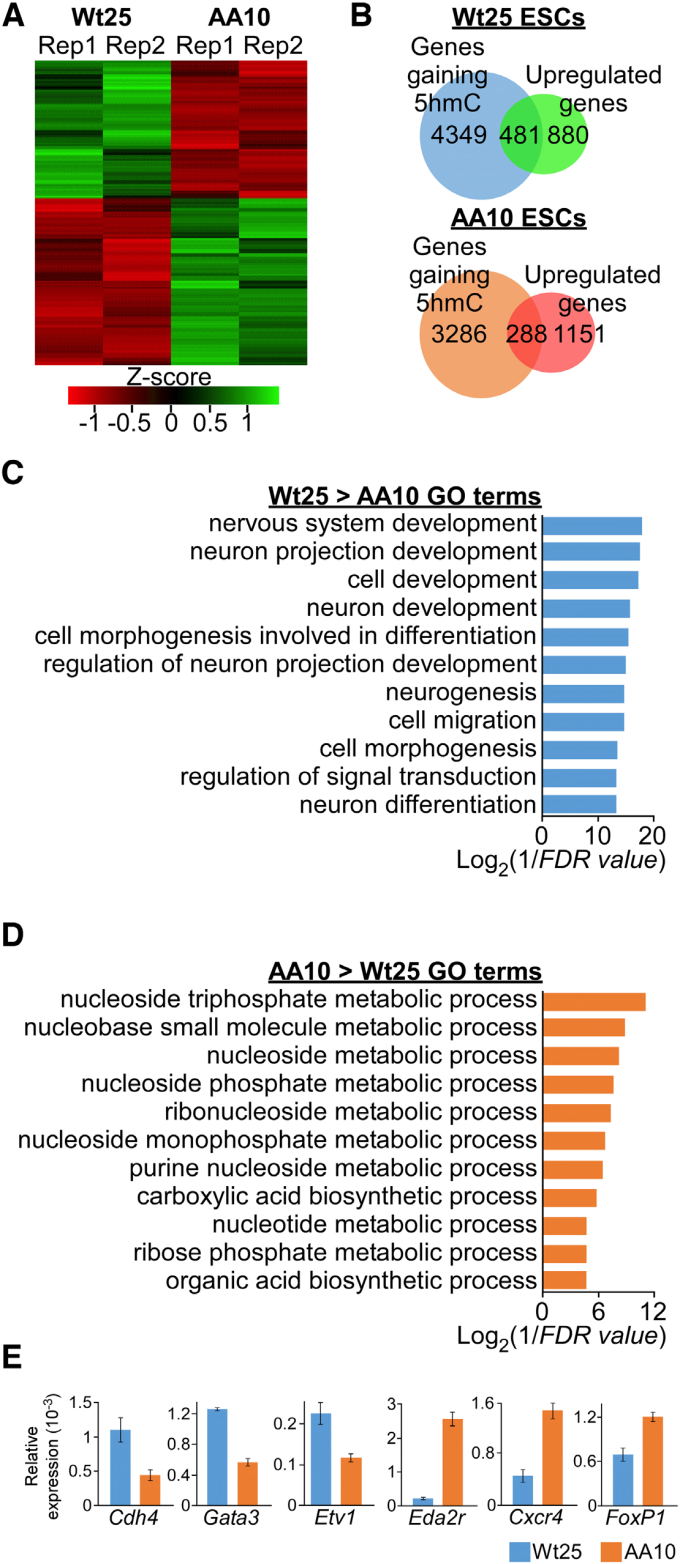
Phosphorylation at S1310 and S1379 leads to higher 5hmC and expression of neuronal genes. (**A**) Heatmap of differentially expressed genes that were determined by DEseq2 (adjusted *P*-value < 0.05) between two biological replicates (Rep1 and Rep2) of Wt25 and AA10 mouse ESCs. (**B**) Venn diagrams showing the overlaps in the number of genes that have higher level of 5hmC and upregulation of mRNA expression in Wt25 (top) and AA10 (bottom) mouse ESCs. (**C**) Enriched GO terms for genes with higher level of 5hmC and mRNA expression in Wt25 compared to AA10 mouse ESCs. (**D**) Enriched GO terms for genes with higher level of 5hmC and mRNA expression in AA10 compared to Wt25 mouse ESCs. (**E**) Validation of differentially expressed genes in Wt25 and AA10 mouse ESCs by quantitative PCR (qPCR) using *Gapdh* expression as reference. Representative data are presented as mean ± S.D. (triplicate qPCR reactions). Similar expression pattern was observed in biological replicate as well as in independent mouse ESCs lines (Supplementary Figure S5).

Histone modification H3K27ac, which defines both active enhancers and promoters, is enriched at the TSS/promoter, intronic and intergenic regions in both Wt25 and AA10 ESCs (Supplementary Figure S5D). However, increased mRNA expression was only observed for genes with H3K27ac peaks at their promoters or gene bodies (Supplementary Figure S5E). 5hmC has been demonstrated to be associated with the poised enhancers in mouse ESCs (7,10–12), but may define a subset of active enhancers that trigger gene expression during cardiomyocytes differentiation (16). Similar expression pattern was observed at genes that harbour H3K27ac mark and DhMRs, although there is a substantial drop in the expression of genes with lower 5hmC level in AA10 cells (Supplementary Figure S5F). We next asked if genes with differential H3K27ac level between Wt25 and AA10 cells may contain distinct transcription factor binding motifs at their promoters. Aside from several common transcriptional activators (e.g. SP2, ATF1, ERG and WT1), motif discovery analysis identified several cell-type specific motifs within the promoters of genes with differential H3K27ac level. There was an enrichment for RBP-J (Notch signalling) and MSX3 (involved in neurogenesis) binding motifs at regions where H3K27ac is higher in Wt25 cells (Supplementary Figure S5G). On the other hand, at sites where H3K27ac is higher in AA10 cells, there was enrichment for REST (inhibitor of neurogenesis) and NRF1 (metabolic pathways) binding motifs (Supplementary Figure S5G). As Tet3 has been shown to bind Notch target genes during neuronal differentiation (23), this result suggests that priming of Notch-responsive elements with H3K27ac mark might be regulated by phosphorylated Tet3.

### Phosphorylation of Tet3 ensures efficient neuronal differentiation

To address the physiological relevance of our findings, we asked if endogenous Tet3 is phosphorylated at the conserved serine residue in the brain tissues as well as during neuronal differentiation of mouse E14 ESCs. Immunoblot with pTet3 and Tet3 antibodies showed the presence of phosphorylated Tet3 in the prefrontal cortex (PFC) tissues harvested from *C57BL/6* mice but not in E14 ESCs (Figure 5A). The E14 ESCs were then differentiated into neurons by retinoic acid (RA) treatment (Figure 5B) (40). The detection of pTet3 band in the neurons suggests that phosphorylation of endogenous Tet3 may be involved in regulating the differentiation of E14 ESCs (Figure 5C). To test this hypothesis, we expressed either wild-type or phosphor-mutant human Tet3 cDNA in *Tet3* knockout (KO) mouse ESCs by lentiviral infection. Three independent pairs of *Tet3* KO mouse ESCs lines with comparable expression level of either wild-type (Wt) or phosphor-mutant (AA) Tet3 were selected by puromycin treatment (herein Wt14/AA13, Wt1/AA6 and Wt2/AA3 lines) (Figure 5D, Supplementary Figure S6A and Table S7). The regulatory role of Tet3 phosphorylation was then evaluated by measuring the expression level of key neuronal genes such as *Pax6* and *BRN2*, as well as terminal neuronal marker MAP2 in the neurons differentiated from these ESCs lines.

**Figure 5.**
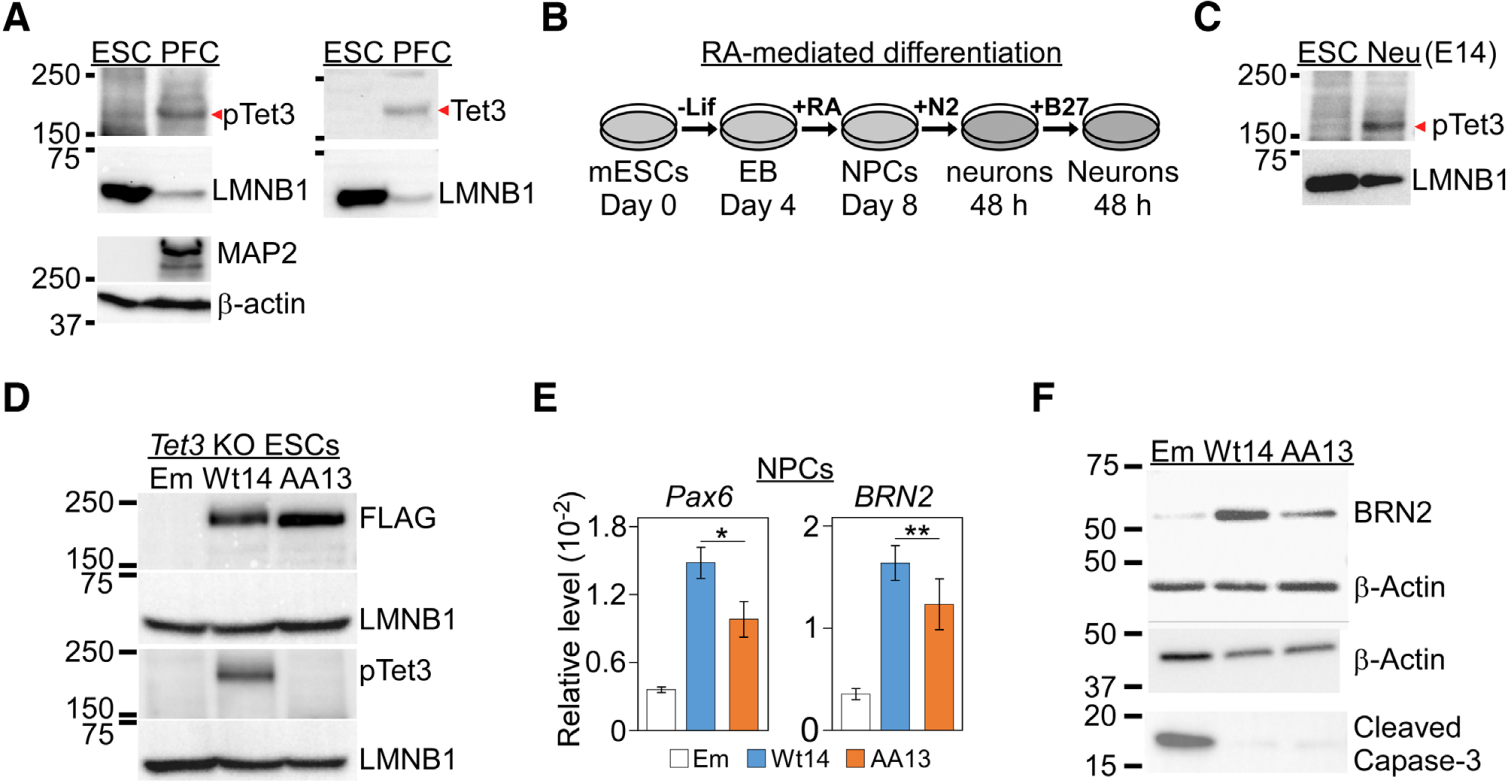
Phosphor-mutant Tet3 ESCs show impaired neuronal differentiation. (**A**) Detection of S1318 phosphorylation of endogenous Tet3 in the prefrontal cortex (PFC) tissues from *C57BL/6* mice but not in mouse E14 ESC. (**B**) Retinoic acid (RA) was used to induce *in vitro* neuronal differentiation of mouse ESCs. Lif, Leukemia inhibitory factor; EB, embryoid bodies; NPC, neuronal progenitor cells; +N2 and +B27 indicate the addition of the respective culture medium for the indicated duration (48 h). (**C**) Detection of S1318 phosphorylation of endogenous Tet3 in neurons that were differentiated from E14 ESC. Neurons were cultured in N2 medium for 48 h. (**D**) Generation of stable *Tet3* knockout (KO) mouse ESC lines that expressed either empty lentiviral vector (Em), Flag-tagged wild-type (Wt14) or double phosphor-mutants (AA13) human full-length *Tet3* gene. Lysates from were probed with FLAG, pTet3, Tet3, MAP2, β-actin and LMNB1 antibodies. (**E**) Expression of *Pax6 and BRN2* genes is significantly lower in *Tet3* KO NPCs that were rescued with phosphor-mutant AA Tet3. Wt14 and AA13 lines were subjected to qPCR using *GAPDH* as reference. Data are shown as mean ± S.E.M. (*Pax6*,*n* = 6, * *P* = 0.04; *BRN2*, *n* = 5, ** *P* = 0.014). (**F**) Representative western blot of lysates from Em, Wt14 and AA13 NPCs using BRN2, cleaved caspase-3 and β-actin antibodies.

Loss of Tet3 has been shown to impair *in vitro* neuronal differentiation (23) whereas its ectopic expression in the presence of Forskolin can drive neurogenesis of fibroblasts (25). Therefore, we asked if constitutive expression of wild-type Tet3 can induce ESCs to form neurons. *BRN2* encodes a key neuronal transcription factor that acts downstream of RA-mediated induction (51). In the absence of RA, wild-type *Tet3* expressing ESC (Wt14 line) were unable to activate *BRN2* or *Pax6* gene expression in the NPC stage (Supplementary Figure S6B) nor induce the formation of MAP2 positive neurons (Supplementary Figure S6B and S6C). This result indicates that constitutive expression of Tet3 in ESCs alone is insufficient to drive neuronal differentiation.

On the other hand, we observed modest yet statistically significant difference in the expression level of *Pax6* (*P* = 0.04, *n* = 6) and *BRN2* (*P* = 0.014, *n* = 5) genes between wild-type (Wt14) and phosphor-mutant (AA13) Tet3 NPCs (Figure 5E). This in turn led to lower level of BRN2 protein in phosphor-mutant AA NPCs (Figure 5F, top). Similar gene expression pattern was also observed in two independent pairs of wild-type and phosphor-mutant NPCs (Wt1/AA6 and Wt2/AA3; Supplementary Figure S6D). Consistent with earlier *in vitro* demethylase result (Supplementary Figure S1E), phosphor-mimic S1310D Tet3 expressing neurons (SD1) elicited similar level of *BRN2* expression as compared to wild-type Tet3 cells (Wt2) (Supplementary Figure S6D). Moreover, in line with the reported role of Tet3 in suppressing apoptosis (24), we observed elevated level of cleaved capase-3 in control (Em: Empty lentiviral vector) but not in wild-type or phosphor-mutant AA Tet3 expressing NPCs (Figure 5F, bottom). These results indicate that Tet3 phosphorylation is not necessary for activating neuronal genes expression or inhibiting apoptosis. Instead, it may provide a permissive epigenetic landscape to facilitate higher transcription of specific neuronal gene like *BRN2* at the NPCs stage.

To gain insights into the regulatory mechanisms of wild-type and phosphor-mutant AA Tet3, we examined the proteins that co-IP with human Tet3 protein from our initial mass spectrometry analysis (Supplementary Table S1.3). In addition from well-characterized interacting partners like O-GlcNAc transferase, histone variant H2A.Z was found to co-IP with Tet3 protein. Given that H2A.Z regulates transcriptional activation (52) and is important for neurogenesis (53), we asked if H2A.Z may have differential binding affinity to wild-type and phosphor-mutant AA Tet3 proteins. In Wt14 and AA13 *Tet3* KO mouse ESCs, FLAG but not immunoglobulin (IgG) antibody was able to pull-down a protein complex that contains Flag-tagged Tet3 and H2A.Z (Figure 6A). Interestingly, there is a considerable increase in the amount of H2A.Z protein (∼2 fold, *P* = 0.014, *n* = 5) that was pull-down by phosphor-mutant compared to wild-type Tet3 (Figure 6B). Consistent with this observation, we found that the level of H2A.Z occupancy at the *BRN2* promoter (Figure 6C and Supplementary Figure S6E) is significantly higher in AA13 when compared to Wt14 Tet3 KO mouse ESCs (Figure 6D and Supplementary Figure S6F). This appears to be locus-specific as there was no difference in H2A.Z occupancy at the promoter of *GAPDH* gene. The higher occupancy of H2A.Z would suggest a lower rate of nucleosomes eviction at *BRN2* promoter in AA13 mouse ESCs.

**Figure 6.**
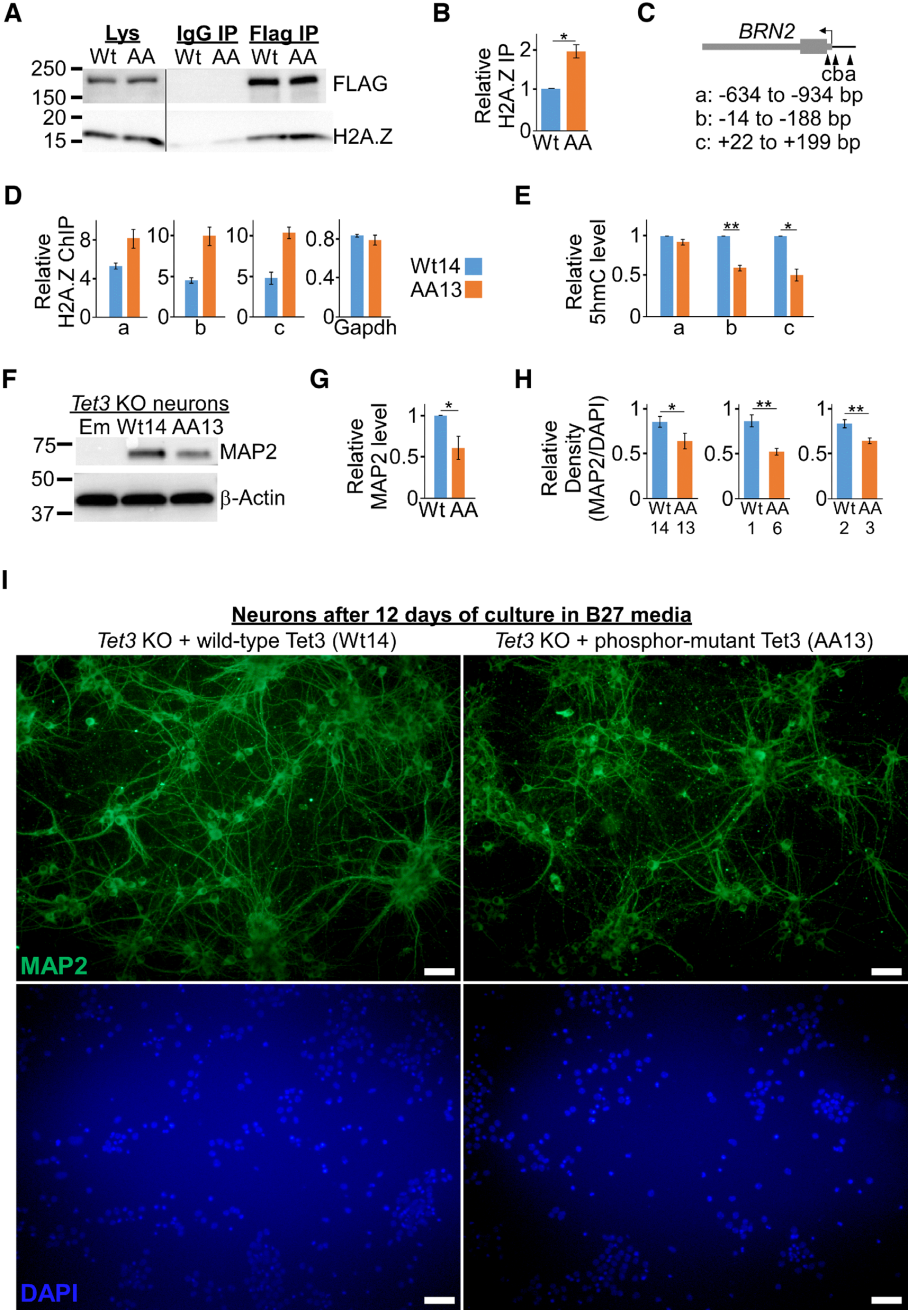
Impaired differentiation of phosphor-mutant NPCs is correlated with unique epigenetic signature and lower *BRN2* expression. (**A**) Phosphor-mutant (AA) Tet3 has higher binding affinity to histone H2A.Z in mouse ESCs. Lysates from *Tet3* KO mouse ESCs that expressed either wild-type (Wt) or phosphor-mutant (AA) Tet3 were IP with either IgG or FLAG antibodies. The IP factions were then probed for FLAG and H2A.Z. (**B**) Quantification of IP blots with data presented as mean ± S.E.M. (four replicates of Wt14/AA13; one replicate of Wt1/AA6 lines; * *P* = 0.003, paired one-tailed *t*-test). (**C**) Schematic of *BRN2* gene promoter that was reported to contain differentially DNA methylated sites and H2A.Z nucleosomes. (**D**) H2A.Z occupancy in AA13 is specifically higher at the *BRN2* promoter compared to Wt14 ESCs. Representative ChIP data are presented as mean ± S.D. (triplicate qPCR reactions, *P* < 0.05). Similar pattern was also observed in another biological replicate (Supplementary Figure S6F). (**E**) Reduced 5hmC level at *BRN2* gene promoter in phosphor-mutant (AA13) NPCs. The 5hmC level in Wt14/AA13 NPCs was determined with 5hmC-DIP followed by qPCR and presented as mean ± S.E.M. (*n* = 4, * *P* = 0.004, ** *P* = 0.0007, paired one-tailed *t*-test). (**F, G**) Phosphor-mutant Tet3 (AA13) line has lower level of MAP2 protein in terminally differentiated neurons. (**F**) Representative western blot of neurons that were cultured in B27 medium for 48 h and probed with MAP2 and β-actin antibodies. (**G**) Quantification of four independent experiments with data represented as mean ± S.E.M. (*n* = 4, * *P* < 0.04, paired one-tailed *t*-test). (**H**) Quantification of the density of MAP2-positive neurons after long-term culture in B27 medium. Data are presented as mean ± S.E.M. (Wt14/AA13, 12 days of culture, Figure 6I, * *P* < 0.04; Wt1/AA6, 13 days of culture, Supplementary Figure S8; Wt2/AA3, 8 days of culture, Supplementary Figure S9; ** *P* < 0.003, unpaired one-tailed *t*-test. See also Supplementary Table S7B for detailed analysis). (**I**) Wt14 *Tet3* KO mouse ESCs line differentiated efficiently to form higher density of MAP2-positive neurons when compared to AA13 line. Same number of NPCs were seeded and neurons were stained with MAP2 antibody after 12 days of culture in B27 medium.

We next asked if wild-type and phosphor-mutant Tet3 may also lead to differential DNA methylation regions in the NPCs. There was no statistically significant difference in the global level of 5hmC between wild-type and phosphor-mutant AA Tet3 NPCs (Supplementary Figure S6G, *n* = 4). To address the possibility of locus-specific changes, 5hmC-DIP followed by qPCR was conducted at previously identified 5hmC-enriched regions (11,25) in Wt14 and AA13 Tet3 NPCs. For instance, *BRN2* promoter has been shown to undergo Tet3-mediated demethylation during neuronal differentiation (Supplementary Figure S6E) (25). Interestingly, we observed the higher level of 5hmC at the promoter of *BRN2* in Wt 14 cells (Figure 6E, *n* = 4). Tet3 has also been demonstrated to bind to *Hes1* and *Hey2* genes that are downstream targets of Notch signalling pathways during neuronal differentiation (23). We also observed higher level of 5hmC in the intronic region of *Hey2* (Supplementary Figure S6H, bottom, *P* = 0.005, n = 3) gene in Wt14 NPCs that correlates with its mRNA expression. There was however no difference in the level of 5hmC at *Hes1* gene between wild-type and phosphor-mutant AA NPCs (Supplementary Figure S6H, top, *n* = 3). Taken together, our data suggests that phosphorylation of Tet3 may lead to higher level of 5hmC and lower H2A.Z occupancy at *BRN2* promoter, which could in turn induce higher rate of gene transcription.

The lower expression of *Pax6* and *BRN2* genes suggests that phosphor-mutant NPCs may differentiate less efficiently than their wild-type counterparts. To test this, we seeded the same number of NPCs from three independent wild-type and phosphor-mutant *Tet3* KO lines (Wt14/AA13, Wt1/AA6, Wt2/AA3). This was followed by examining the expression level of terminal neuronal marker MAP2 and the morphology of the differentiated neurons at different time-points in culture (Figure 5B). The level of MAP2 protein was highest in Wt14 neurons, significantly lower in AA13 neurons (*n* = 4) and barely detectable in control (Em) neurons after 48 hours culture in B27 medium (Figure 6F and G). Similar pattern of MAP2 protein expression was also observed in Wt1/AA6 and Wt2/AA3 neurons (Supplementary Figure S7A). However, in line with the *BRN2* expression in NPCs, there was no observable difference in the level of MAP2 protein between wild-type (Wt2) and phosphor-mimic S1310D (SD1) line.

Consistent with the level of MAP2 protein, wild-type lines (Wt1 and Wt2) have more MAP2 positive neurons compared to phosphor-mutant lines (AA6 and AA3) after 48 hours culture in B27 medium (Supplementary Figure S7B, C and D). After prolonged culture in B27 medium (8–13 days), wild-type Tet3 lines produced higher density of MAP2 positive neurons than phosphor-mutant Tet3 lines (Figure 6H). For instance, Wt14 line formed higher density of MAP2-positive neurons that have more extensive neurite outgrowth when compared to AA13 line after 12 days of culture (Figure 6I). Similarly, Wt1/Wt2 lines have higher density of neurons compared to AA6/AA3 lines after 8 to 13 days of culture (Supplementary Figures S8 and S9). Taken together, these results support the notion that phosphorylation of Tet3 at S1310 and S1379 residues is required for robust activation of neuron-specific transcription factor like BRN2, which in turn, promotes optimal terminal neuronal differentiation.

## DISCUSSION

Tet3 regulates neuronal differentiation and synaptic plasticity (23,24,26,27,54), but the mechanisms by which Tet3 is regulated to elicit distinct transcriptional outputs remain unclear. Here, we show that cdk5-mediated phosphorylation of Tet3 at S1310 and S1379 residues leads to strong activation of neuron-specific genes like *BRN2*. Conversely, phosphor-mutant Tet3 drives the expression of genes that are linked to different metabolic processes in mouse ESCs. Compared to the phosphor-mutant, wild-type Tet3 increases the level of 5hmC and H2A.Z eviction at the promoter of *BRN2* gene. Such epigenetic changes are in turn correlated with higher mRNA expression and robust neuronal differentiation of ESCs that expressed wild-type Tet3.

While phosphorylated Tet3 exhibits elevated catalytic activity *in vitro* and in transiently transfected HEK293 cells, there is no significant difference in the global 5hmC level of *Tet1, 2, 3* TKO mouse ESCs that stably expressed either wild-type (Wt25) or phosphor-mutant (AA10) Tet3 protein. Instead, our data indicate that both phosphorylated and phosphor-mutant Tet3 may induce differential 5hmC level at distinct sets of genes. 

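Of the genes nearest to DhMRs, 969 had DhMRs of both directions, out of 7970 genes with any DhMR. In the authors' deposited table, 947 genes were in both lists, which was 19.6% of the genes of the Wt25 list and 26.5% of those of the AA10 list. Requiring the DhMR inside the RefSeq gene left 443 shared genes.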

While the underlying mechanism has not been fully elucidated, several inferences can be drawn from existing data.

First, the presence of unique DNA motifs within the differential 5hmC regions of Wt25 and AA10 cells postulates that wild-type and phosphor-mutant Tet3 may be recruited to the chromatin by different transcription factors. Consistent with this notion, it has been demonstrated that the activity of Tet enzymes may be modulated differently by their interacting partners like PGC7 (34), REST (54) and AR9 (55) at specific genomic locations. 

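The motif of MSX3 in Supplementary Figure S4B (TTTAWW, where W is A or T) was found in 43.8% of the DhMRs with higher 5hmC in Wt25 cells and in 49.3% of those with higher 5hmC in AA10 cells (odds ratio 0.802, adjusted *P* = 7.8e-14, Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 13 motifs). Random windows held it more often, at 54.9%. The odds ratio stayed under 1 with joined bins, outside repeats, in 100 bp around the midpoint and without dense runs (0.768 to 0.828). None of these alternatives matched GC content, which was 47.4% in Wt25 DhMRs, 45.9% in AA10 DhMRs and 42.0% in random windows. The MSX3 motif holds only A and T, so its frequency cannot be told apart from this difference in GC content. The motif of RARB was 2.03 times as frequent in Wt25 DhMRs as in random windows, and 1.68 times as frequent in AA10 DhMRs. GC content was not matched for RARB either.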

Interestingly, in regions where the level of 5hmC is higher in Wt25 cells, there is also enrichment of motifs for factors like MSX3 and RARB (Supplementary Figure S4B). As these factors are not highly expressed in ESCs, this observation suggests that phosphorylated Tet3 may selectively remove 5mC from these transcription factor binding sites to increase their accessibility during differentiation (56). Second, the activity of Tet enzymes is known to be regulated by its association to O-linked *N*-acetylglucosamine transferase (OGT) and the subsequent O*-*GlcNAcylation at the serine/threonine residues where phosphorylation may occur (32,33). The presence of phosphorylation in wild-type but not mutant Tet3 may lead to alteration in the level of glycosylation and interaction with OGT. Third, several recent studies indicate that phosphorylation may confer context-dependent functions to Tet proteins. For instance, ATR (Ataxia telangiectasia and Rad3-related protein)-mediated phosphorylation of Tet3 promotes changes in 5hmC patterns that is necessary for timely DNA damage responses (57) whereas *in vivo* tumour-suppressor activity of Tet2 is highly stabilized by AMPK (AMP-activated kinase)-mediated phosphorylation (58). In our study, phosphorylated and phosphor-mutant Tet3 exhibit differential binding affinity towards H2A.Z, which in turn affect H2A.Z occupancy at *BRN2* promoter region. The differential degree of H2A.Z eviction from regulatory elements could potentially affect the rate of transcription of *BRN2* gene (52).

In summary, we identify S1310 and S1379 phosphorylation of Tet3 protein as a critical regulatory mechanism that elicits optimal expression of neuron-specific genes during neuronal differentiation of mouse ESCs. However, it remains unclear if this modification regulates neural plasticity, differentiation of other neuronal subtypes and susceptibility to neurodegenerative disorder. This is of particular interest given the existence of natural polymorphism that could disrupt the phosphorylation motif in human Tet3 gene. Generation of a knock-in mouse model with serine substitution at this phosphorylation site will provide valuable tool toward investigating some of these questions.

## DATA AVAILABILITY

The GEO accession number for the sequencing data is GSE130384.

## Supplementary Material

gkz1144_Supplemental_Files Click here for additional data file.

# Supplementary material for: Phosphorylation of Tet3 by cdk5 is critical for robust activation of BRN2 during neuronal differentiation
**Source:** Nucleic Acids Res. 2019 Dec 6;48(3):1225–38. doi: 10.1093/nar/gkz1144
**Supplement:** gkz1144_Supplemental_Files

## Supplementary Data

### Inventory of Supplementary Tables

| Table | Name                                                                                    | Sheet or Part                                                                                                                                                                                                                                                                                 |
|-------|-----------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| S1    | Mass spectrometry of human Tet3                                                         | 1) Different post-translational modifications on human Tet3<br>2) Ions data for phosphorylated S1310<br>3) Human Tet3 interacting protein partners in HEK293 cells                                                                                                                            |
| S2    | Summary of NGS datasets                                                                 | A) 5hmC-DNA-IP and H3K27ac ChIP<br>B) RNA-sequencing                                                                                                                                                                                                                                          |
| S3    | Differential 5hmC regions (DhMRs) identified in Wt25 & AA10 by 5hmC-DNA-IP              | 1) Overview of DhMRs (number & genomic features)<br>2) Wt25>AA10 Differential 5hmC regions<br>3) AA10>Wt25 Differential 5hmC regions<br>4) Annotated genes with (or nearest to) DhMRs<br>5) Filtered Wt25>AA10 DhMRs with simple repeats.<br>6) Filtered AA10>Wt25 DhMRs with simple repeats. |
| S4    | Motif analysis of DhMRs                                                                 | 1) MEME analysis of Wt25 > AA10 DhMRs<br>2) MEME analysis of AA10 > Wt25 DhMRs<br>3) RSAT clustering of the motifs<br>4) CG content of DhMR versus genomic DNA<br>5) IgG-DIP MACS peaks                                                                                                       |
| S5    | DEG in Wt25 & AA10 mouse ESCs                                                           | 1) Wt25 > AA10 ESCs mRNA transcripts<br>2) AA10 > Wt25 ESCs mRNA transcripts<br>3) Differential expression genes (DEG)<br>4) Overlap between DEG and genes with DhMRs                                                                                                                         |
| S6    | GO term analysis of genes with increased 5hmC & expression in Wt25 & AA10 ESCs          | 1) GO term analysis of Wt25 > AA10 (DEG + DhMRs)<br>2) GO term analysis of AA10 > Wt25 (DEG + DhMRs)<br>3) Genes name from GO terms analysis (WT25>AA10)                                                                                                                                      |
| S7    | Summary of mouse ESCs lines generated<br><br>Quantification of neuronal differentiation | A) Summary of mouse ESC lines generated<br><br>B) Quantification of neuronal differentiation experiment                                                                                                                                                                                       |
| S8    | Primer sequences                                                                        | A) Molecular Cloning<br>B) qPCR validation of mRNA expression<br>C) 5hmC-DNA-IP and H2A.Z ChIP-qPCR<br>D) 5hmC-DIP RT-PCR and <i>MspI</i> validation                                                                                                                                          |
| S9    | Primers validation & Antibodies List                                                    | 1) Validation of qPCR primers used for mRNA expression<br>2) Validation of 5hmC-DIP RT-PCR & <i>MspI</i> primers<br>3) List of antibodies used                                                                                                                                                |

## ***Figures S1 to S9***

### **Supplemental Material & Methods**

#### **Purification of recombinant proteins**

GST-Tet3CD and Flag-TetCD proteins were purified from BL21(DE3)pLysS *E. coli* cells (Promega) and HEK293T cells using GST-Bind resin (Novagen) and anti-Flag M2 affinity gel (Sigma) respectively. Flag-TetCD proteins were eluted with Flag peptides (Sigma) and concentrated using Pierce concentrator 30K MXCO (Thermo Scientific). Flag-Tet3CD was used for *in vitro* phosphorylation assay whereas Flag-Tet1CD protein was used for Tab-seq.

#### **Western blot analysis**

For western analysis, proteins were transferred to PVDF membrane (Millipore) in Tris-glycine transfer buffer and 20% methanol for 2 hr at 100 V. The membranes were blocked 1 hr in TBST (20mM Tris, pH7.4, 150 mM NaCl, 0.05% Tween 20) with either 5% skimmed milk powder or 5% BSA (for phosphor-antibody), followed by overnight incubation with the specific primary antibody. The list of primary antibodies used are: rabbit-anti-H2A.Z (1:4000, Abcam ab188314), rabbit-anti-pTet3 (1:1000, Genscript), mouse-anti-Cdk5 (1:1000, Millipore), rabbit-anti-5hmC (1:1000, Active Motif), rabbit-anti-Oct4 (1:1000, Proteintech), rabbit-anti-lamin B1 (1:10000, Abcam); mouse-anti-MAP2 (1:500, A4) and mouse-anti-BRN2 (1:500, B2) (both Santa Cruz); rabbit-anti-Phospho-MAPK/CDK Substrates (PXS\*P and S\*PXR/K) (1:1000, 34B2) and rabbit-anti-cleaved caspase-3 (1:1000) (both Cell Signalling Technology); mouse-anti-Flag (1:2000), mouse-anti-actin (1:5000) and mouse-anti-GST (1:5000) (All from Sigma). Membranes were washed three times with TBST and probed with secondary antibodies-conjugated to HRP (1:5,000, Novex, Invitrogen) for 1 hr. After three more washes, the presence of different proteins was detected using SuperSignal West Pico/Dura Chemiluminescent substrate (Thermo Scientific). Quantification of Western blot data was carried out with ImageJ software. All the antibodies used are listed in Table S9.

#### **Liquid chromatography with tandem mass spectroscopy (Normal LC/MS)**

Protein resolved in the polyacrylamide gel was stained with EZblue<sup>TM</sup> dye (Sigma) and the excised Flag-Tet3 protein fragment was submitted to Proteomic and mass spectrometry core facility, School of Biological Sciences at National Technological University for LC/MS procedure according to their protocol. Following trypsin treatment, the peptides were separated and analyzed using a Dionex Ultimate 3000 RSLCnano system coupled to a Q Exactive

instrument (Thermo Fisher Scientific). Separation was performed on a Dionex EASY-Spray 75  $\mu\text{m} \times 10\text{ cm}$  column packed with PepMap C18 3  $\mu\text{m}$ , 100 Å (Thermo Fisher Scientific) using solvent A (0.1% formic acid) and solvent B (0.1% formic acid in 100% ACN) at flow rate of 300 nL/min with a 60 min gradient. Peptides were then analyzed on a Q Exactive apparatus with an EASY nanospray source (Thermo Fisher Scientific) at an electrospray potential of 1.5 kV. A full MS scan (350–1,600  $m/z$  range) was acquired at a resolution of 70,000 and a maximum ion accumulation time of 100 msec. Dynamic exclusion was set as 30 sec. The resolution of the higher energy collisional dissociation (HCD) spectra was set to 35000. The automatic gain control (AGC) settings of the full MS scan and the MS2 scan were 5E6 and 2E5, respectively. The 10 most intense ions above the 2,000 count threshold were selected for fragmentation in HCD, with a maximum ion accumulation time of 120 msec. An isolation width of 2  $m/z$  was used for MS2. Single and unassigned charged ions were excluded from MS/MS. For HCD, the normalized collision energy was set to 30%. The underfill ratio was defined as 0.3%. Raw data files were processed and searched using Proteome Discoverer 1.4 (Thermo Fisher Scientific). The Mascot algorithm was used for data searching to identify proteins using the following parameters; missed cleavage of two; dynamic modifications were oxidation (+15.995 Da) (M), phosphorylation (+79.966 Da) (S, T, Y) or Methyl 1 OH (+30.010 Da) (K, R). The static modifications was Carbamidomethyl (+57 Da) (C). The false discovery rate for protein identification was <1%.

### **Native chromatin immunoprecipitation with H3K27ac and H2A.Z antibody**

The protocol was adapted from (1) with minor modifications. 2 million each of Wt25 and AA10 *Tet1*, 2, 3 TKO mouse ESCs were centrifuged at 1000g for 5 min, washed once in PBS, frozen in liquid nitrogen and stored at -80°C until further use. Frozen cell pellet ( $2 \times 10^6$ ) was resuspended thoroughly in 400  $\mu\text{l}$  of NBA buffer (85 mM NaCl, 5.5% sucrose, 10 mM Tris-HCl, pH 7.5, 0.2 mM EDTA, 0.2 mM PMSF, 1 mM DTT, 5mM sodium butyrate and 1 $\times$  protease inhibitors, Roche) followed by equal volume of 0.1% NP-40 in NBA buffer. After 5 min of incubation on ice, nuclei were pelleted at 4,000g for 3 min at 4°C. The nuclear pellet was washed with 1 ml of NBR buffer (85 mM NaCl, 5.5% sucrose, 10 mM Tris-HCl, pH 7.5, 3 mM  $\text{MgCl}_2$ , 1.5 mM  $\text{CaCl}_2$ , 0.2 mM PMSF, 1 mM DTT, 5mM sodium butyrate and 1 $\times$  protease inhibitors) and pelleted at 4,000g for 3 min at 4°C. Nuclei pellet was resuspended in 750  $\mu\text{l}$  of NBR buffer supplemented with 20  $\mu\text{g}$  of RNase A and incubated at 20°C for 5 min. Chromatin was fragmented using micrococcal nuclease at 37°C for 15 min (MNase Worthington, titrated to give 75% mononucleosomes: 25% dinucleosomes). Digestion was

stopped with the addition of an equal volume of STOP buffer (215 mM NaCl, 10 mM Tris-HCl, pH 8, 20 mM EDTA, 5.5% sucrose, 2% Triton X-100, 0.2 mM PMSF, 1 mM DTT, 5mM sodium butyrate and 1× protease inhibitors). The digested nuclei was sonicated for 10 seconds with ultrasonic processor (Vibra-Cell™ VC 130S at output watts of 6) and incubated on ice for 3-4 hours to release soluble chromatin. After centrifugation at 12,000g for 10 min at 4°C, the supernatant (soluble chromatin) was transferred to new eppendorf tube. Ten percent of soluble chromatin was retained as input, and the remainder was incubated with ~3 to 5 µg of antibody (H3K27ac, ab4729 or H2A.Z, Ab188314) overnight at 4°C on a rotating wheel. 25 µl of Protein-A Dynabeads (Life Technologies, 10002D) was washed once and blocked overnight in PBS containing 5 mg/ml BSA and 0.1 mM PMSF. On the next day, the blocking buffer was removed from Dynabeads. The chromatin/antibody mixture was added to Dynabeads and incubated for 4 hours with agitation at 4°C. The immune complexes bound to Dynabeads were washed five times with wash buffer (150 mM NaCl, 10 mM Tris-HCl, pH 8, 2 mM EDTA, 1% NP-40 and 1% sodium deoxycholate) on nutating mixer and once in room-temperature TE buffer for 10 min/wash. Chromatin was released from the Dynabeads by incubation with 0.1 M NaHCO<sub>3</sub> in 1% SDS for 30 min at 37°C followed by the addition of proteinase K (100 µg/ml) and Tris, pH 6.8 (100 mM), and overnight incubation at 55°C. 5 M NaCl was added to a final concentration of 0.2 M. DNA was extracted with phenol/chloroform and chloroform, followed by ethanol precipitation.

### **H3K27ac ChIP-seq data processing and analysis**

The quality of the raw sequencing reads was assessed using FastQC and mapped to the Ensembl mouse genome (version GRCm38.87) using STAR (with parameters: --alignEndsType EndToEnd --alignIntronMax 1 --outFilterMultimapNmax 1 --outFilterMatchNminOverLread 0.8). Multiple mapped reads were marked and filtered out using the Picard MarkDuplicates. H3K27ac enriched peaks were identified using Homer findpeaks. Pooled peaks across replicates were annotated with Homer annotatePeaks and used for downstream analysis. Boxplots for expression of genes there were enriched in H3K27ac and/or DhMRs were generated using ggpubr in R.

### **Primers design**

Primers were either sourced from the primer bank or designed using Primer3 suite and validated according to MIQE guidelines (2). PCR specificity was confirmed by running the amplicon on DNA agarose gel. PCR efficiency was determined by the slope and y-intercept in

the standard curve analysis. The primers sequences and their validation results are summarized in Tables S8 and S9 respectively.

### **Experimental validation by quantitative RT-PCR**

For validation of differential gene expression, high capacity cDNA reverse transcription kit (Applied Biosystems) was used to generate cDNA libraries from 1 µg of total RNA that was pretreated with DNase I (Thermo scientific). For quantification of 5hmC-DIP, the concentration of input and IP DNA was measured by Qubit fluorometer (Invitrogen) and diluted accordingly.

Quantitative real-time PCR was carried out in triplicates (6 µl/reaction) with 0.2 µM of primers and 2x SYBR green master mix (Thermo Scientific) using 7900 HT real-time PCR machine (Applied Biosystems). Relative gene expression was calculated using  $2^{-\Delta CT}$  method where threshold cycle (CT) values obtained from target genes were normalized to *GAPDH* gene. For 5hmC-DIP, the level of IP was calculated relative to its input DNA.

### **Supplementary Figure legend**

#### **Figure S1. Human Tet3 protein is phosphorylated at the highly conserved S1310 and S1379 residues**

(A-B) Tet3 catalytic domain (CD) contains two highly conserved SPxR motifs that undergo phosphorylation at the serine residues (highlighted in red). (A) The phosphorylated serine identified by mass spectrometry analysis is highlighted by green circle. The green line denotes the 15 amino acids used as epitope to generate phosphor-serine pTet3 antibody.

(C) Naturally occurring missense DNA polymorphisms (annotated by Exome Aggregation Consortium) can disrupt the conserved SPxR motif in human population.

(D) The wild-type (WT: S1318, S1387) and different mouse Tet3CD mutants used for dot blot analysis. Single phosphor-mutant (AS: S1318A), double phosphor-mutant (AA: S1318A, S1387A) and phosphor-mimic (SD: S1318D) Tet3CD.

(E) Dot blot showing the global 5hmC level of unsorted HEK293 cells that were transiently transfected with either WT or different mouse Tet3CD mutants. Untransfected HEK293 cells (--) was used as a control.

(F-G) Dot blot analysis and quantification of HEK293 cells that expressed either WT or different mouse Tet3CD mutants. (F) Mouse Tet1CD induced significantly higher level of 5caC compared to Tet3CD (left). WT exhibited modestly higher level of 5caC than AA Tet3CD (right). (G) WT exhibited modestly lower level of 5mC compared to AA Tet3CD. \*  $P < 0.05$  (n = 2, paired 1-tailed  $t$ -test).

#### **Figure S2. Identification of differential 5hmC regions (DhMRs) between Wt25 and AA10 ESCs**

(A) Immunoblot of two independent pairs of *Tet1*, 2, 3 triple knockout (TKO) mouse ESCs that expressed either Flag-tagged wild-type or double phosphor-mutants human Tet3 (Wt25/AA10 and Wt38/AA35 lines). Mouse ESCs lysates were probed with FLAG, pTet3,  $\beta$ -Actin, Cdk5 and Oct4 antibodies.

(B) DhMRs identified by MEDIPS on three replicates of 5hmC-DIP-seq were filtered to remove off-target IgG-DIP binding sites, simple tandem repeats (STR) and low complexity sequences.

(C) High reproducibility in 5hmC-DIP signals across the DhMRs between two biological replicates of the same genotype, but lower Pearson correlation between Wt25 and AA10 samples. RPKM, reads per kilobase million mapped reads.

(D) Correlation plot between 5hmC-DIP-seq of genomic DNA from Wt25 and AA10 ESCs versus IgG-DIP of genomic DNA from ESCs.

(E) Integrated Genomic View (IGV) profile of 5hmC-DIP signals from three biological replicates of Wt25 and AA10 mouse ESCs at *Cdh4* gene. The DhMRs determined by MEDIPS were depicted as green/grey (Wt25 > AA10) bars and magnified to illustrate the differential 5hmC signals.

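*Cdh4* encodes a cadherin, a cell adhesion protein, and lies on chromosome 2 of GRCm38 from 179442431 to 179899373, on the plus strand. The deposited lists hold 15 DhMRs inside the gene, all with higher 5hmC in Wt25 cells. Of these, 14 lie in introns and the last, from 179897803 to 179898000, in the 3′ untranslated region. The first lies from 179469203 to 179469400 in intron 2, which spans from exon 2 (179444700 to 179444811) to exon 3 (179780254 to 179780480). The authors' deposited table assigns 13 DhMRs to *Cdh4*.

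**Figure D3:**
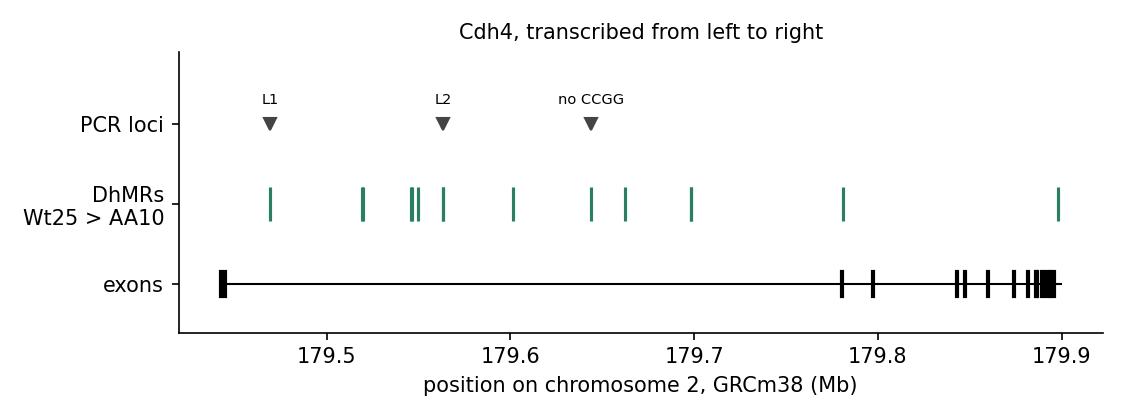
Map of *Cdh4* on chromosome 2 (GRCm38, position in Mb), with exon starts as black marks on the line of the gene, the midpoints of the 15 DhMRs with higher 5hmC in Wt25 cells as green marks, and the loci tested by PCR as triangles; marks have a fixed width and DhMRs that lie close together overlap. Most of the DhMRs lie in the long intron between exons 2 and 3.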

**Figure S3. Validation of DhMRs by 5hmC-DIP RT-PCR and *MspI* assay**

(A-B) 5hmC-DIP signals from three replicates of Wt25 and AA10 samples at (A) *Cdh4* and (B) *FoxP1* gene (left panel). The DhMRs determined by MEDIPS (3) were depicted as grey bars. 

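At *FoxP1* (chromosome 6 of GRCm38, 98925338 to 99522721, minus strand), the DhMR in the first primer interval lies from 98801403 to 98801600, in an intergenic region 226796 bp from the nearest transcription start site, that of a short *FoxP1* transcript that begins inside the gene. It holds 2 CpGs. The DhMR in the second interval lies from 99099803 to 99100000 in an intron and holds 3 CpGs. Both are listed with higher 5hmC in AA10 cells, as are most DhMRs of chromosome 6. At *Cdh4*, the DhMR of the control interval without a CCGG site lies from 179644003 to 179644200 in an intron and holds 3 CpGs.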

Locus-specific RT-PCR showed low or undetectable level of signal from IgG-DIP and 5hmC-DIP of genomic DNA isolated from *Tet1*, 2 and 3 TKO ESCs, but significant differences between Wt25 and AA10 (right panel).

(C-E) 5hmC-DIP signals from three replicates of Wt25 and AA10 samples at (C) *Cdh4*, (D) *MAPT* and (E) *Elovl6* gene (left panel). Genomic sequences of the DhMRs which contain the CCGG site. 

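The opening bases of the 4 sequences printed in Supplementary Figure S3C to E were found in GRCm38.p6 within the primer intervals. At *Cdh4* L1, the DhMR of chromosome 2 reads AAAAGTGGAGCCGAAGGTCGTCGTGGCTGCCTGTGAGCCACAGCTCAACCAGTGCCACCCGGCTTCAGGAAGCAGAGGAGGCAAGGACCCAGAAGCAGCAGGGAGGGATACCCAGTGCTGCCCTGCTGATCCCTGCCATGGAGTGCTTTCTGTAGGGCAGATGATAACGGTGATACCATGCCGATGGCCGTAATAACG. It holds 8 CpGs and 1 CCGG site, at 179469261. At *Cdh4* L2, the intronic DhMR from 179563403 to 179563600 holds 2 CpGs and 1 CCGG site, at 179563515. At *Elovl6*, the DhMR of chromosome 3 from 129591203 to 129591400 holds 6 CpGs and 1 CCGG site, at 129591220. At *MAPT*, the DhMR of chromosome 11 from 104287403 to 104287600 holds 4 CpGs and no CCGG site, and the CCGG site of the primer interval lies outside the listed window. The windows at *Elovl6* and *MAPT* lie in introns and are listed with higher 5hmC in AA10 cells.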

*MspI* digestion is inhibited by glycosylated (G) 5hmC (middle panel). RT-PCR showed low level of signal from *MspI* digested DNA isolated from *Tet1*, 2 and 3 TKO ESCs but statistically significant differences between Wt25 and AA10 samples (right panel). Data are presented as mean  $\pm$  S.D. and represent two independent biological experiments. *P*-value was calculated by two-tailed *t*-test.

**Figure S4. DhMRs contain unique transcription factor binding motifs.**

(A) There are 40 motifs (blue) that underlie the regions where 5hmC is higher in Wt25 cells and 33 motifs (orange) associated with regions where 5hmC is higher in AA10 cells. These motifs were grouped into 23 clusters based on their sequence similarity.

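The genome sequence marks interspersed repeats and other repeated sequence in lower case, and 31.9% of the bases of the DhMRs carry this mark. Of the matches to the 13 consensus sequences, 63.0% lay in marked sequence, against 50.4% of the matches to the same sequences written backwards. Both pooled shares are set mostly by MSX3, with 16086 matches and 13044 backward matches. The share was above that of all window bases for all 13, from 32.3% for BACH1 to 92.8% for FOXP2. ZKSC1 had 88.1%, HXB4 84.8%, RARG 77.4% and CDX4 74.2% of its matches there. For MSX3, the commonest of the motifs, the share was 57.9%, against 54.6% for the sequence written backwards. Each of the 13 motifs matched in marked sequence more often than its backward form (Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment, largest adjusted *P* = 0.00444).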

(B) Examples of TF that may recognize the motif in each cluster. ID refers to the assigned motif ranking in MEME analysis.

**Figure S5. Validation of differentially expressed genes and characterization of differential H3K27ac patterns**

(A) Principal component analysis (PCA) of aligned RNA-sequencing reads from two biological replicates of Wt25 and AA10 mouse ESCs.

(B-C) Quantitative RT-PCR validation of selected differentially expressed genes in (B) Wt25/AA10 and (C) Wt38/AA35 mouse ESCs lines. Relative level was calculated using

*Gapdh* expression as reference. Representative data are presented as mean  $\pm$  S.D. (triplicate qPCR reactions). Similar pattern was also observed in biological replicate (data not shown).

**(D)** Genomic distribution of H3K27ac enriched peaks that were identified in Wt25 and AA10 mouse ESCs by HOMER software.

**(E)** Enrichment of H3K27ac at the gene body and promoter is correlated with higher gene expression. Boxplots of RNA expression of all genes (grey); genes with H3K27ac peaks in the gene body (yellow, GB); H3K27ac at the nearest intergenic region (blue, Int) and at the promoter (green, P). Promoters were defined as  $\pm$  1kb from the TSS. Thick lines indicate mean and whiskers extend to  $\pm 1.5$  of the interquartile range. Significance levels were calculated by Mann-Whitney test relative to “all genes” category. \*\*  $P$ -value  $< 2.2 \times 10^{-16}$ .

**(F)** Boxplots of RNA expression for genes with H3K27ac marks  $\pm$  WT>AA or AA>WT DhMRs in Wt25 (blue) and AA10 (orange) mouse ESCs. There is no significance difference in the gene expression patterns between different groups except WT>AA DhMRs in AA10 ESCs.  $P$ -value is calculated by Wilcoxon signed-rank test.

**(G)** Association of different transcription factor binding motifs within the promoter regions ( $\pm$  1kb TSS) of genes that have differential H3K27ac level between Wt25 and AA10 mouse ESCs.

### **Figure S6. Tet3 phosphorylation leads to robust expression of neuronal genes**

**A)** Immunoblots of independent *Tet3* knockout (KO) mouse ESCs lines that expressed either empty lentiviral vector (Em), Flag-tagged wild-type (Wt), double phosphor-mutants (AA) or phosphor mimic mutant (SD) human Tet3. The different ESCs lines were paired as follow: Em/Wt14/AA13, Wt1/AA6 and Wt2/AA3/SD1. Cellular lysates were probed with Flag, pTet3, Oct4, LMNB1 and  $\beta$ -actin antibodies.

**(B-C)** Constitutive expression of Tet3 alone in ESCs is insufficient to induce neuronal differentiation. *Tet3* KO mouse ESCs that expressed wild-type Tet3 (Wt14 line) were differentiated in the presence or absence of RA. **(B)** Detection of *BRN2* and *Pax6* mRNA in NPCs (top) and MAP2 protein in differentiated neurons (bottom) only upon RA induction. **(C)** Immunofluorescence imaging revealed the formation of MAP2-positive neurons only in the presence of RA. Black and white scale bar depicts 50  $\mu$ m.

**(D)** Expression of *Pax6* and *BRN2* genes is significantly higher in *Tet3* KO NPCs that expressed wild-type (Wt) compared to phosphor-mutant (AA) Tet3. Data are shown as mean  $\pm$  S.E.M. (*Pax6*: Wt1/AA6,  $n = 2$ , \*\*  $p = 0.02$ ; *BRN2*: Wt1/AA6,  $n = 4$ , \*\*\*  $p = 0.005$ ; *BRN2*: Wt2/AA3,  $n = 3$ , \*  $p = 0.04$ ).

(E) Distribution of H2A.Z over the promoter of *GAPDH* and *BRN2* genes in mouse ESCs based on previous study (GSM2683432) (4). Sites “a”, “b” and “c” have been shown to undergo Tet3-mediated demethylation during neurogenesis (5).

(F) H2A.Z occupancy in AA13 is higher at the *BRN2* promoter compared to Wt14 ESCs. ChIP data are presented as mean  $\pm$  S.D. from triplicate qPCR reactions (second biological replicate for Fig.6D).

(G) Dot blot assay revealed no significant difference in level of 5hmC in the NPCs that were differentiated from *Tet3* KO mouse ESCs expressing either wild-type (Wt) or phosphor-mutant (AA) human Tet3.

(H) Higher *Hey2* expression in Wt14 NPCs is correlated to the intronic (int-3) level of 5hmC. Relative expression of Notch target genes *Hes1* and *Hey2* was determined by qPCR. The 5hmC level in Wt14/AA13 NPCs was determined using 5-hmC-DIP followed by qPCR. Data are presented as mean  $\pm$  S.E.M. (\*  $p < 0.04$ ,  $n = 5$ ; \*\*  $p = 0.005$ ,  $n = 3$ ; paired 1-tailed  $t$ -test).

**Figure S7. *Tet3* KO ESCs that expressed phosphor-mutant (AA) Tet3 form less MAP2+ neurons after 2 days culture**

(A) Phosphor-mutant (AA) Tet3 lines expressed lower level of MAP2 protein in terminally differentiated neurons. Neurons differentiated from various mouse ESCs lines (Wt1, AA6; Wt2, AA3 and SD1) were cultured for 48 h in B27 medium and immunoblotted with MAP2 antibody.

(B) *Tet3* KO ESCs that expressed phosphor-mutant (AA) Tet3 formed lower density of MAP2+ neurons after 48h culture in B27 medium. Data are presented as mean  $\pm$  S.E.M. (Wt1/AA6, Fig.S7C, \*  $p = 0.002$ ; Wt2/AA3, Fig.S7D, \*\*  $p = 0.0001$ , unpaired 1-tailed  $t$ -test).

(C-D) Representative immunofluorescence staining of MAP2+ neurons after 48 h of culture in B27 medium. Neurons differentiated from (C) Wt1 and AA6 ESCs lines, as well as (D) Wt2 and AA3 ESCs lines. White bar indicates 50  $\mu$ m scale.

**Figure S8. Reduced efficiency of neuronal differentiation of phosphor-mutant Tet3 (AA6) ESCs**

(A-B) *Tet3* KO mouse ESCs expressing wild-type Tet3 (Wt1) differentiated efficiently to form extensive neurites outgrowth when compared to phosphor-mutant Tet3 (AA6) ESCs. Representative immunofluorescence staining of differentiated MAP2+ neurons after 13 days culture in B27 medium. (A) High and (B) low magnification images with white bar indicating 50  $\mu$ m scale. These images were used for the quantification of neuron density (Fig.6H).

**Figure S9. Reduced efficiency of neuronal differentiation of phosphor-mutant Tet3 (AA3) ESCs**

*Tet3* KO mouse ESCs expressing wild-type Tet3 (Wt2) differentiated efficiently to form higher density of MAP2<sup>+</sup> neurons when compared to phosphor-mutant Tet3 (AA3) ESCs. Same number of NPCs were seeded and neurons were stained with MAP2 antibody after 8 days of culture in B27 medium. White bar indicates 50  $\mu$ m scale. These images were used for the quantification of neuron density (Fig.6H).

## Supplementary Figures

Figure S1

A

| UniProtKB | Species            | Protein Sequences                                                       |
|-----------|--------------------|-------------------------------------------------------------------------|
| O43151    | Human              | 1292 --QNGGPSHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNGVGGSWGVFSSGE--  |
| H2QI55    | Chimpanzee         | 1314 --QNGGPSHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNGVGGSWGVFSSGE--  |
| K7EUU4    | Sumatran orangutan | 1427 --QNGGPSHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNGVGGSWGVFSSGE--  |
| G7NAD1    | Rhesus macaque     | 1327 --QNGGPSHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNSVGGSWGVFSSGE--  |
| F7AKG6    | Horse              | 1293 --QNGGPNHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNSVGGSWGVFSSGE--  |
| F1PBJ1    | Dog                | 1429 --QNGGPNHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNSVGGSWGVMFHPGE-- |
| M3WR93    | Cat                | 1334 --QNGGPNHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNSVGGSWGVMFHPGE-- |
| S7PMY6    | Brandt's bat       | 1291 --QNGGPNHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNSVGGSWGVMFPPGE-- |
| D3ZQT7    | Rat                | 1434 --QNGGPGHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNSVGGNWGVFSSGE--  |
| Q8BG87    | Mouse              | 1300 --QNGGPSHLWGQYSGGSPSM <b>SPK</b> R <sup>P</sup> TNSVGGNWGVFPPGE--  |
|           |                    | ***** 15 amino acids used to generate pTet3 antibody                    |

B

| UniProtKB | Species            | Protein Sequences                                        |
|-----------|--------------------|----------------------------------------------------------|
| O43151    | Human              | 1357 --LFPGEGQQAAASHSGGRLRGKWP <b>SPCK</b> FGNSTSALAGP-- |
| H2QI55    | Chimpanzee         | 1379 --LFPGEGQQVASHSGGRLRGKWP <b>SPCK</b> FGNSTSALAGP--  |
| K7EUU4    | Sumatran orangutan | 1492 --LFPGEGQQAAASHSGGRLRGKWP <b>SPCK</b> FGNSTSALAGP-- |
| G7NAD1    | Rhesus macaque     | 1392 --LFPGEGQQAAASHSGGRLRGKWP <b>SPCK</b> FGNSTSTLTGP-- |
| F7AKG6    | Horse              | 1358 --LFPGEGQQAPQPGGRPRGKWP <b>SPCK</b> FGNSTAALAGP--   |
| F1PBJ1    | Dog                | 1494 --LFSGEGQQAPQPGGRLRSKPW <b>SPCK</b> FGNNTSALAGP--   |
| M3WR93    | Cat                | 1399 --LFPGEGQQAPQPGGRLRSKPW <b>SPCK</b> FGNNTSALAGP--   |
| S7PMY6    | Brandt's bat       | 1356 --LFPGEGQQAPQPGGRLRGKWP <b>SPCK</b> FGNNTSALAGP--   |
| D3ZQT7    | Rat                | 1499 --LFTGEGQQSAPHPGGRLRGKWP <b>SPCK</b> FGNGTSALSGP--  |
| Q8BG87    | Mouse              | 1365 --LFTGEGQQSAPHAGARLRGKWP <b>SPCK</b> FGNGTSALTGP--  |
|           |                    | ** ***** * : *. * *.***** *: : **                        |

C

|                         |                                |
|-------------------------|--------------------------------|
| <b>Human Tet3</b>       |                                |
| Chromosome 2:74328248 - | TCC CCC AAG AGG - 7432859      |
| Amino Acids:            | 1310 - S P K R - 1314          |
| <b>Polymorphism</b>     | <b>Amino Acid Substitution</b> |
| 1) 74328249 C/T         | Serine 1310 to Phenylalanine   |
| 2) 74328251 C/G         | Proline 1311 to Alanine        |
| 3) 74328251 C/T         | Proline 1311 to Serine         |
| 4) 74328254 A/C         | Lysine 1312 to Glutamine       |

D

|                              |                                 |
|------------------------------|---------------------------------|
| <b>Mouse Tet3 constructs</b> |                                 |
|                              | 1318 1387                       |
| WT                           | - <b>SPK</b> R-/- <b>SPCK</b> - |
| AA                           | - <b>APK</b> R-/- <b>APCK</b> - |
| AS                           | - <b>APK</b> R-/- <b>SPCK</b> - |
| SD                           | - <b>DPK</b> R-/- <b>SPCK</b> - |

E

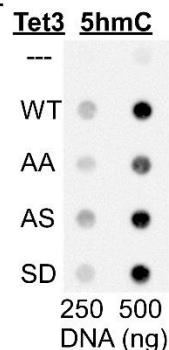

F

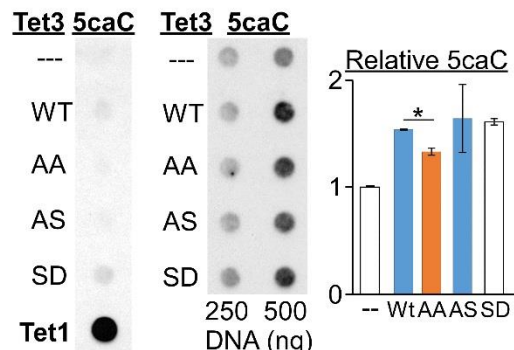

G

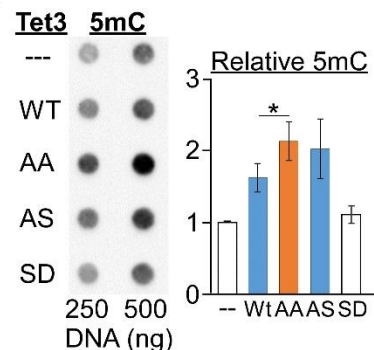

Figure S2

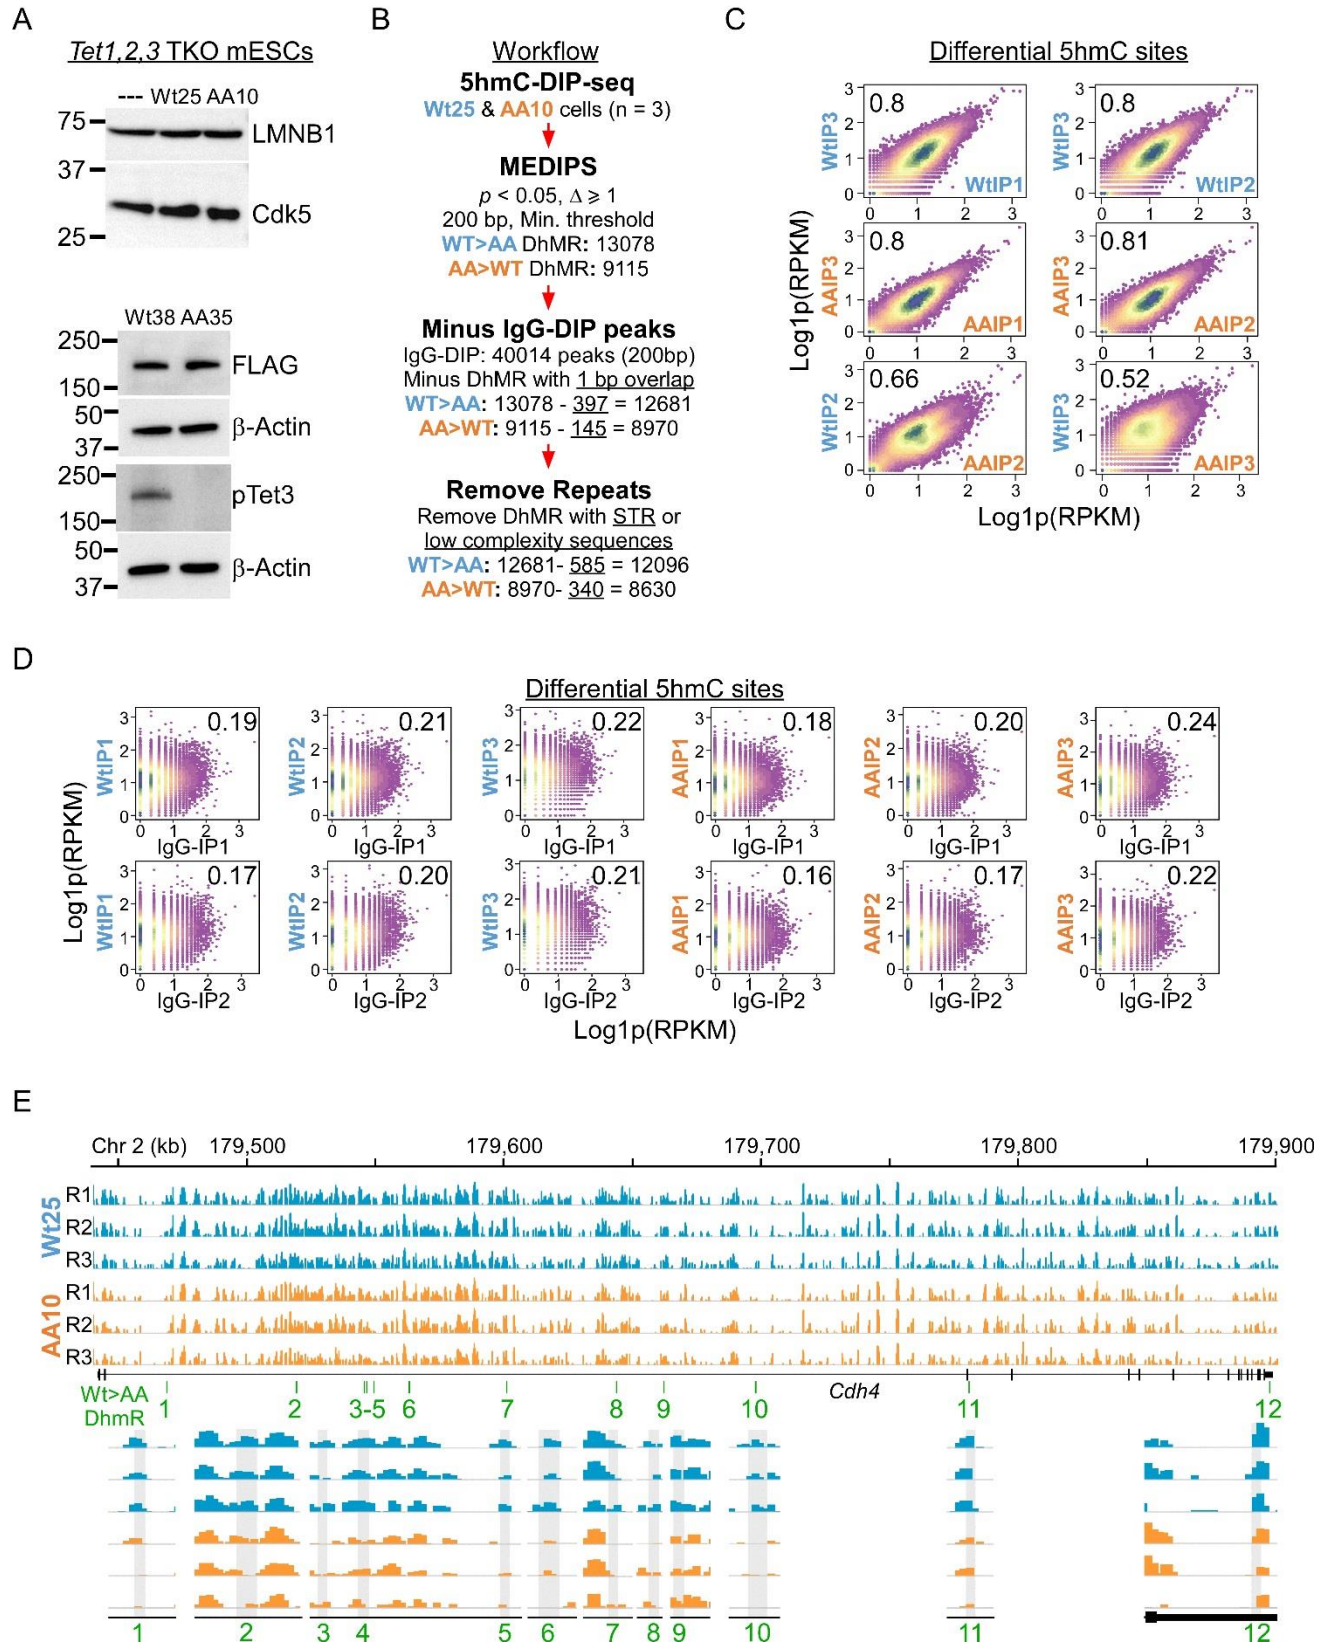

Figure S3

A

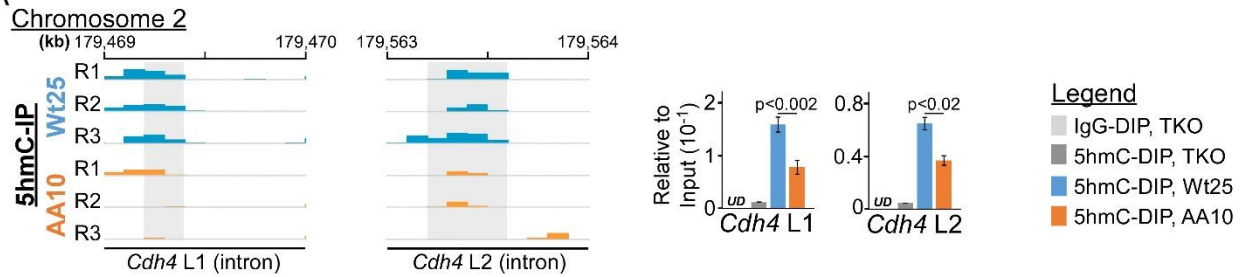

B

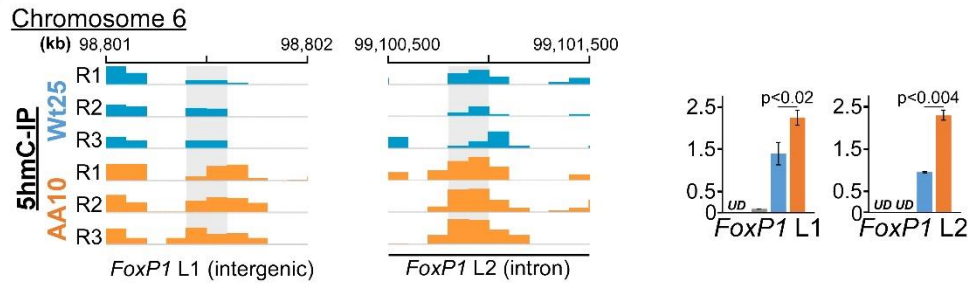

C

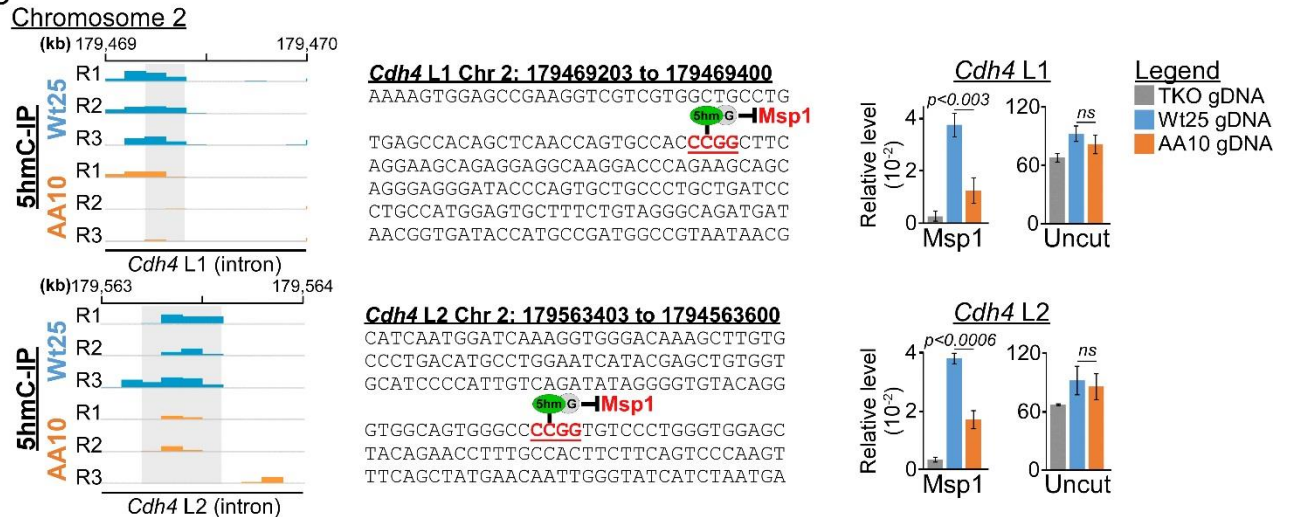

D

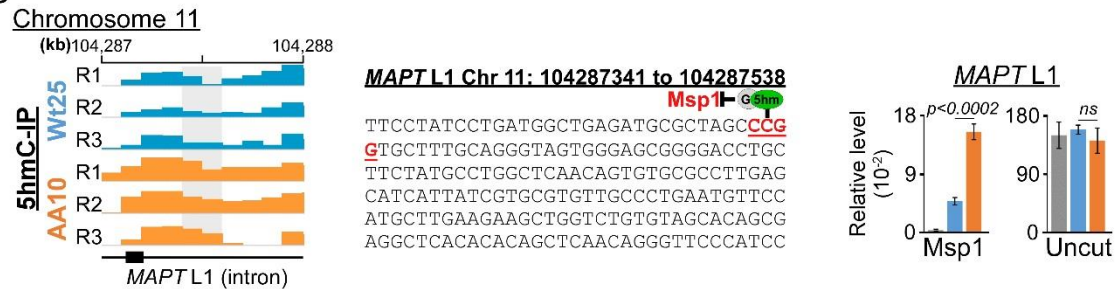

E

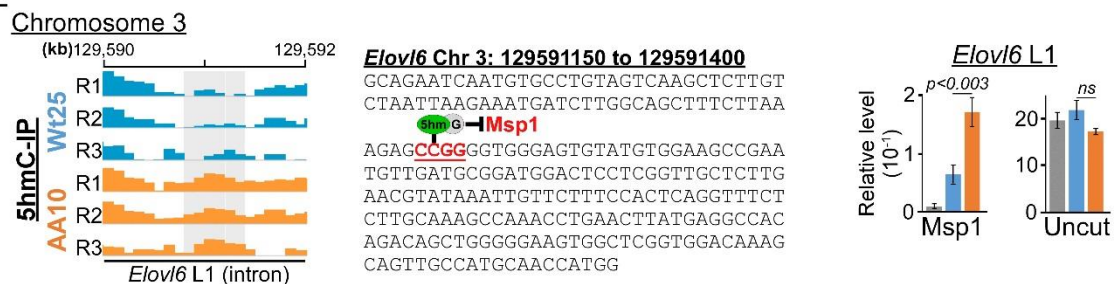

Figure S4  
A

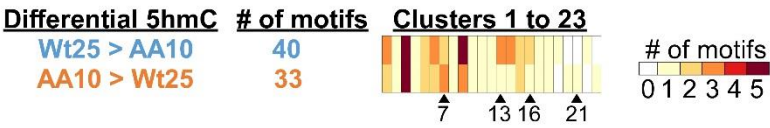

B

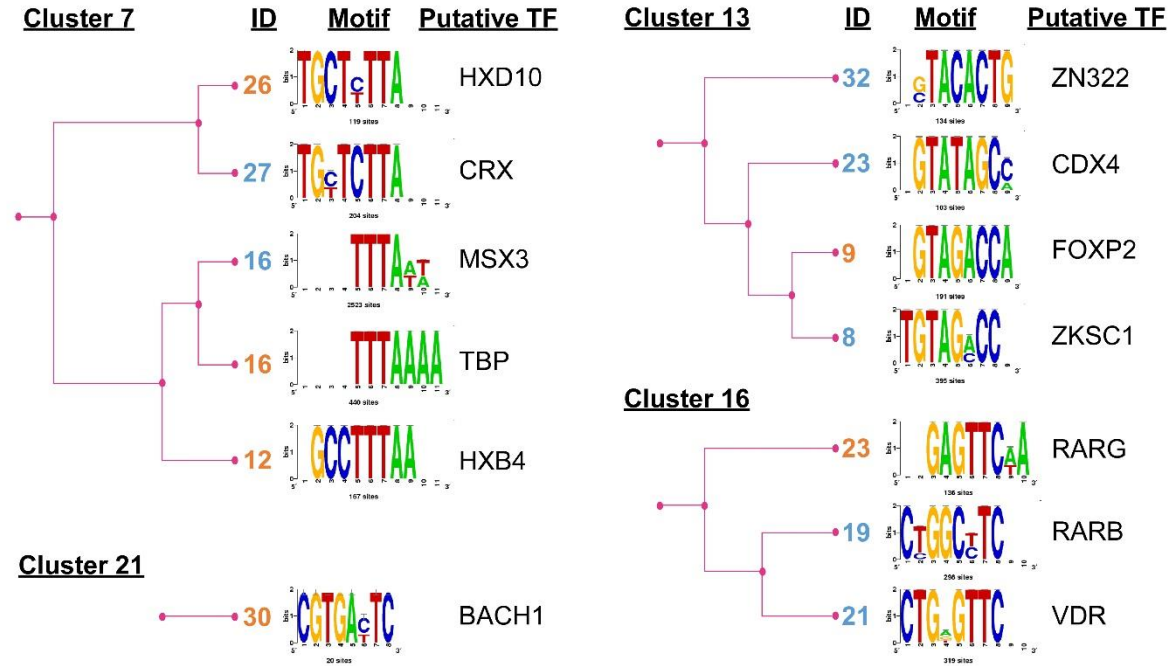

Figure S5

A

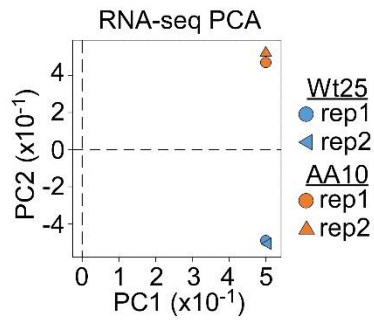

B

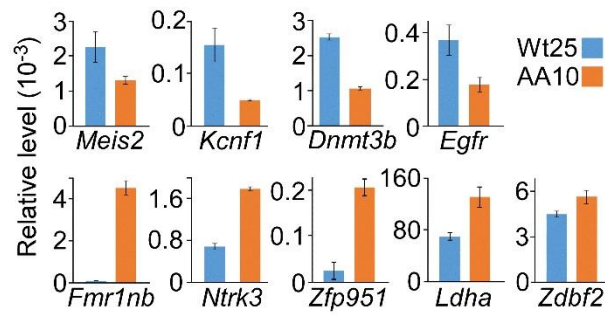

C

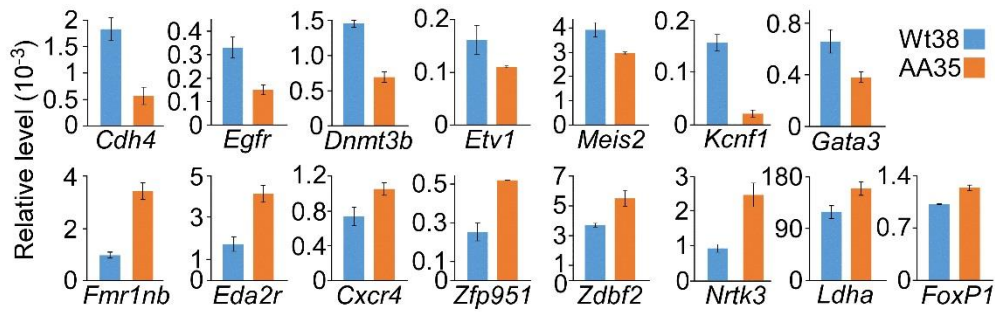

D

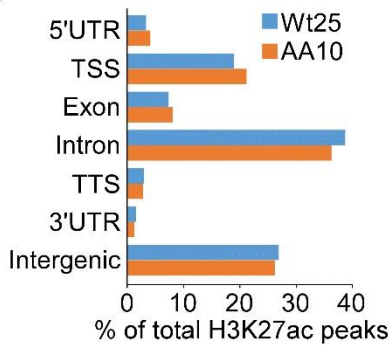

E

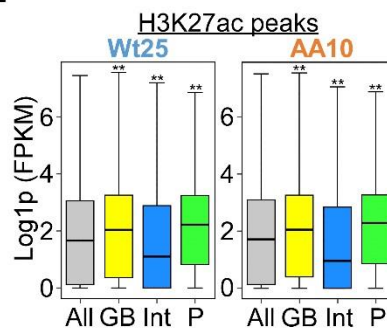

F

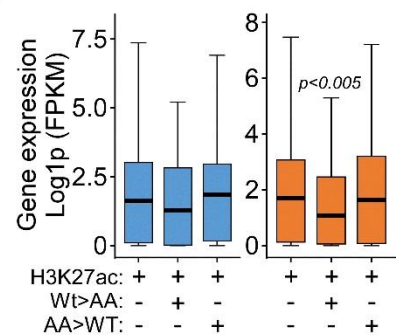

G

Motif analysis of +/-1kb TSS of genes with differential H3K27ac level

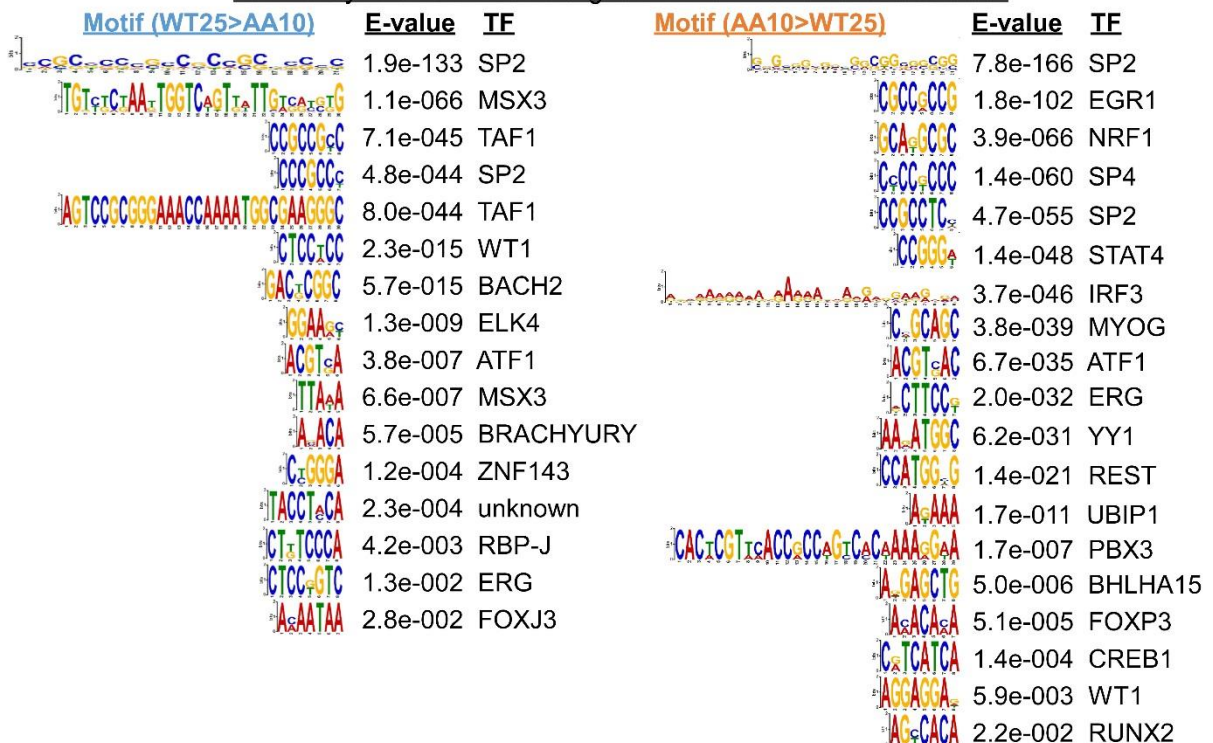

Figure S6

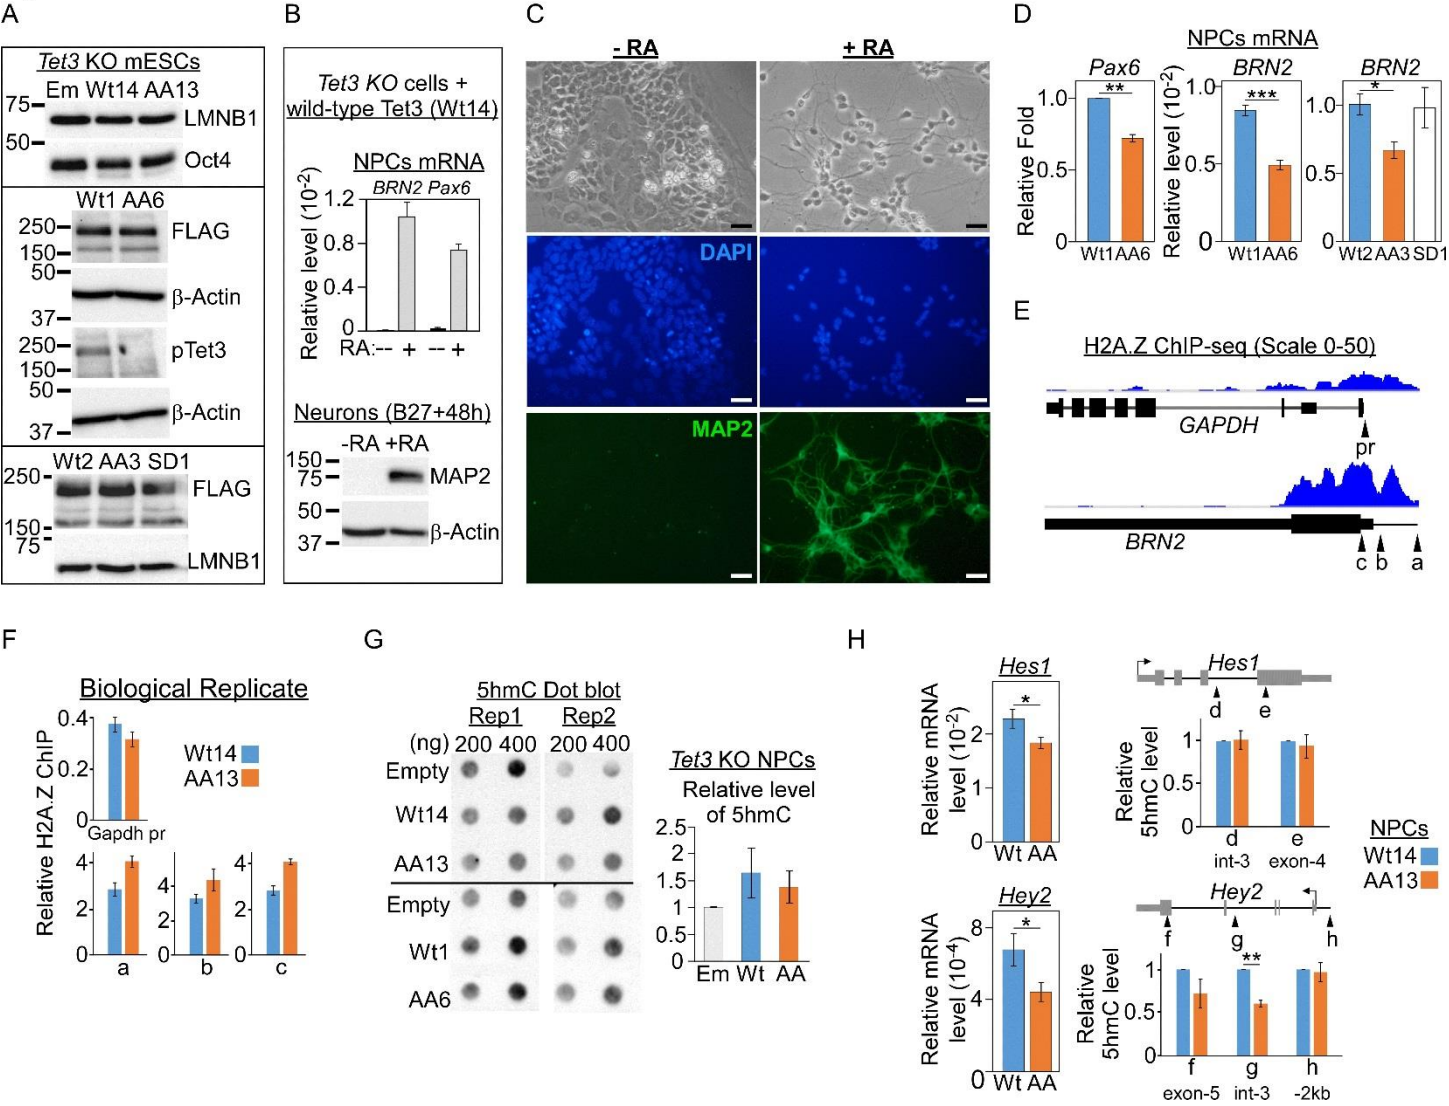

Figure S7

A

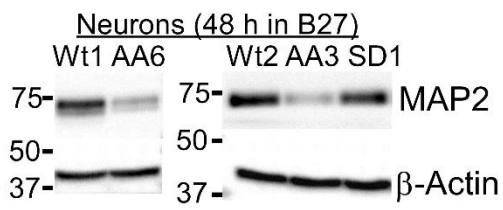

B

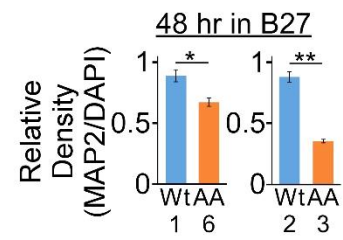

C

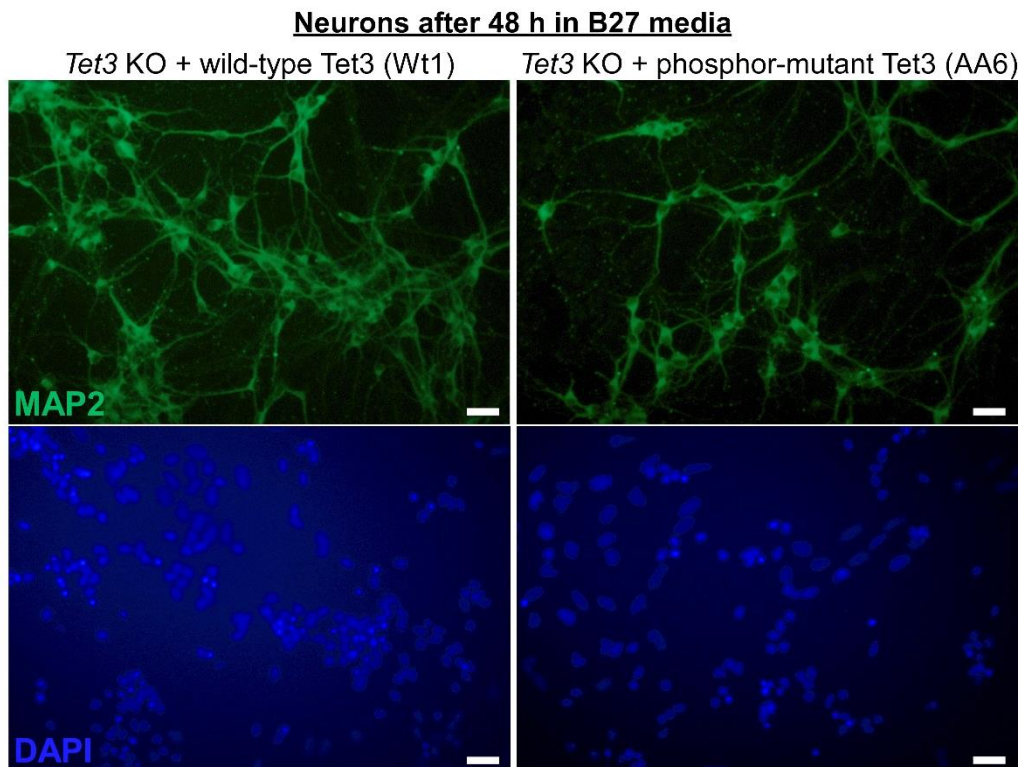

D

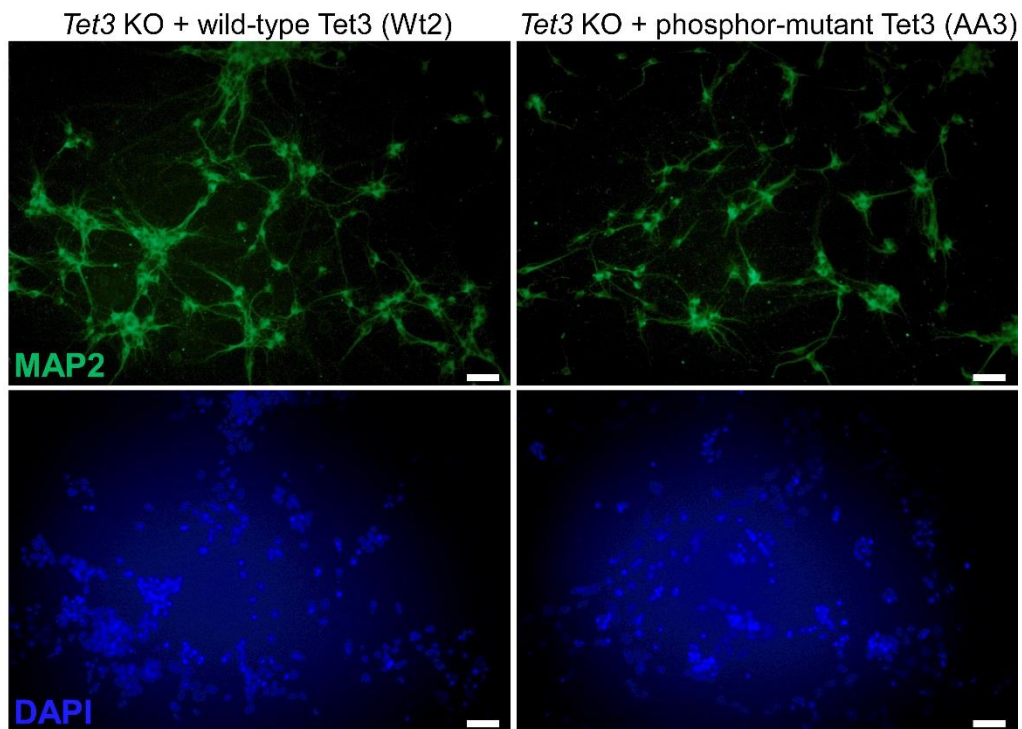

Figure S8

A

**Neurons after 13 days of culture in B27 media**

*Tet3* KO + wild-type *Tet3* (Wt1)

*Tet3* KO + phosphor-mutant *Tet3* (AA6)

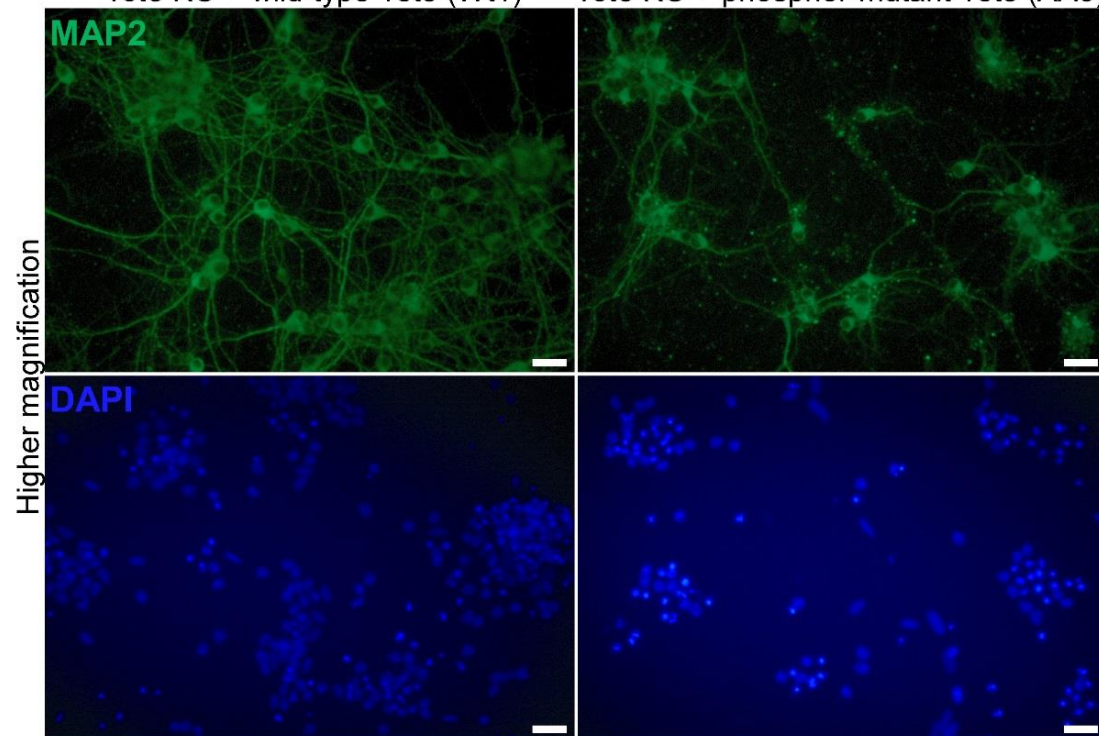

B

*Tet3* KO + wild-type *Tet3* (Wt1)

*Tet3* KO + phosphor-mutant *Tet3* (AA6)

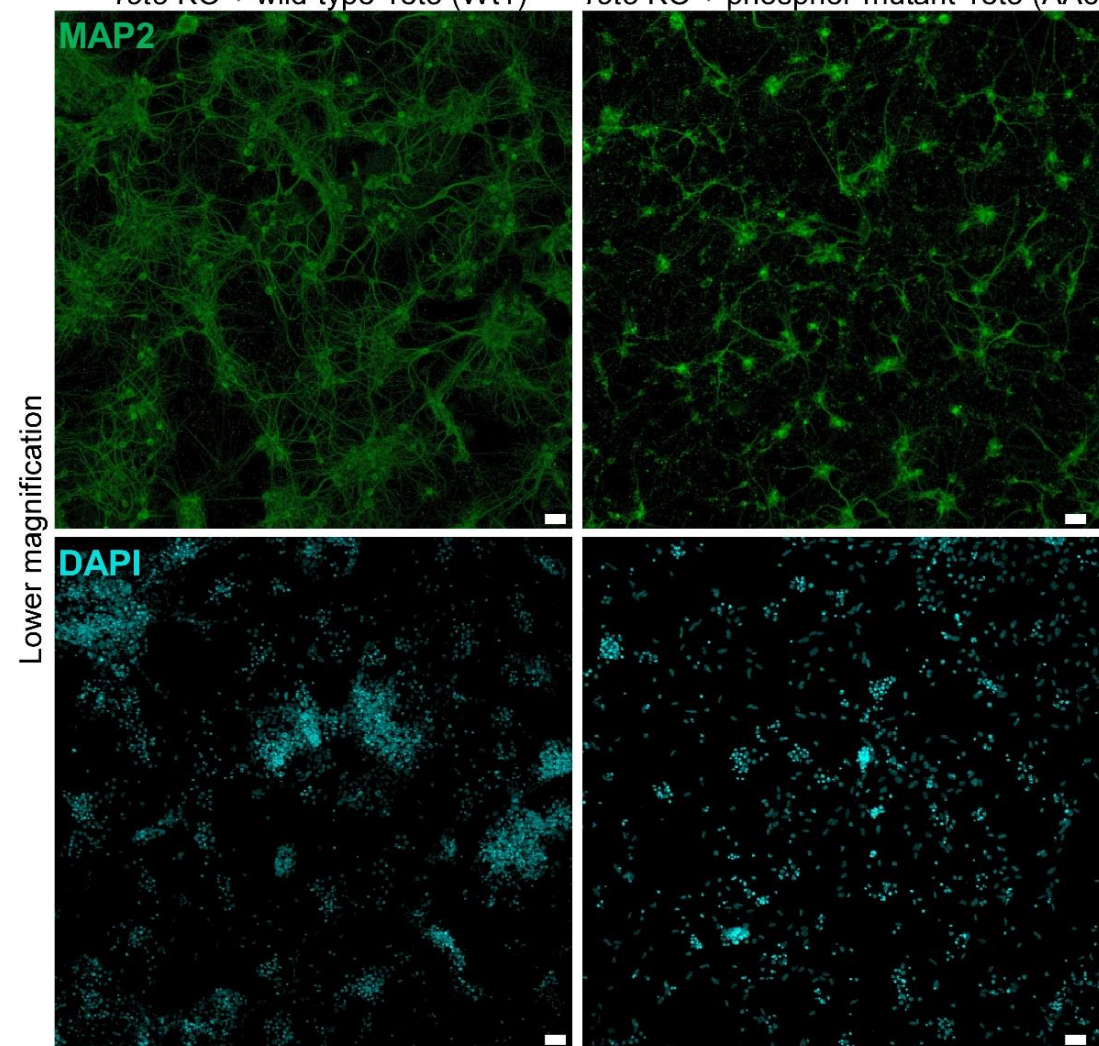

Figure S9

**Neurons after 8 days of culture in B27 media**

*Tet3* KO + wild-type Tet3 (Wt2)

*Tet3* KO + phosphor-mutant Tet3 (AA3)

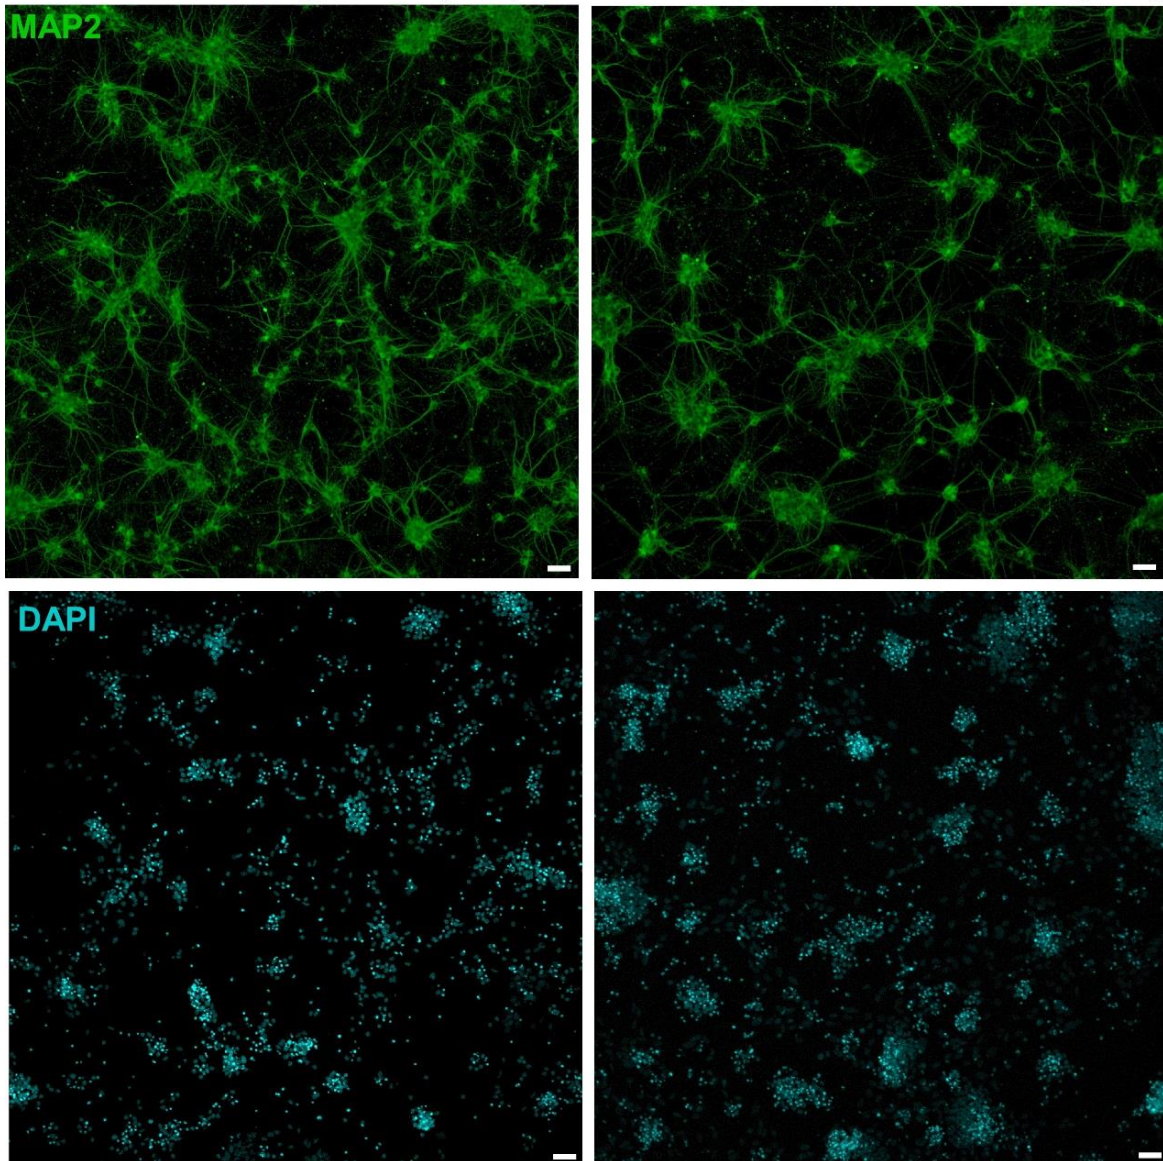

## References

1. Pradeepa, M.M., Grimes, G.R., Kumar, Y., Olley, G., Taylor, G.C., Schneider, R. and Bickmore, W.A. (2016) Histone H3 globular domain acetylation identifies a new class of enhancers. *Nat Genet*, **48**, 681-686.
2. Bustin, S.A., Benes, V., Garson, J.A., Hellemans, J., Huggett, J., Kubista, M., Mueller, R., Nolan, T., Pfaffl, M.W., Shipley, G.L. *et al.* (2009) The MIQE guidelines: minimum information for publication of quantitative real-time PCR experiments. *Clin Chem*, **55**, 611-622.
3. Lienhard, M., Grimm, C., Morkel, M., Herwig, R. and Chavez, L. (2014) MEDIPS: genome-wide differential coverage analysis of sequencing data derived from DNA enrichment experiments. *Bioinformatics*, **30**, 284-286.
4. Hsu, C.C., Zhao, D., Shi, J., Peng, D., Guan, H., Li, Y., Huang, Y., Wen, H., Li, W., Li, H. *et al.* (2018) Gas41 links histone acetylation to H2A.Z deposition and maintenance of embryonic stem cell identity. *Cell Discov*, **4**, 28.
5. Zhang, J., Chen, S., Zhang, D., Shi, Z., Li, H., Zhao, T., Hu, B., Zhou, Q. and Jiao, J. (2016) Tet3-Mediated DNA Demethylation Contributes to the Direct Conversion of Fibroblast to Functional Neuron. *Cell Rep*, **17**, 2326-2339.

# Supplementary material for: Phosphorylation of Tet3 by cdk5 is critical for robust activation of BRN2 during neuronal differentiation
**Source:** Nucleic Acids Res. 2019 Dec 6;48(3):1225–38. doi: 10.1093/nar/gkz1144
**Supplement:** gkz1144_Supplemental_Files

**Table S2. Summary of next generation sequencing datasets****A) 5hmC-DNA-IP and H3K27ac ChIP**

| <b>Sample Name</b>  | <b>Sample Description</b>                                            | <b>Paired End (PE) Raw Reads</b> | <b>Aligned PE Reads</b> | <b>PE Reads after removal of duplicates</b> |
|---------------------|----------------------------------------------------------------------|----------------------------------|-------------------------|---------------------------------------------|
| AA10_5hmCIP_Rep1    | 5hmC-DNA-IP of AA10 Tet3 expressing mouse ESCs replicate 1           | 45994734                         | 36021012                | 31030606                                    |
| AA10_5hmCIP_Rep2    | 5hmC-DNA-IP of AA10 Tet3 expressing mouse ESCs replicate 2           | 47987560                         | 37266993                | 31585897                                    |
| AA10_gDNA_5hmC_Rep1 | gDNA, input for 5hmCIP of AA10 Tet3 mouse ESCs replicate 1           | 45739149                         | 38040506                | 32173894                                    |
| AA10_gDNA_5hmC_Rep2 | gDNA, input for 5hmCIP of AA10 Tet3 mouse ESCs replicate 2           | 35849067                         | 29934871                | 24448553                                    |
| WT25_5hmCIP_Rep1    | 5hmC-DNA-IP of Wt25 Tet3 expressing mouse ESCs replicate 1           | 44976850                         | 35023061                | 30050662                                    |
| WT25_5hmCIP_Rep2    | 5hmC-DNA-IP of Wt25 Tet3 expressing mouse ESCs replicate 2           | 58424245                         | 44879606                | 38637381                                    |
| WT25_gDNA_5hmC_Rep1 | gDNA, input for 5hmCIP of Wt25 Tet3 mouse ESCs replicate 1           | 75717559                         | 63850083                | 52466621                                    |
| WT25_gDNA_5hmC_Rep2 | gDNA, input for 5hmCIP of Wt25 Tet3 mouse ESCs replicate 2           | 32301439                         | 27069351                | 23003763                                    |
| WT25_5hmCIP_Rep3    | 5hmC-DNA-IP of Wt25 Tet3 expressing mouse ESCs replicate 3           | 20883520                         | 15113203                | 12891475                                    |
| WT25_gDNA_5hmC_Rep3 | gDNA, input for 5hmCIP of Wt25 Tet3 mouse ESCs replicate 3           | 17751878                         | 13912985                | 12309870                                    |
| AA10_5hmCIP_Rep3    | 5hmC-DNA-IP of AA10 Tet3 expressing mouse ESCs replicate 3           | 39372742                         | 28051863                | 23417790                                    |
| AA10_gDNA_5hmC_Rep3 | gDNA, input for 5hmCIP of AA10 Tet3 mouse ESCs replicate 3           | 34941355                         | 27106631                | 23167869                                    |
| AA10_K27ac_Rep1     | H3K27ac ChIP of AA10 Tet3 expressing mouse ESCs replicate 1          | 31315237                         | 27228193                | 23675386                                    |
| AA10_K27ac_Rep2     | H3K27ac ChIP of AA10 Tet3 expressing mouse ESCs replicate 2          | 33835802                         | 29984464                | 24656734                                    |
| AA10_MNase_Rep1     | MNase cut, ChIP input of AA10 Tet3 expressing mouse ESCs replicate 1 | 37351692                         | 31799261                | 27187897                                    |
| AA10_MNase_Rep2     | MNase cut, ChIP input of AA10 Tet3 expressing mouse ESCs replicate 2 | 34890434                         | 30221628                | 24973431                                    |
| WT25_K27ac_Rep1     | H3K27ac ChIP of Wt25 Tet3 expressing mouse ESCs replicate 1          | 31257013                         | 27958148                | 23120428                                    |
| WT25_K27ac_Rep2     | H3K27ac ChIP of Wt25 Tet3 expressing mouse ESCs replicate 2          | 27358760                         | 24170100                | 20684682                                    |
| WT25_MNase_Rep1     | MNase cut, ChIP input of wt25 Tet3 expressing mouse ESCs replicate 1 | 36496647                         | 31542220                | 26044087                                    |
| WT25_MNase_Rep2     | MNase cut, ChIP input of wt25 Tet3 expressing mouse ESCs replicate 2 | 31031696                         | 26433797                | 22274912                                    |

**B) RNA-sequencing**

| <b>Sample Name</b> | <b>Sample Description</b>                              | <b>Raw Reads</b> | <b>Aligned Reads</b> |
|--------------------|--------------------------------------------------------|------------------|----------------------|
| AA10_mRNA_Rep1     | RNA-seq of AA10 Tet3 expressing mouse ESCs replicate 1 | 21,019,994       | 18605296             |
| AA10_mRNA_Rep2     | RNA-seq of AA10 Tet3 expressing mouse ESCs replicate 2 | 21,021,037       | 18661990             |
| Wt25_mRNA_Rep1     | RNA-seq of Wt25 Tet3 expressing mouse ESCs replicate 1 | 21,120,732       | 18758884             |
| Wt25_mRNA_Rep2     | RNA-seq of Wt25 Tet3 expressing mouse ESCs replicate 2 | 21,044,548       | 18619700             |

# Supplementary material for: Phosphorylation of Tet3 by cdk5 is critical for robust activation of BRN2 during neuronal differentiation
**Source:** Nucleic Acids Res. 2019 Dec 6;48(3):1225–38. doi: 10.1093/nar/gkz1144
**Supplement:** gkz1144_Supplemental_Files

**Table S7A. Summary of mouse ESC lines generated**

| S/N | Genotype of parental ESCs line             | Human Tet3 transgene           | Mouse ESCs line | Experimental Objective                                                                                                                                                                               |
|-----|--------------------------------------------|--------------------------------|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1   | <i>Tet1,2 and 3 triple knock out (TKO)</i> | Wild-type                      | Wt 25           | To study how wild-type (Wt) and phosphor-mutant (AA) Tet3 may regulate the genomic distribution of 5hmC and mRNA expression when stably expressed in ESCs that are devoid of endogenous Tet enzymes. |
|     |                                            | Phosphor-mutant S1310A, S1379A | AA 10           |                                                                                                                                                                                                      |
| 2   | <i>Tet1,2 and 3 triple knock out (TKO)</i> | Wild-type                      | Wt 38           | Second set of independent lines to validate the mRNA expression of key genes identified by RNA-seq of Wt25 and AA10 mouse ESCs lines.                                                                |
|     |                                            | Phosphor-mutant S1310A, S1379A | AA 35           |                                                                                                                                                                                                      |
| 3   | <i>Tet 3 Knockout</i>                      | Wild-type                      | Wt 14           | To study how wild-type (Wt) and phosphor-mutant (AA) Tet3 may regulate RA-mediated neuronal differentiation.                                                                                         |
|     |                                            | Phosphor-mutant S1310A, S1379A | AA 13           |                                                                                                                                                                                                      |
| 4   | <i>Tet 3 Knockout</i>                      | Wild-type                      | Wt 1            | Second set of independent lines to validate the observations made with Wt 14 and AA 13 lines.                                                                                                        |
|     |                                            | Phosphor-mutant S1310A, S1379A | AA 6            |                                                                                                                                                                                                      |
| 5   | <i>Tet 3 Knockout</i>                      | Wild-type                      | Wt 2            | Third set of independent lines to validate the observations made with the above lines. Wt2 and AA3 lines also act as control to evaluate the function of phosphor-mimic Tet3 (SD1 line).             |
|     |                                            | Phosphor-mutant S1310A, S1379A | AA 3            |                                                                                                                                                                                                      |
|     |                                            | Phosphor-mimic S1310D          | SD 1            |                                                                                                                                                                                                      |

**Table S7B. Quantification of neuronal differentiation experiment**

| <i>Tet3</i> KO mouse ESCs line | Cell count based on DAPI signal (# of fields taken) |              | Relative neurons density (MAP2+ area/DAPI) |      | <i>p</i> -value on the individual field | Number of days in B27 media | Biological Replicate | Figure     |
|--------------------------------|-----------------------------------------------------|--------------|--------------------------------------------|------|-----------------------------------------|-----------------------------|----------------------|------------|
|                                | WT                                                  | AA           | WT                                         | AA   |                                         |                             |                      |            |
| Wt14<br>AA13                   | 1789<br>(6)                                         | 2028<br>(6)  | 0.85                                       | 0.64 | 0.037                                   | 12                          | 2                    | 6H<br>6I   |
| Wt1<br>AA6                     | 4279<br>(4)                                         | 2413<br>(4)  | 0.88                                       | 0.67 | 0.006                                   | 2                           | 1                    | S7B<br>S7C |
| Wt2<br>AA3                     | 2909<br>(4)                                         | 4734<br>(4)  | 0.88                                       | 0.35 | 0.00001                                 | 2                           | 1                    | S7B<br>S7D |
| Wt1<br>AA6                     | 7200<br>(4)                                         | 3931<br>(4)  | 0.86                                       | 0.52 | 0.002                                   | 13                          | 1                    | 6H<br>S8   |
| Wt2<br>AA3                     | 9207<br>(8)                                         | 12240<br>(8) | 0.83                                       | 0.64 | 0.003                                   | 8                           | 1                    | 6H<br>S9   |

**Table S8. Primer sequences****A) Molecular cloning**

| S/N | Primer Name | Sequence (5'-3')                    | Use for molecular cloning                                                                            |
|-----|-------------|-------------------------------------|------------------------------------------------------------------------------------------------------|
| 1   | 5'TET3EcoR1 | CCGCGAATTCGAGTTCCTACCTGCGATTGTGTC   | Cloning of mouse Tet3 C-term domain into EcoR1 and Not1 sites of GST vector                          |
| 2   | 3'TET3Not1  | GCGGCCGCCTAGATCCAGCGGCTGTAGGG       |                                                                                                      |
| 3   | S1318A_F    | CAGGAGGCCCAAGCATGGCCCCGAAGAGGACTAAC | Mutate mouse Tet3 serine 1318 to alanine.                                                            |
| 4   | S1318A_R    | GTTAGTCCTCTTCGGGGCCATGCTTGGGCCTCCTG |                                                                                                      |
| 5   | S1387A_F    | GCCCCCTGCAAGTTTGGGA                 | Mutate mouse Tet3 serine 1387 to alanine.                                                            |
| 6   | S1387A_R    | CCATGGCTTGCCTCGAAGC                 |                                                                                                      |
| 7   | S1318D_F    | ACCCGAAGAGGACTAACAGTGTAGGT          | Mutate mouse Tet3 serine 1318 to aspartic acid.                                                      |
| 8   | S1318D_R    | CCATGCTTGGGCCTCCTGAGTAC             |                                                                                                      |
| 9   | HumS1310A_F | CCAAGCATGGCCCCCAAGAGGACTAACGG       | Mutate human Tet3 serine 1310 to alanine.                                                            |
| 10  | HumS1310A_R | TCTTGGGGGCCATGCTTGGGCCTCCTG         |                                                                                                      |
| 11  | HumS1379A_F | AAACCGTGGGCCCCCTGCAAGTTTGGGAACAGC   | Mutate human Tet3 serine 1379 to alanine.                                                            |
| 12  | HumS1379A_R | CTTGCAAGGGGGCCACGGTTTGCCTCGC        |                                                                                                      |
| 13  | HumS1310D_F | CCAAGCATGGACCCCAAGAGGACTAACGG       | Mutate human Tet3 serine 1310 to aspartic acid.                                                      |
| 14  | HumS1310D_R | TCTTGGGGTCCATGCTTGGGCCTCCTG         |                                                                                                      |
| 15  | 5'TET3Xba1  | ATCTAGAATGGACTCAGGGCCAGTGTACC       | Cloning of human full lengthTet3 into the Xba1 and PspX1 sites of pLV-EF $\alpha$ -IRES-puro vector. |
| 16  | 3'TET3Sal1  | TGTCGACCTAGATCCAGCGGCTGTAGG         |                                                                                                      |

**B) qPCR Validation of mRNA expression**

| S/N | Primer Name | Sequence (5'-3')                                        | Position                 |
|-----|-------------|---------------------------------------------------------|--------------------------|
| 1   | Etv1        | F: TTAAGTGCAGGCGTCTTCTTC<br>R: GGAGGCCATGAAAAGCCAAA     | Exons 1 & 2              |
| 2   | Meis2       | F: TGTCTCGTTGAAGGAGTCAG<br>R: GCTCTGGTTTTTGAGAAGTGC     | Exons 3 & 4              |
| 3   | Kcnf1       | F: AACCTTTCGGCAAATCTCCT<br>R: CCAGCCCTCTCACTTAGGAA      | Exons 1 & 2              |
| 4   | Cxcr4       | F: GACTGGCATAGTCGGCAATG<br>R: AGAAGGGGAGTGTGATGACAAA    | Exons 2 & 1              |
| 5   | Zdbf2       | F: TTTGAGTGTTCGAGGCCAGT<br>R: TTAGTATACTGCACACGGCAAT    | Exons 3 & 4              |
| 6   | Ntrk3       | F: CTCAATGCTGTGGACATGGA<br>R: GGCTGGATGTTCCGGAGT        |                          |
| 7   | Cdh4        | F: CAGGCCACTGACATGGAAGG<br>R: ATGATTGGTAGACGGCGTTC      | Exons 8 & 9              |
| 8   | Egfr        | F: CTCGTGGAACCTCTCACACC<br>R: CCCGAACCCAGAACTTTGAT      | Exons 18 & 19            |
| 9   | Dnmt3b      | F: CTAGCAGGAGCCACCCAAGT<br>R: AAATCACCCTGTTGCAATTC      | Exons 15 & 16            |
| 10  | Fmr1nb      | F: TCTAAGAGCCGTGATTATCGTGG<br>R: TGAGGGCAAGAGTATCGTCTC  | Exons 1 & 2              |
| 11  | Eda2r       | F: ATGAGTACGGGGACCAATGG<br>R: GAGGGCAGACTATGCAGTGTG     | Exons 3 & 2              |
| 12  | Zfp951      | F: TTGTGCTTCGACCTCAACTG<br>R: TGTGCAGGTCCATGAAACAT      | Exons 1 & 2              |
| 13  | NeuroD1     | F: GAACCTTTTAACAACAGGAAGTGG<br>R: GTCTCTTGGGCTTTTGATCC  | Exons 2 & 1              |
| 14  | Pax6        | F: CCGCCCTCACCAACACGTACAGT<br>R: TTGCATGTGCGGAGGGGTGTAG | SG Jin et al; 2016       |
| 15  | Hey2        | F: GGTAGTTGTGCGGTGAATTGGAC<br>R: AAGCGCCCTTGTGAGGAAAC   | Primer bank ID 7305159a1 |

|    |       |                                                          |                            |
|----|-------|----------------------------------------------------------|----------------------------|
| 16 | BRN2  | F: GCAGCGTCTAACCACTACAGC<br>R: GCGGTGATCCACTGGTGAG       | Primer bank ID 6679423a1   |
| 17 | Hes1  | F: CCAGCCAGTGTCAACACGA<br>R: AATGCCGGGAGCTATCTTTCT       | Primer bank ID 6680205a1   |
| 18 | GAPDH | F: AGGTCGGTGTGAACGGATTG<br>R: GGGGTCGTTGATGGCAACA        | Primer bank ID 126012538c1 |
| 19 | FoxP1 | F: AAGTGTGTTTGTGCGAGTAGAGAA<br>R: GGGAAGGGTTACCACTGATCTT | Primer bank ID 16716509a1  |
| 20 | Ldha  | F: TGTCTCCAGCAAAGACTACTGT<br>R: GACTGTACTTGACAATGTTGGGA  | Primer bank ID 6754524a1   |
| 21 | Gata3 | F: AAGCTCAGTATCCGCTGACG<br>R: GTTCCGTAGTAGGACGGGAC       | Primer bank ID 160948602c1 |

### C) 5hmC-DNA-IP and H2A.Z ChIP-qPCR

| S/N | Primer Name   | Sequence (5'-3')                                       | Location                           |
|-----|---------------|--------------------------------------------------------|------------------------------------|
| 1   | BRN2 a        | F: CGAGTCAGCCAGCAGGACTA<br>R: GGACACCTGTGCGCTGTAAT     | -634 bp to -934 bp upstream of TSS |
| 2   | BRN2 b        | F: CGTAAATCAAAGGGCGCAGA<br>R: TCCTCCTCTCCCTCCTCTCG     | -14bp to -187 bp upstream of TSS   |
| 3   | BRN2 c        | F: GCGGCAGCAGCAGTAATAGC<br>R: AGCCGCGCATTTGACAGTTA     | +22 bp to +199 bp from TSS         |
| 4   | Hes1 intron3  | F: GTTCCCACGGTCTGGGTCTT<br>R: TCACCGGCTTCTACCACAGC     | chr16:30066453-30066802 mm9        |
| 5   | Hes1 exon4    | F: CACCAGCAACAGTGGGACCT<br>R: TACGGGTAGCAGTGGCCTGA     | chr16:30067227-30067576 mm9        |
| 6   | Hey2 exon5    | F: AACTTGGGTCTTGGTGGCTTCT<br>R: AGCTGCTGAAGAACGGACACTC | chr10:30558605-30558954 mm9        |
| 7   | Hey2 intron3  | F: GATGGCATCCGAAGAGCAGA<br>R: AGCCCAATGGACTCCACACA     | chr10:30553810-30554159 mm9        |
| 8   | Hey2 -2kb TSS | F: TAGCGCTGGGTGGGTAGTG<br>R: TGGAGGGTCTCGGTGATTGA      | chr10:30563739-30564088 mm9        |
| 9   | GAPDH_PR      | F: GCCTCTGAGCCTCCTCAAT<br>R: TGCAGCCTGGAAACCTGATAAT    | -50 bp to +100 bp from TSS         |

### D) 5hmC-IP RT-PCR and *MspI* validation

| S/N | Primer Name          | Sequence (5'-3')                                            | Location                    |
|-----|----------------------|-------------------------------------------------------------|-----------------------------|
| 1   | Cdh4 L1              | F1: CAAAAGTGGAGCCGAAGGT<br>R1: GCCCTACAGAAAGCACTCCA         | Chr 2:179469150-179469450   |
| 2   | Cdh4 L2              | F7: TGCATCCCCATTGTGAGATA<br>R7: GCAGACAATTCTGCAATCCA        | Chr 2:179563400-179563700   |
| 3   | Cdh4 no CCGG control | F: CATCTGTCTGCGTCCCTGTG<br>R: AGGTTCCCTGGGGCTGAA            | Chr 2:179644000-179644202   |
| 4   | FoxP1 L1             | F2: CAGTTGGATGAAATTTTAAAGCTGTC<br>R2: AAAGCCCAGCCCTTCAACAT  | Chr 6:98801350-98801650     |
| 5   | FoxP1 L2             | F3: CCATTAAAGAGCTACCATTTTAGCA<br>R3: GGTGACATTCAAGTCCAGCAGA | Chr 6:99099750-99100000     |
| 6   | MAPT <i>MspI</i>     | F: TTCCTATCCTGATGGCTGAGA<br>R: GTTGAGCCAGGCATAGAAGC         | Chr 11: 104287341-104287424 |
| 7   | MAPT no CCGG         | F: TACCTTCCATGACCCCCTCA<br>R: TGAGCGGGAGACTTCTGACC          | Chr 11:104287500-104287700  |
| 8   | Elovl6 <i>MspI</i>   | F: GCAGAATCAATGTGCCTGTAGTC<br>R: AAGAGCAACCGAGGAGTCCA       | Chr 3:129591150-129591400   |
| 9   | Elovl6 no CCGG       | F: CTAGCCAGCTGCCATTAGGC<br>R: TGCGAACAATGACACACGA           | Chr 3: 129590802-129591000  |

How the deposited data were processed for this re-analysis (not part of the article)

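The deposited data used here are positions of differentially 5-hydroxymethylated regions (DhMRs) from 5hmC-DIP sequencing of mouse ESCs that lack *Tet1*, *2* and *3* and express human wild-type Tet3 (Wt25) or Tet3 with both phosphorylation sites changed to alanine (AA10), with 3 libraries of each line. For these positions, the authors aligned reads uniquely with STAR to GRCm38, removed duplicates with Picard MarkDuplicates, and compared the lines with MEDIPS in bins of 200 bp (*P* under 0.05, fold change of at least 1). They removed bins that overlap peaks of IgG-DIP data or hold simple tandem repeats or low complexity sequence, and annotated the rest with HOMER. The lists pool the replicates and hold a chromosome, a start, an end and, for 11597 of the Wt25 bins and 8356 of the AA10 bins, a gene. The authors' deposited lists give no read count, fold change or *P*-value for a bin, so no bin can be ranked, no stricter threshold can be set and no replicate can be left out. The paper's text does not name the versions of these tools.

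The depth of each library was read from Supplementary Table S2: between 12891475 and 38637381 reads per Wt25 library and between 23417790 and 31585897 reads per AA10 library after removal of duplicates. The lists do not carry this depth, so the error of a single DhMR is unknown. Intervals on shares are 95% Wilson intervals and cover the number of bins only.

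Sequences came from GRCm38.p6, with its lower-case repeat marks. Genomic features, nearest transcription start sites and the numbers of genes with a DhMR inside came from the RefSeq transcripts of that assembly. DhMRs inside single named genes and gene families were taken from GENCODE vM21 basic, which holds more genes. A DhMR took the feature of its midpoint in the order promoter, transcription termination site, coding exon, 5′ UTR, 3′ UTR, non-coding exon, intron and intergenic region. Random windows, 10 for each DhMR, were drawn from the same chromosomes and the same bin positions, without unknown bases. Two-sided Fisher's exact tests with Benjamini-Hochberg adjustment compared the lists by feature, motif and chromosome. Mean CpG number and GC content were compared with 100000 label permutations, and the direction of neighbouring DhMRs with 10000 permutations of the labels within chromosomes. Gene families were defined by symbol patterns, and tested by Fisher's exact test and by permutation of family labels over genes. A result was called at an adjusted *P*-value under 0.05. Dense runs, at least 20 consecutive bins of one direction with gaps of at most 10000 bp, were defined after the lists had been seen. For copies of a sequence elsewhere in the genome, all 32-mers of a window were counted on both strands.

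The computations were tested on simulated data with known answers, and all 20 checks gave the known answer. These tests were written after a first analysis of the lists. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

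Before the data were examined, the tests, the main settings, the alternatives, the motif sequences, the gene families and the named items were fixed, with exceptions. The tests of dense runs and of GC content were set after the counts per 10 Mb of each chromosome had been seen. *Gria1* and *Gphn* were added after the other genes had been seen. Other tests chosen after results had been seen are named with the additional observations. The named items are every gene named as such in the text (not the factors and proteins named by their motifs or antibodies alone), in Figure 4E or in Supplementary Tables S8B to S8D, the genes *Tet1*, *Tet2* and *Tet3*, the 5 genes with most DhMRs inside the gene in each list, every chromosome and every motif of Supplementary Figure S4B. The alternatives were other definitions of features and genes, other backgrounds for CpG, joined bins, bins outside repeats and other distances between neighbours. Alternatives chosen after the data had been seen were GENCODE transcripts for features, the authors' gene of each DhMR, CpG content outside repeats, neighbours 10 to 100 kb apart, and leaving out dense runs or chromosome 6. RNA-seq, H3K27ac and PCR measurements were not analysed here, and MEME-ChIP was not repeated. Where these data hold clustered bins, a test that takes bins as independent gives *P*-values that are too small, which is why joined regions stand beside them. Joining does not remove all dependence. Without chromosome 6 and dense runs, 77.2% of neighbours 10 to 100 kb apart shared their direction, against 54.6% when shuffled. *P*-values of joined regions can therefore still be too small.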

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

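The dense runs were defined, and the tests of chromosomes 12, 13 and 18 and of CpG by kind of run chosen, only after the results had been seen. The other tests of dense runs and of GC content were set when the counts per 10 Mb of each chromosome had already been seen, but not yet their own results. That a difference in chromosome number should shift both parts of a chromosome was written down before the lists were opened, whereas the Fisher's exact test between the parts was added after their shares had been seen.

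Chromosome 6 is not discussed in the paper, and its DhMRs went almost entirely one way. On it, 136 DhMRs had higher 5hmC in Wt25 cells and 1000 had higher 5hmC in AA10 cells, so 12.0% were Wt25 DhMRs, against 58.4% over all chromosomes (odds ratio 0.0868, adjusted *P* = 4.3e-245, Fisher's exact test, two-sided). AA10 DhMRs were 2.04 times as dense as on the other autosomes and Wt25 DhMRs 0.176 times as dense. The dense runs are argued against as the cause, since the odds ratio was 0.0778 without them. GC content is argued against as well, since the odds ratio within bins of equal GC content was 0.0868. The shift ran along the whole chromosome: Wt25 DhMRs made up 11.9% of those before and 12.0% of those after the midpoint, and AA10 DhMRs were the majority in 15 of 15 segments of 10 Mb, against 49 of the 218 segments with at least 20 DhMRs on other chromosomes. A candidate explanation is therefore that the 2 clones differ in the number of copies of chromosome 6, for which both parts had to be alike. That parts are alike says little alone, since they did not differ on 7 of 20 chromosomes (Fisher's exact test, two-sided, lowest *P* of the 7 = 0.0792), in a test that was made only over all DhMRs, dense runs included. Whether this is so was not tested on DNA counts, since the input libraries were not analysed here. A difference in Tet3 activity that follows the chromosome, or a mixture of both, stays open. Chromosome 7 had 76.8% before and 72.4% after its midpoint and chromosome 1 had 45.1% and 41.8%, smaller shifts that also covered both parts. So did those of chromosome 16, with 66.5% and 70.8%, and of chromosome 5, with 60.2% and 64.8%. Without dense runs chromosome 1 had 51.1%, still under the 60.9% over all chromosomes (odds ratio 0.654, adjusted *P* = 4.9e-10, Fisher's exact test, two-sided). The dense runs of chromosome 1 all lie after its midpoint, and its parts were not compared without them.

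The AA10 excess on chromosomes 12, 13 and 18 had another origin. Over all DhMRs, 41.2%, 46.1% and 41.5% were Wt25 DhMRs. Outside dense runs the lowest share among these chromosomes was 61.1%, on chromosome 13, against 60.9% over all chromosomes, which argues against a difference in chromosome number. The lowest of the 3 odds ratios without the runs was 1.01, so the runs account for the excess.

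The dense runs are not discussed in the paper either. They held 3128 DhMRs, or 15.1% of all, in 49 runs that span 0.130% of the genome, 27 of them higher in Wt25 cells and 22 in AA10 cells. The largest, with 387 AA10 DhMRs, lies on chromosome 12 from 22305803 to 22483200. Sequence present in near-identical copies is argued against as the cause of all runs, since 28 of the 49 had under 10% of their 32-mers elsewhere in the genome, while 9 runs with 1367 DhMRs had at least 50% and there it stays open. A difference in the copy number of the segments between the clones and a local difference in 5hmC cannot be told apart. DhMRs in runs held 1.26 times (bootstrap interval 1.13 to 1.42, 2000 draws) the CpGs of the other bins of their runs, and DhMRs outside runs 1.51 times those of the bins around them. By kind of sequence, the ratio was 1.25 (1.12 to 1.42) in the 28 runs with under 10% of 32-mers elsewhere, 1.13 (0.960 to 1.53) in the 12 runs between, and 1.90 (1.58 to 2.56) in the 9 runs with at least 50%. These ratios do not decide, because nearly all listed bins hold a CpG (15 of the 3128 DhMRs in runs had none). Listed bins would therefore be rich in CpGs with either explanation. Whether this follows from the antibody or from the calling of bins was not tested. The lists hold no read counts that would decide it.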

How the results depend on the processing

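The alternatives that leave out dense runs or chromosome 6, use GENCODE transcripts for features or take the authors' gene, and the tests built on them, were chosen only after the results had been seen. In all, 169 of 241 values under alternatives kept their direction and their side of the threshold, or stayed within their interval or within 1.5 times the main count. No paired analysis was possible because the lists pool the replicates of each line. For the same reason no replicate could be left out. A stricter threshold for the number of DhMRs and for genomic features was not run, since the lists hold no score, and non-coding exons gave no value with protein-coding genes only. The cause of a change was not tested except where stated.

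The share of DhMRs in intergenic regions and introns moved with the definitions: for Wt25 and AA10 it was 87.9% and 88.4% with promoters and termination sites of 1 kb on either side, 86.4% and 87.2% with any overlap, 90.6% and 91.3% with protein-coding genes only, and 85.2% and 85.3% with GENCODE transcripts. With bins within 1 kb joined it was 89.4% for AA10, and the odds ratio between the lists for both features together, 0.934 (Fisher's exact test, *P* = 0.145), became 1.01 (*P* = 0.916). It was above 85% throughout.

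The CpG ratio was 1.91 and 1.88 against random windows of the same chromosomes, 1.38 and 1.51 against windows of the same GC content, 1.85 and 1.81 without promoters and CpG-dense windows, and 2.05 and 2.03 without dense runs, for Wt25 and AA10. It stayed above 1 in every case. The difference in CpGs per window between the lists, 0.0905, fell to 0.0344 without dense runs (permutation test, *P* = 0.36) and to 0.0159 without chromosome 6 and dense runs (*P* = 0.69). Outside repeats it was 0.137 (permutation test, *P* = 0.0011), and with touching bins joined it was 0.0458 CpGs per 100 bp (*P* = 0.012), both on the same side of the threshold as over all DhMRs. The difference in GC content kept its side in every alternative, with 1.35 to 1.58 percentage points.

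Requiring DhMRs inside the RefSeq gene left 2985 Wt25, 2238 AA10 and 443 shared genes. Outside repeats 3 motifs passed the threshold in place of 5. Of 21 chromosomes, 17 passed it over all DhMRs and 10 with bins within 10 kb joined. Outside repeats 16 passed it and without dense runs 14. Metabolic genes had an odds ratio of 0.506 (permutation over genes, *P* = 0.061), which was 1.04 (permutation test, *P* = 0.92) with the nearest transcription start site and 0.560 (*P* = 0.046) without chromosome 6 and dense runs.

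Single items changed direction as follows. By feature, the odds ratio between the lists without dense runs became 1.02 for intergenic regions and 0.965 for introns. The definitions turned that of non-coding exons to 1.06 (any overlap), that of 5′ UTRs to 0.428 (1 kb on either side) and 0.594 (any overlap), and that of termination sites to 0.986 (any overlap), 0.939 (protein-coding genes), 0.991 (joined) and 0.948 (GENCODE). By motif, it was 1.06 for HXD10 in 100 bp around the midpoint, and 1.12 for FOXP2, 1.11 for ZKSC1 and 1.08 for VDR outside repeats. By chromosome, joined bins gave 0.971 for chromosome 3, 0.913 for 8, 1.24 for 12, 1.03 for 13 and 1.14 for 18; leaving out dense runs gave 0.910 for 3, 0.930 for 8, 1.31 for 12, 1.01 for 13, 0.919 for 15 and 1.11 for 18; and leaving out repeats gave 0.874 for 3 and 0.989 for 15. Apart from chromosome 12 without dense runs (Fisher's exact test, adjusted *P* = 0.00364), none of these reversed values passed the threshold. Another 19 single values changed without a change of direction: 15 weaker and 4 stronger.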

Differences from the paper's values

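No test in this part was chosen after its result was seen. No value of the paper that was also computed here differed by more than 1.5 times in the main setting. The number of DhMRs in each list equals the paper's. The 16 counts of DhMRs per feature and list were between 0.897 and 1.25 times those of Supplementary Table S3.

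The paper reports motifs found in each list and states no difference in their frequency between the lists. Some motifs were more frequent here in the list that they are not assigned to. Supplementary Figure S4B and the discussion assign the MSX3 motif to regions with higher 5hmC in Wt25 cells. Here it was found in 43.8% of the Wt25 and 49.3% of the AA10 DhMRs (odds ratio 0.802), and none of the alternatives set before the data were examined gave an odds ratio above 1. No alternative matched GC content, which was lower in AA10 DhMRs, and the motif holds only A and T. The difference is therefore no evidence on the motif apart from GC content. ZKSC1 and VDR, assigned to the Wt25 list, were found slightly more often in AA10 DhMRs, with odds ratios of 0.938 and 0.992 that did not pass the threshold. In DhMRs outside repeats these odds ratios were 1.11 and 1.08. Both motifs were more frequent in Wt25 DhMRs than in random windows, at 1.95 and 1.44 times the share. In AA10 DhMRs they were at 2.07 and 1.45 times the share. The second *FoxP1* locus, as drawn in Supplementary Figure S3B, lies 800 bp from the nearest listed DhMR, while its primer interval in Supplementary Table S8D overlaps 1.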

Other observations

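The tests of the BACH1, MSX3 and TBP motifs and of the bases around motifs, of neighbours 10 to 100 kb apart and of metabolic genes without chromosome 6 and dense runs were chosen only after the results had been seen. The share of neighbours of one direction at each distance had been seen before the explanations for it were written down.

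Nearby DhMRs share their direction. Of 1746 pairs of consecutive DhMRs that do not touch and lie at most 1 kb apart, 96.6% had the same direction, against a mean of 55.8% when directions were shuffled within chromosomes (permutation test, *P* = 0.0001, the smallest that 10000 permutations can give). The share was 91.8% at 1 to 10 kb, 78.1% at 10 to 100 kb and 57.4% at 0.1 to 1 Mb. Dense runs and chromosome 6 are argued against as the whole cause, since 92.8% of the pairs within 1 kb were alike without them. Sequenced fragments that cover both windows are argued against as the whole cause of shared direction. At 10 to 100 kb, 77.2% of pairs were alike without chromosome 6 and dense runs, against 54.6% when shuffled. Whether such fragments raise the share within 1 kb was not tested. A hypothesis is that 5hmC differs between these clones in domains of up to 100 kb; whether such domains follow from Tet3 phosphorylation or from other differences between 2 single clones could not be separated with 1 clone of each kind.

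Most motifs of Supplementary Figure S4B match in repeats. The median over the 13 motifs was 63.2% of matches in repeat-marked sequence, against 31.9% of window bases. The bases around the FOXP2 motif were nearly fixed, with CCTGGAACTCACTCT before and GGCTGGCCTCGAACT after it, and the bases around ZKSC1 overlap these. The commonest base at each position around the matches had a mean share of 0.709 to 0.839 for 4 motifs (FOXP2, ZKSC1, HXB4 and CDX4) and of 0.343 to 0.489 for the other 9. A candidate explanation for these 4 motifs is therefore that they are pieces of an interspersed repeat that occurs in both lists. Among the other 9, part of the matches also shared their surroundings: HXD10 and CRX had the same bases after the motif (ACCNCTGAGCCATCT, where N is any base), VDR lay between GAGGCAGGNGGATTT and NAGGCCAGCCTGGTC, ZN322 stood before TAGCTGTCTTCAGAC, RARG stood before GGCCAGCCTNNNCTA, and the bases before RARB (ACTNTGTAGACCAGG) hold the FOXP2 motif. The same explanation may thus hold for part of the matches of these 6 motifs. For MSX3 (0.347) and TBP (0.362) no fixed surroundings were found, and 54.6% and 56.6% of the matches of their backward forms lay in repeats, against 57.9% and 69.9% of their own; pieces of several repeats and a preference for AT-rich sequence cannot be told apart for them, since both give varied surroundings. A repeat is argued against for BACH1, with 32.3% of 99 matches in repeats, about as many as other bases, although above the 18.0% of its backward form. Binding of the named factors was not tested.

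GC content was 47.4% in Wt25 and 45.9% in AA10 DhMRs, a difference of 1.49 percentage points (permutation test, *P* = 1e-05, the smallest that 100000 permutations can give), and 42.0% in random windows. Compared within genomic features the difference was 1.43 and within chromosomes 1.37, so neither a different share of features nor of chromosomes is its whole cause. A bias of the libraries with GC content stays open, as the lists hold no counts per library.

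Gene families were compared by direction, since the paper links Wt25 DhMRs to neuronal and AA10 DhMRs to metabolic genes after selection on expression. Inside 75 metabolic genes, 44.6% of the DhMRs were Wt25 DhMRs, against 61.4% in other genes (odds ratio 0.506; Fisher's exact test, two-sided, *P* = 7.3e-05; permutation over genes, *P* = 0.061). The permutation, which takes genes as the unit, did not pass the threshold, so a difference is not established. With bins within 10 kb joined the odds ratio was 0.641 (permutation over genes, *P* = 0.051). Dense runs and chromosome 6 are argued against as the whole cause of the lower share, with an odds ratio of 0.560 without them (permutation over genes, *P* = 0.046). By the nearest transcription start site, over 108 genes, it was 1.04 (permutation over genes, *P* = 0.92); DhMRs outside genes were not tested on their own. Inside 122 neuronal genes, 64.9% were Wt25 DhMRs, against 61.1% in other genes (odds ratio 1.17; permutation over genes, *P* = 0.48), which is no detectable difference. With the nearest transcription start site the odds ratio was 1.52 (Fisher's exact test, two-sided, *P* = 0.00017), but the permutation over genes gave *P* = 0.24.

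Of the 31 genes the study names, 13 had DhMRs inside: 5 of Wt25 alone, 7 of AA10 alone and *Meis2* of both, with 7 and 1. *GluR1* (*Gria1*) and gephyrin (*Gphn*) had at first been missed and were added after the other genes had been seen; *Gria1* held none and *Gphn* 1 Wt25 DhMR, while the authors' deposited table assigns 2 AA10 DhMRs to *Gphn*. The knocked-out *Tet1* gene held 9 AA10 DhMRs and no Wt25 DhMR; of 2642 GENCODE genes of any type that hold an AA10 DhMR outside dense runs, 26, with *Tet1* among them, held as many or more. *Tet2* held 1 and *Tet3*, on chromosome 6, held 2 AA10 DhMRs. *Pou3f2*, which encodes BRN2, held none in these ESCs. The genes with most DhMRs inside were *Ptprg* (106), *Lipo3* (85), *Zfp934* (83), *Sae1* (79) and *Zfp935* (75) in the Wt25 list and *Paip1* (60), *4833420G17Rik* (59), *Ccl28* (50), *Gm20767* (44) and *Ctnna3* (33) in the AA10 list, with most of these DhMRs in dense runs. No biological explanation was tested for these genes.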
